# mTOR–neuropeptide Y signaling sensitizes nociceptors to drive neuropathic pain

**DOI:** 10.1172/jci.insight.159247

**Published:** 2022-11-22

**Authors:** Lunhao Chen, Yaling Hu, Siyuan Wang, Kelei Cao, Weihao Mai, Weilin Sha, Huan Ma, Ling-Hui Zeng, Zhen-Zhong Xu, Yong-Jing Gao, Shumin Duan, Yue Wang, Zhihua Gao

**Keywords:** Neuroscience, NPY, Pain

## Abstract

Neuropathic pain is a refractory condition that involves de novo protein synthesis in the nociceptive pathway. The mTOR is a master regulator of protein translation; however, mechanisms underlying its role in neuropathic pain remain elusive. Using the spared nerve injury–induced neuropathic pain model, we found that mTOR was preferentially activated in large-diameter dorsal root ganglion (DRG) neurons and spinal microglia. However, selective ablation of mTOR in DRG neurons, rather than microglia, alleviated acute neuropathic pain in mice. We show that injury-induced mTOR activation promoted the transcriptional induction of neuropeptide Y (*Npy*), likely via signal transducer and activator of transcription 3 phosphorylation. NPY further acted primarily on Y2 receptors (Y2R) to enhance neuronal excitability. Peripheral replenishment of NPY reversed pain alleviation upon mTOR removal, whereas Y2R antagonists prevented pain restoration. Our findings reveal an unexpected link between mTOR and NPY/Y2R in promoting nociceptor sensitization and neuropathic pain.

## Introduction

Chronic pain, the leading cause of long-term human disability, poses a heavy health burden to society. Nerve injury–induced neuropathic pain accounts for approximately one-fifth of the chronic pain population (1). It is characterized by persistent hyperalgesia, allodynia, and spontaneous pain. Long-lasting sensitization of the nociceptive pathway, leading to a reduced pain threshold, has been considered a major mechanism mediating the persistent hypersensitivity in neuropathic pain (2).

Accumulating evidence has shown that nerve injury–induced de novo gene expression contributes to maladaptive responses in both peripheral and central nociceptive circuits, thereby promoting nociceptive sensitization and pain hypersensitivity (2, 3). Elevation of G protein–coupled receptors (GPCRs), such as GPR151, coupled with ion channels in the injured dorsal root ganglia (DRG), has been shown to facilitate the generation of ectopic action potentials (AP) in nociceptive neurons to promote pain (4, 5).

Other than ion channels and GPCRs, prominent induction of neuropeptides, including neuropeptide Y (NPY), galanin (Gal), neurotensin (NTS), and cholecystokinin (CCK), have also been observed in DRG neurons after nerve injury (6–8). The 36–amino acid peptide, NPY, is one of the most robustly upregulated neuropeptides in DRG neurons after nerve injury (9). However, mechanisms underlying its induction remain unclear. Conditional knockdown of spinal cord NPY has been shown to increase tactile and thermal hypersensitivity primarily through Y1 receptor (Y1R) in nerve injury–induced neuropathic pain models (10, 11), whereas s.c. injection of NPY or Y2R agonist appears to exacerbate pain after nerve injury, suggesting a biphasic role of NPY in neuropathic pain at different sites (12–14). It remains to be elucidated how NPY is induced after injury and whether NPY plays opposing roles through different receptors in the nociceptive pathway.

The mTOR, a master regulator of protein translation, plays a pivotal role in regulating cell growth and metabolism. Deregulation of the mTOR signaling has been linked to various human diseases, including cancer, obesity, and neurodegeneration (15–17). Activation of mTOR has been observed in the DRG and spinal cord in neuropathic pain models and in morphine-induced chronic pain (18–21). Furthermore, pharmacologic blockade of mTOR activity has been demonstrated to reduce pain (22–27). However, several studies also noted that inhibiting mTOR complex 1 (mTORC1) resulted in unexpected mechanical allodynia, likely associated with the negative feedback activation of extracellular signal–regulated kinase 1/2 (ERK 1/2) in primary sensory neurons (3, 28). The role of mTOR in pain remains to be clarified.

Combining genetic manipulation, transcriptomic profiling, and electrophysiological recording, we uncovered a previously unrecognized link between the nerve injury–triggered mTOR activation and NPY induction in DRG neurons. We further demonstrate that mTOR-mediated NPY production enhances nociceptor excitability and promotes pain hypersensitivity through Y2R in DRGs. Although mTOR-related signaling has been extensively studied, we present the first evidence to our knowledge for mTOR-regulated NPY signaling in driving neuropathic pain development.

## Results

### Nerve injury induces mTOR activation in subsets of DRG neurons and spinal cord microglia.

To examine the status of mTOR activation after nerve injury, we carried out Western blot analysis of L4 and L5 DRGs and spinal dorsal horn (SDH) tissues from mice at different time points after the spared nerve injury (SNI) surgery (Figure 1A). The activity of mTOR was assessed by the levels of phosphorylated S6 protein (p-S6), a key downstream effector of mTOR. As shown in Figure 1, B and C, substantially upregulated p-S6 was found in the injured (ipsilateral) DRG at day 1 after SNI and lasted for at least 7 days (*P* < 0.05), consistent with elevated mTOR activity in DRGs after peripheral nerve injury (18).

To further determine the cellular identities with mTOR activation, we performed immunofluorescence analysis using the anti–p-S6 antibody along with different markers. Size frequency analysis showed that p-S6 was mainly present in medium and large neurons in DRG (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.159247DS1). In the contralateral DRG, positive p-S6 labeling, reflecting basal mTOR activity, was observed in a small subset of CGRP^+^ peptidergic neurons (9.7%) but a large fraction of NF160/200^+^ neurons (43.7%), reminiscent of large myelinated type A fiber mechanoreceptors. In the ipsilateral DRG, a substantial increase of p-S6 labeling in NF160/200^+^ large mechanoreceptors (from 43.7% to 71.2%, *P* < 0.01) and CGRP^+^ peptidergic neurons (from 9.7% to 18.7%, *P* < 0.05) was observed at 3 days after SNI (Figure 1, D–F). Notably, no elevation of mTOR activity was observed in Isolectin-B4^+^ (IB4^+^) nonpeptidergic small neurons (*P* > 0.05, Figure 1G).

By contrast, Western blot analysis of p-S6 from the SDH tissue extracts detected no difference between the contralateral and ipsilateral spinal cords following SNI (*P* > 0.05, Figure 1, H and I). Given that Western blot analysis detects the gross mTOR activity in the SDH, which may mask changes in sparsely distributed cells in the spinal cord, we carried out dual labeling of p-S6 with different cellular markers, including NeuN (neurons), GFAP (astrocytes), and Iba1 (microglia). No significant changes were observed in p-S6^+^ neurons or astrocytes between the contralateral and ipsilateral SDH within 1 week following the injury (Supplemental Figure 1, B–D). However, the number of p-S6^+^ microglia (GFP^+^) in the superficial layers of the ipsilateral SDH was robustly increased from day 3 to day 7 after SNI in *Cx3cr1^EGFP/+^* mice (*P* < 0.05, Figure 1, J and K). Together, our results demonstrate that peripheral nerve injury induces mTOR activation mainly in large DRG mechanoreceptors and SDH microglia.

### Blocking mTOR activity acutely alleviates pain.

To further determine the contribution of mTOR signaling in neuropathic pain, we i.p. administered rapamycin, an mTORC1 inhibitor, to systematically block the mTORC1 activity; we also administered BrdU to label proliferating cells (Figure 2A). Daily administration of rapamycin from 1 day before to 7 days after SNI significantly inhibited mTOR activity in both DRG neurons and SDH microglia (Figure 2, B and C, and Supplemental Figure 2, A–C), and it suppressed mechanical allodynia and heat hyperalgesia for the first 3 days (*P* < 0.05; Figure 2, D and E), without affecting cold allodynia (Figure 2F). Rapamycin treatments also reduced the total number of microglia (vehicle, 839.9 ± 88.3 per mm^2^; rapamycin, 588.0 ± 27.8 per mm^2^; *P* < 0.05) and the percentage of proliferative microglia (BrdU^+^ Iba1^+^) (vehicle, 93.7% ± 0.1%; rapamycin, 86.1% ± 0.7%; *P* < 0.001) in the superficial layers of ipsilateral SDH at day 3 after SNI (Figure 2, G–J). These data demonstrate that blocking mTOR signaling inhibited pain development at the acute phase and suppressed nerve damage–induced microgliosis.

### Selective ablation of mTOR in DRG neurons, but not in microglia, alleviates neuropathic pain.

To further discern the contributions of neuronal or microglial mTOR in neuropathic pain, we crossed specific Cre mouse lines *Adv^cre^* or *Cx3cr1^creER^* with *Mtor^fl/fl^* mice to selectively delete the *Mtor* gene in primary sensory neurons or microglia, respectively. We observed complete elimination of p-S6 in DRG neurons and unchanged p-S6 levels in SDH in *Adv^cre^ Mtor^fl/fl^* (*Mtor-cKO^Adv^*) mice 7 days after SNI (Figure 3, A and B), demonstrating the selective ablation of mTOR in primary sensory neurons. Examination of sensory perception and motor activities found no significant differences between the control and *Mtor-cKO^Adv^* mice at basal states (Supplemental Figure 3, A–E). However, after SNI, *Mtor-cKO^Adv^* mice exhibited alleviated mechanical allodynia, heat hyperalgesia, and cold allodynia in both male and female mice for at least 14 days (Figure 3, C–E, and Supplemental Figure 3, F–H). *Mtor-cKO^Adv^* mice also had lower difference scores, representing the differences between post- and preconditioning time, in response to mechanical stimulation than the *Mtor^fl/fl^* mice in a 2-chamber conditioned place aversion (CPA) assay, which assesses the aversive responses to pain, suggesting that mTOR deletion in DRG neurons alleviated aversive responses to noxious stimuli (Figure 3F).

To further examine whether microglial mTOR activation also contributes to neuropathic pain, we selectively deleted *Mtor* in microglia by gavaging tamoxifen into the *Cx3cr1^creER/+^:Mtor^fl/fl^* mice (*Mtor-cKO^MG^* mice) 4–6 weeks before the SNI surgery (Figure 4A and Supplemental Figure 4A). Cre-mediated recombination of *Mtor* gene in the CNS (brain and spinal cord) was detected by PCR analysis (Supplemental Figure 4B), and reduction of p-S6 levels in the SDH microglia was verified (Figure 4B). At day 7 after SNI, the total number of microglia (Figure 4, C and D) and mitotic microglia (BrdU^+^Iba1^+^) (Figure 4, E and F) was substantially reduced in the superficial layers of ipsilateral SDH in *Mtor-cKO^MG^* mice. However, no significant differences were observed in mechanical allodynia (Figure 4G), heat hyperalgesia (Figure 4H), or cold allodynia (Figure 4I) between the *Mtor-cKO^MG^* and control mice after SNI (from day 1 to day 7), suggesting that neuropathic pain is spared in the absence of microglial mTOR signaling.

### Mtor ablation in DRG neurons suppresses elevation of subsets of nerve injury–induced genes.

To determine the downstream molecular targets of mTOR in DRG neurons involved in neuropathic pain, we performed RNA-Seq of DRGs from *Mtor^fl/fl^* and *Mtor-cKO^Adv^* mice before and 7 days after SNI surgery. 

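*Mtor*, which encodes the kinase of both mTOR complexes (gene ID 56717), was lower in *Mtor-cKO Adv* DRGs than in *Mtor fl/fl* DRGs at both time points. Before injury, its level was 15.97, 8.58, 9.77 and 9.82 FPKM in *Mtor fl/fl* replicates 1 to 4, and 3.16, 3.87, 5.81 and 6.36 FPKM in *Mtor-cKO Adv* replicates 1 to 4. At day 7 it was 14.43, 12.11, 5.96, 7.56 and 9.62 FPKM in *Mtor fl/fl* replicates 1 to 5, and 3.44, 5.83, 5.48 and 5.10 FPKM in *Mtor-cKO Adv* replicates 1 to 4. Each *Mtor-cKO Adv* library lay below each *Mtor fl/fl* library of the same time point. The log2 fold change between the genotypes was -1.10 (approximate standard error 0.29, edgeR adjusted p = 0.0154) at baseline and -0.91 (approximate standard error 0.27, edgeR adjusted p = 0.0227) at day 7, from the quasi-likelihood test. *Mtor* lies on chromosome 4 of GRCm38 from 148448611 to 148557683. Exons 1 to 5, the excised part, hold 796 of the 8564 bases (9.29%) of a transcript of 58 exons, so reads from the other exons and from nonneuronal cells of the ganglion also count toward the gene. Over all settings but glmTreat, with DESeq2 included, the adjusted p of *Mtor* ran from 0.0012 to 0.0994 at baseline, where with edgeR it was 0.0564 without *Mtor fl/fl* replicate 1, 0.0520 without *Mtor-cKO Adv* replicate 1 and 0.0994 with 3 libraries highest in skeletal muscle transcripts removed, a setting added after the data had been seen. At day 7 it ran from 0.00351 to 0.106, and it was 0.0636 without *Mtor fl/fl* replicate 1, 0.0512 without *Mtor fl/fl* replicate 2, 0.0797 without *Mtor-cKO Adv* replicate 1, and 0.106 and 0.0899 with 3 and 2 such libraries removed.

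Each mouse gave 4 lumbar DRGs, the L4 and L5 ganglia of both sides, which hold the cell bodies of the sensory neurons of the hind limb. DRGs were collected before injury (baseline; 4 *Mtor fl/fl* and 4 *Mtor-cKO Adv* libraries) or 7 days after bilateral SNI (5 *Mtor fl/fl* and 4 *Mtor-cKO Adv* libraries). *Mtor fl/fl* mice carry *Mtor* alleles flanked by loxP sites, and *Mtor-cKO Adv* mice also carry *Adv cre*, which expresses Cre recombinase in sensory neurons. RNA was isolated with the RNeasy micro kit and sequenced on the BGISEQ-500 platform. The submitters' processing notes name HISAT2 (version 2.0.4), Bowtie2 (version 2.2.5) and RSEM (version 1.2.12) with the mm9 genome, whereas the methods name GRCm38.p5; positions given here are GENCODE positions and do not depend on that step.

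For each of 19152 genes the files give an RSEM expected count, which need not be a whole number, and a level in FPKM. Expected counts per library summed to between 17060848 and 21076473 (median 19375917), and to between 17060848 and 19375917 in *Mtor fl/fl* mice before injury. The counts were rounded and all 17 libraries were fitted together in edgeR with TMM normalization and 1 coefficient per group. The fit covered the 13408 genes with a mean of at least 1 FPKM in at least 1 of the 4 groups. A gene was called changed at the thresholds the paper gives, an adjusted p under 0.05 and a fold change above 2. Standard errors were derived as the log2 fold change over the square root of the F statistic and are approximate. When 2-fold changes were simulated for the comparison of baseline and day 7 *Mtor fl/fl* libraries, 88% of the genes passed the adjusted p and 34% were called, since estimates fall on either side of 2. Of 3-fold changes, 96% were called. Each gene was drawn independently, so these shares leave out any shift that many genes of a library have in common.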

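Genes of axonal injury were among those that rose most in *Mtor fl/fl* DRGs, and *Pvalb*, a marker of large myelinated neurons, was among those that fell. *Ecel1*, which encodes an endopeptidase-like protein of injured neurons, rose from 0.47 ± 0.304 FPKM at baseline (SD, n = 4 mice) to 21.4 ± 11.6 FPKM at day 7 (SD, n = 5), a log2 fold change of 5.48 (approximate standard error 0.55, edgeR adjusted p = 1.35e-05). *Cckbr*, a receptor of cholecystokinin and gastrin, rose from 0.203 ± 0.104 to 14.4 ± 8.13 FPKM, by 6.12 (approximate standard error 0.59, edgeR adjusted p = 8.48e-06) on the log2 scale. *Anxa10*, a member of the annexin family of calcium-binding proteins, had 2 counts over the 4 baseline libraries and 759 over the 5 at day 7, a ratio of 290 relative to library size (95% counting interval 79.9 to 2390, which covers counting error only). *Pvalb*, the calcium-binding protein parvalbumin of proprioceptive and other large neurons, fell from 93.7 ± 31.5 to 34.6 ± 4.27 FPKM, a log2 fold change of -1.42 (approximate standard error 0.28, edgeR adjusted p = 0.00481). *Calb2*, calretinin, had a log2 fold change of -1.94 (edgeR adjusted p = 0.00110), *Vstm2b*, an immunoglobulin domain protein, of -1.88 (edgeR adjusted p = 4.99e-06), and *Thrsp*, a regulator of lipid synthesis, of -1.36 (edgeR adjusted p = 0.00471). For each of these 7 genes the day 7 libraries did not overlap the baseline libraries. In all, 140 genes were higher and 21 were lower at day 7, and 128 of the 140 and 18 of the 21 had no overlap between the groups. Chance alone gives this for 0.794% of unselected genes in each direction. The genes here were called on the same libraries, so their lack of overlap is no separate support.

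Of 9 markers of large myelinated neurons, 2 fell and 7 did not pass the edgeR test (6 fell when adjusted over the list alone). They were *Pvalb* and *Runx3*, a transcription factor of proprioceptive neurons, whose log2 fold change was -0.69 (edgeR adjusted p = 0.0312). As a set the 9 markers moved down with a camera adjusted p = 0.000289, and adjusted p = 0.5 with an estimated correlation. Fast skeletal muscle also expresses *Pvalb*, and the 7 skeletal muscle markers had a median log2 fold change of -1.78 (camera adjusted p = 0.0356, and adjusted p = 0.798 with an estimated correlation) and the 4 adipocyte markers of -1.40 (camera adjusted p = 0.501). Of 22 targets of ATF4, the transcription factor of the amino acid response, 10 rose and 12 did not pass (13 rose when adjusted over the list alone; camera adjusted p = 1.41e-07, and adjusted p = 0.235 with an estimated correlation). Among them, *Chac1*, an enzyme that degrades glutathione, rose by 1.40 (edgeR adjusted p = 0.000824), *Mthfd2*, a mitochondrial enzyme of folate metabolism, by 0.73 (edgeR adjusted p = 0.00188), and *Atf4* itself by 0.50 (edgeR adjusted p = 0.000705). Of 23 genes of sterol and lipid synthesis, 4 rose and 19 did not pass (5 rose when adjusted over the list alone; camera adjusted p = 4.93e-05, and adjusted p = 0.5 with an estimated correlation), *Mvd*, an enzyme of the mevalonate pathway, by 0.42 (edgeR adjusted p = 0.0127).

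Among markers of other cells, 1 of 7 of lymphocytes and neutrophils rose (also 1 when adjusted over the list alone), *Ly6g* of neutrophils, by 1.68 (edgeR adjusted p = 0.0302). None of 15 macrophage markers passed the edgeR test or rose when adjusted over the list alone, with 6 higher at an unadjusted p under 0.05 and 1 by DESeq2; their median log2 fold change was 0.80, and as a set the camera adjusted p = 0.000335, and adjusted p = 0.753 with an estimated correlation. *Aif1*, a microglia and macrophage marker, had a log2 fold change of 1.36 (edgeR adjusted p = 0.0633). Within the baseline group, macrophage markers were higher in replicates 3 and 4 than in replicates 1 and 2, by a median of 1.67 on the log2 scale. At day 7, replicate 3 stood above the mean of the other *Mtor fl/fl* libraries in 111 of the 112 genes called induced without it (median 0.83 on the log2 scale) and in all 15 macrophage markers (median 0.69). Relative to the mean of all 17 libraries, the macrophage markers lay at 0.89 in replicate 3 and 1.01 in replicate 5. Leaving out 1 library moved the 21 lower genes by over 1.5 times in 4 cases, to 8 without baseline replicate 1, 35 without baseline replicate 4, 32 without day 7 replicate 1 and 13 without day 7 replicate 3.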

In total, the expression levels of 189 genes (155 upregulated and 34 downregulated; Supplemental Table 2) were significantly changed (by at least 2 folds, *q* < 0.05) in the injured DRGs 7 days after SNI in *Mtor^fl/fl^* mice (Figure 5, A–C). 

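*Atf3*, a transcription factor induced by cell stress (gene ID 11910; chromosome 1 of GRCm38, 191170296 to 191218039), rose in *Mtor fl/fl* DRGs from 4.5 ± 0.294 FPKM (SD, n = 4) to 124 ± 57.6 FPKM (SD, n = 5) after SNI, a log2 fold change of 4.79 (approximate standard error 0.31, edgeR adjusted p = 1.16e-07). *Sprr1a*, a small proline-rich protein of growing axons (gene ID 20753; chromosome 3, 92483952 to 92485895), rose from 2.82 ± 1.86 to 883 ± 432 FPKM, with a log2 fold change of 8.32 (approximate standard error 0.54, edgeR adjusted p = 1.16e-07). Of 18 genes of nerve injury and regeneration, 16 rose and 2 did not pass (16 when adjusted over the list alone), 12 of them by more than 2-fold. As a set they rose with a camera adjusted p = 1.19e-67, and adjusted p = 0.00106 with an estimated correlation. *Sox11*, a transcription factor of axon regrowth, rose by 2.66 (edgeR adjusted p = 2.64e-06) and *Gadd45a*, a stress response gene, by 2.17 (edgeR adjusted p = 1.90e-06). The list holds *Atf3* and *Sprr1a*, which the study named from these libraries, so that part is not independent evidence. Both genes were highest in *Mtor fl/fl* day 7 replicate 3, as were *Gpr151* and *Npy*.

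Of 20 GPCR genes of sensory neurons and neuropeptide receptors, 6 rose, 3 fell and 11 did not pass (7 rose and 4 fell when adjusted over the list alone; camera adjusted p = 0.00567, and adjusted p = 0.5 with an estimated correlation). *Gpr151*, an orphan receptor (gene ID 240239), rose from 0.575 ± 0.0493 to 30.5 ± 12.3 FPKM, by 5.74 (approximate standard error 0.29, edgeR adjusted p = 1.49e-08) on the log2 scale. *Gpr119*, a receptor of lipid ligands (gene ID 236781), rose from 0.53 ± 0.155 to 1.71 ± 0.477 FPKM, by 1.70 (approximate standard error 0.28, edgeR adjusted p = 0.000974). *Cckar*, the other cholecystokinin receptor, had a log2 fold change of 0.87 (edgeR adjusted p = 0.00283). The log2 fold change was 6.13 (approximate standard error 0.38, edgeR adjusted p = 8.99e-08) for *Npy*, which encodes neuropeptide Y, 4.09 (approximate standard error 0.24, edgeR adjusted p = 6.12e-08) for *Gal*, which encodes galanin, and 3.46 (approximate standard error 0.24, edgeR adjusted p = 2.44e-07) for *Nts*, which encodes neurotensin.

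Of 13 cytokine and chemokine genes, 2 rose and 11 did not pass (5 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.000181, and adjusted p = 0.5 with an estimated correlation). *Csf1*, a growth factor of microglia and macrophages (gene ID 12977), rose from 6.37 ± 0.948 to 25.2 ± 9.02 FPKM, a log2 fold change of 1.97 (approximate standard error 0.21, edgeR adjusted p = 2.30e-05). *Il1b*, the inflammatory cytokine IL-1β (gene ID 16176), was at 0.49 ± 0.193 FPKM at baseline and 1.28 ± 0.585 FPKM at day 7, and its log2 fold change of 1.40 (approximate standard error 0.45, edgeR adjusted p = 0.0751) did not pass. The adjusted p of *Il1b* ran from 0.0162 (edgeR without *Mtor fl/fl* day 7 replicate 1) to 0.189 over the settings that tested it, glmTreat left out. It was 0.0353 with DESeq2 and 0.0481 with a block for *Mtor fl/fl* replicates 1 and 2, added after the data had been seen. Of 19 genes of the STAT3 pathway, 2 rose, 1 fell and 16 did not pass (5 rose and 2 fell when adjusted over the list alone; camera adjusted p = 0.0356, and adjusted p = 0.5 with an estimated correlation). *Socs3*, a feedback inhibitor of STAT3, rose by 0.72 (edgeR adjusted p = 0.00423), and *Stat3* had a log2 fold change of 0.26 (edgeR adjusted p = 0.409). Of 27 ion channel genes of sensory neurons, 2 rose, 2 fell and 23 did not pass the edgeR test (2 rose and 5 fell when adjusted over the list alone; limma camera adjusted p = 0.116). *Cacna2d1*, the calcium channel subunit that binds gabapentin, rose by 1.18 (edgeR adjusted p = 0.000882), *P2rx3*, an ATP-gated channel, by 0.39 (edgeR adjusted p = 0.0170), and *Trpm8*, a cold-activated channel, had a log2 fold change of -0.70 (edgeR adjusted p = 0.0176).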

Consistent with previous studies (6, 7, 29, 30), a large number of the upregulated genes, including those associated with injury (activating transcription factor 3 [*Atf3*] and small proline-rich protein 1A [*Sprr1a*]), GPCRs (including *Gpr151* and *Gpr119*), neuropeptides (*Npy*, *Gal*, and *Nts*), cytokines (colony stimulating factor 1 [C*sf1*] and IL-1b [*Il1b*]), were identified in response to nerve injury (Figure 5B), verifying the reliability of the RNA-Seq data. 

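Neuropeptide precursors were the group of signaling genes with the largest excess among the genes induced in *Mtor fl/fl* DRGs. *Npy*, *Nts*, *Gal*, *Crh*, which encodes corticotropin releasing hormone, and *Ucn*, which encodes the related peptide urocortin, were 5 of the 14 precursors tested, where 0.146 would be drawn by chance (odds ratio 54.4; one-sided Fisher's exact test, p = 2.14e-07, adjusted over the lists p = 3.1e-06). *Adcyap1*, which encodes the peptide PACAP, rose by 0.91 (edgeR adjusted p = 0.000141), so that 6 of the 14 rose and 8 did not pass (6 when adjusted over the list alone). As a set, the precursors rose with a camera adjusted p = 1.25e-18, and adjusted p = 0.000521 with an estimated correlation. Among the 20 GPCR genes, 3 were induced, *Gpr151*, *Cckbr* and *Gpr119*, where 0.209 would be drawn by chance (odds ratio 17.1; one-sided Fisher's exact test, p = 0.00112, adjusted p = 0.0108). For the genes of nerve injury and regeneration, such as *Sox11* and *Ecel1*, the odds ratio was 206 (one-sided Fisher's exact test, p = 1.83e-20, adjusted p = 5.31e-19). The 13 cytokine and chemokine genes held 2 induced genes, *Csf1* among them (odds ratio 17.4; one-sided Fisher's exact test, p = 0.00783, adjusted p = 0.0568). The 27 ion channel genes held 1, *Cacna2d1* (odds ratio 3.66; one-sided Fisher's exact test, p = 0.247).

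The comparison set for each list was the genes tested, since any of them could have been called. The lists were written by hand and are not GO terms, whose annotation was not used here. The study named *Npy*, *Nts*, *Gal*, *Crh*, *Gpr151*, *Gpr119* and *Csf1* from these libraries, so the counts of these lists are not independent evidence. Over all settings the odds ratio of the neuropeptide precursors ran from 24.7 with no filter to 160 with glmTreat, which tests against a fold change of 2.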

Gene ontology (GO) analysis demonstrated that injury-affected genes were primarily enriched in 4 molecular functions (Figure 5D), including receptor ligand activity, hormone activity, and neuropeptide receptor binding and activity.

Importantly, approximately one-fifth (32 in 155 genes; Supplemental Table 3) of injury-induced genes were suppressed after mTOR ablation at day 7 after SNI (Figure 5E). In particular, the expression of 2 neuropeptide genes, *Npy* and *Nts*, induced by approximately 73.5 and 11.7 folds after injury, was strikingly reduced to 3.75 and 0.57 folds after ablation of *Mtor* in DRG neurons. By contrast, the expression of another 2 injury-induced neuropeptide genes, such as corticotropin releasing hormone (*Crh*) and *Gal*, remained largely unaffected, suggesting that mTOR specifically regulated the expression of subsets of injury-responsive genes (Figure 5, E–G). 

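*Npy*, *Nts*, the receptors *Gpr151* and *Gpr119*, and *Fst*, which encodes the activin-binding protein follistatin, were among 23 of the 140 induced genes that were lower in *Mtor-cKO Adv* than in *Mtor fl/fl* DRGs at day 7. *Fst* rose in *Mtor fl/fl* mice from 1.68 ± 0.401 to 10.3 ± 3.63 FPKM (SD, n = 4 and n = 5) and was at 2.96 ± 0.941 FPKM in *Mtor-cKO Adv* mice at day 7 (SD, n = 4), a log2 fold change between the genotypes of -1.81 (approximate standard error 0.23, edgeR adjusted p = 5.05e-05). *Gpr151* was at 13.5 ± 3.28 FPKM in *Mtor-cKO Adv* mice at day 7, with a log2 fold change of -1.21 (approximate standard error 0.21, edgeR adjusted p = 0.000775), and *Gpr119* at 0.44 ± 0.122 FPKM, with -1.99 (approximate standard error 0.28, edgeR adjusted p = 0.000116). *Anxa10*, the annexin, was at 4.25 ± 1.42 FPKM in *Mtor fl/fl* mice and 0.237 ± 0.0665 FPKM in *Mtor-cKO Adv* mice, a log2 fold change of -4.20 (approximate standard error 0.33, edgeR adjusted p = 3.74e-06). *Lipn*, a lipase, had a log2 fold change of -4.86 (edgeR adjusted p = 4.65e-07). For *Npy*, *Nts*, *Fst*, *Gpr151*, *Gpr119*, *Anxa10* and *Lipn*, every *Mtor-cKO Adv* library lay below every *Mtor fl/fl* library.

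The 23 genes were 16.4% of the 140. *Inhbb*, *Lce6a* and *Ucn* were higher (2.14%), and 114 genes (81.4%) were neither, although 20 of these were lower and 3 were higher at an edgeR adjusted p under 0.05 with a fold change of 2 or less. Other members of the 23 were *Fgf3*, *Cryba2*, *Taf7l*, *Speer1*, *Gm5861*, *Gm6460*, *Gm7972* and *2010005H15Rik*, of which *Speer1* and the unnamed gene models can share reads with near-identical copies and are uncertain. *Slc6a4*, the serotonin transporter, was also among the 23 (-1.35, edgeR adjusted p = 0.00490 on the log2 scale); it was chosen after its values were seen. If the comparisons were independent, 1.75 of the induced genes would be lower by chance. They share the *Mtor fl/fl* day 7 libraries, however, and in 20 simulations of 2 such comparisons without a genotype effect the mean was 0.05 genes and the highest 1. The simulations drew each gene independently. They therefore leave out a library in which many induced genes move together, such as *Mtor fl/fl* day 7 replicate 3, and cannot exclude its part in the overlap. When the *Mtor fl/fl* day 7 libraries were divided between the comparisons in 10 ways, 15 to 30 induced genes were lower (median 19), of 94 to 191 induced.

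Of the 14 neuropeptide precursors, 9 were lower, 1 was higher and 4 did not pass (9 lower and 1 higher when adjusted over the list alone), and as a set they were lower with a camera adjusted p = 4.33e-09, and adjusted p = 0.0117 with an estimated correlation. Before injury, 6 of the 14 were already lower and 1 was higher (7 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.00136, and adjusted p = 0.389 with an estimated correlation). For the interaction of injury and genotype, the set had a camera adjusted p = 0.000966, and adjusted p = 0.192 with an estimated correlation. Of 11 pan-neuronal genes, 4 were lower at day 7 and 7 did not pass (4 when adjusted over the list alone; camera adjusted p = 0.0217, and adjusted p = 0.853 with an estimated correlation). The 4 include *Avil*, the gene whose locus carries Cre in *Adv cre* mice. Of the 18 genes of nerve injury and regeneration, 3 were lower at day 7 and 15 did not pass (0 lower when adjusted over the list alone with edgeR, against 3 at an unadjusted p under 0.05 and 3 by DESeq2). They included *Gap43*, a growth cone protein, with a log2 fold change of -0.42 (edgeR adjusted p = 0.0382). *Sprr1a* was at 655 ± 152 FPKM in *Mtor-cKO Adv* mice, with a log2 fold change of -0.46 (edgeR adjusted p = 0.365) between the genotypes. Of the 20 GPCR genes, 2 were higher, 5 were lower and 13 did not pass the edgeR test (2 and 5 when adjusted over the list alone; limma camera adjusted p = 0.267). The *Mtor fl/fl* day 7 replicate 3, which stood above the others in these induced genes, moved the 23 to 18 when it was left out. The filter on low genes moved this count more, to 47 with the filterByExpr filter and 75 with no filter, and glmTreat gave 6.

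**Figure D1:**
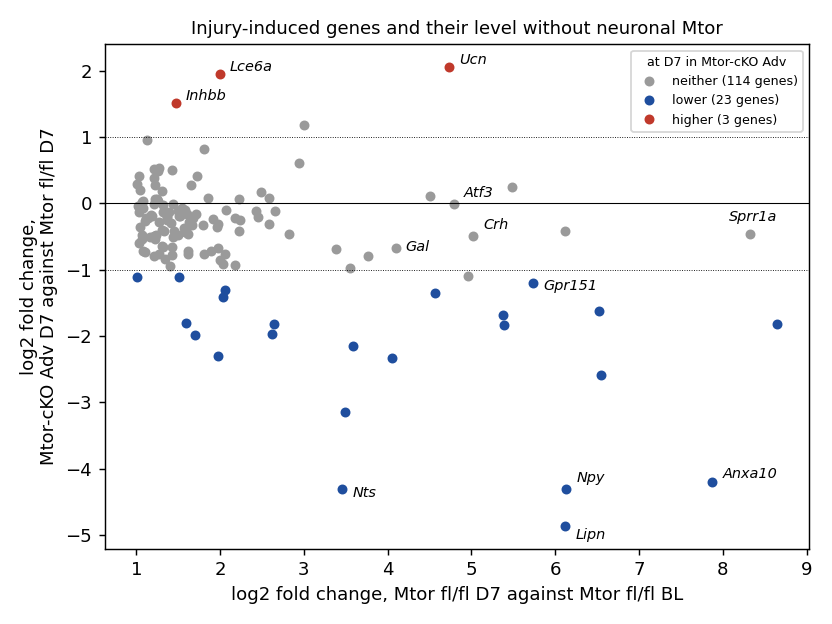
Each point is 1 of the 140 genes induced by SNI in *Mtor fl/fl* DRGs, with the log2 fold change after injury on the x axis and the log2 fold change of *Mtor-cKO Adv* against *Mtor fl/fl* at day 7 on the y axis; dotted lines mark a log2 fold change of 1 and -1. The 23 lower genes lie below the lower line, with *Npy*, *Nts*, *Anxa10* and *Lipn* under -4, and the 3 higher genes above the upper line.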

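*Npy*, the gene of neuropeptide Y (gene ID 109648; chromosome 6 of GRCm38, 49822710 to 49829507), rose in *Mtor fl/fl* DRGs from 2.47 ± 1.11 FPKM at baseline (SD, n = 4) to 171 ± 91.1 FPKM at day 7 (SD, n = 5), a fold change of 70.1 (95% interval 40.2 to 122). In *Mtor-cKO Adv* DRGs it was at 0.095 ± 0.0777 FPKM at baseline and 8.82 ± 1.52 FPKM at day 7 (SD, n = 4 each). Against *Mtor fl/fl* mice at baseline, the *Mtor-cKO Adv* day 7 level was 3.54-fold, a log2 fold change of 1.82 (approximate standard error 0.40, edgeR adjusted p = 0.00323). *Nts*, the gene of neurotensin (gene ID 67405; chromosome 10, 102481756 to 102490486), rose in *Mtor fl/fl* DRGs from 7.47 ± 1.49 to 82.2 ± 34.8 FPKM, a fold change of 11.0 (95% interval 7.72 to 15.7). In *Mtor-cKO Adv* DRGs it was at 1.59 ± 0.19 FPKM at baseline and 4.23 ± 0.626 FPKM at day 7, which is 0.558-fold of the *Mtor fl/fl* baseline level and a log2 fold change of -0.84 (approximate standard error 0.25, edgeR adjusted p = 0.0229). Between the genotypes at day 7, the log2 fold change was -4.31 (approximate standard error 0.33, edgeR adjusted p = 4.65e-07) for *Npy* and -4.30 (approximate standard error 0.26, edgeR adjusted p = 4.07e-08) for *Nts*.

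Both genes were also lower in *Mtor-cKO Adv* DRGs before injury. The log2 fold change at baseline was -4.56 (approximate standard error 0.88, edgeR adjusted p = 0.00233) for *Npy* and -2.23 (approximate standard error 0.29, edgeR adjusted p = 8.73e-05) for *Nts*. *Npy* had 100 counts over the 4 *Mtor fl/fl* baseline libraries and 4 over the 4 *Mtor-cKO Adv* baseline libraries, a ratio of 26.3 relative to library size (95% counting interval 9.97 to 98.5). Within *Mtor-cKO Adv* mice, *Npy* rose from these 4 counts to 400 after injury, a ratio of 93.7 (95% counting interval 36.3 to 345), with a log2 fold change of 6.38 (approximate standard error 0.70, edgeR adjusted p = 3.51e-05). With 3 libraries highest in skeletal muscle transcripts removed, a setting added after the data had been seen, the log2 fold changes of *Npy* were -5.45 at baseline (edgeR adjusted p = 0.0414) and 7.30 after injury in *Mtor-cKO Adv* mice. *Nts* rose in *Mtor-cKO Adv* mice by 1.39 (approximate standard error 0.29, edgeR adjusted p = 0.00977), a rise that did not pass with 3 (1.58, edgeR adjusted p = 0.179) or 2 (1.47, edgeR adjusted p = 0.0594) libraries highest in skeletal muscle transcripts removed, settings added after the data had been seen. In both genes and at both time points, every *Mtor-cKO Adv* library lay below every *Mtor fl/fl* library. The fold of *Nts* against *Mtor fl/fl* baseline did not pass without *Mtor fl/fl* baseline replicate 2 (edgeR adjusted p = 0.0528) or replicate 3 (0.0633), without *Mtor-cKO Adv* day 7 replicate 1 (0.0581) or replicate 3 (0.0668), or with those 3 (0.0855) or 2 (0.0707) libraries removed, with a range of 0.00133 to 0.0855 over all settings but glmTreat.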

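*Crh* (gene ID 12918; chromosome 3 of GRCm38, 19693401 to 19695396) rose in *Mtor fl/fl* DRGs from 0.113 ± 0.0763 to 3.8 ± 2.52 FPKM (SD, n = 4 and n = 5) and was at 2.76 ± 0.288 FPKM in *Mtor-cKO Adv* DRGs at day 7 (SD, n = 4). The fold change between the genotypes at day 7 was 0.712 (95% interval 0.399 to 1.27), a log2 fold change of -0.49 (approximate standard error 0.39, edgeR adjusted p = 0.381). With this spread among the *Mtor fl/fl* libraries at day 7, the interval includes both no difference and a 2-fold fall. *Gal* (gene ID 14419; chromosome 19, 3409915 to 3414544) rose from 17 ± 2.93 to 288 ± 102 FPKM in *Mtor fl/fl* DRGs and from 24.1 ± 4.07 to 184 ± 42.5 FPKM in *Mtor-cKO Adv* DRGs. Its fold change between the genotypes at day 7 was 0.629 (95% interval 0.467 to 0.846), a log2 fold change of -0.67 (approximate standard error 0.20, edgeR adjusted p = 0.0229), so it was lower at the adjusted p and within 2-fold. The *Mtor-cKO Adv* and *Mtor fl/fl* libraries of *Gal* overlapped at day 7, between 129.39 and 224.89 FPKM in *Mtor-cKO Adv* mice and between 210.73 and 457.41 FPKM in *Mtor fl/fl* mice. *Atf3* was at 127 ± 26.5 FPKM in *Mtor-cKO Adv* DRGs at day 7, with a log2 fold change of -0.01 (approximate standard error 0.25, edgeR adjusted p = 0.990), and *Csf1* at 20.7 ± 3.24 FPKM, with -0.32 (approximate standard error 0.20, edgeR adjusted p = 0.256). The edgeR adjusted p of *Gal* was 0.0510 with only the 2 groups compared, 0.0616 without *Mtor-cKO Adv* day 7 replicate 3, 0.0764 without *Mtor-cKO Adv* day 7 replicate 4 and 0.0579 with a correction for transcript length, added after the data had been seen. With DESeq2 included, the adjusted p of *Gal* ran from 0.00566 to 0.0764.

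**Figure D2:**
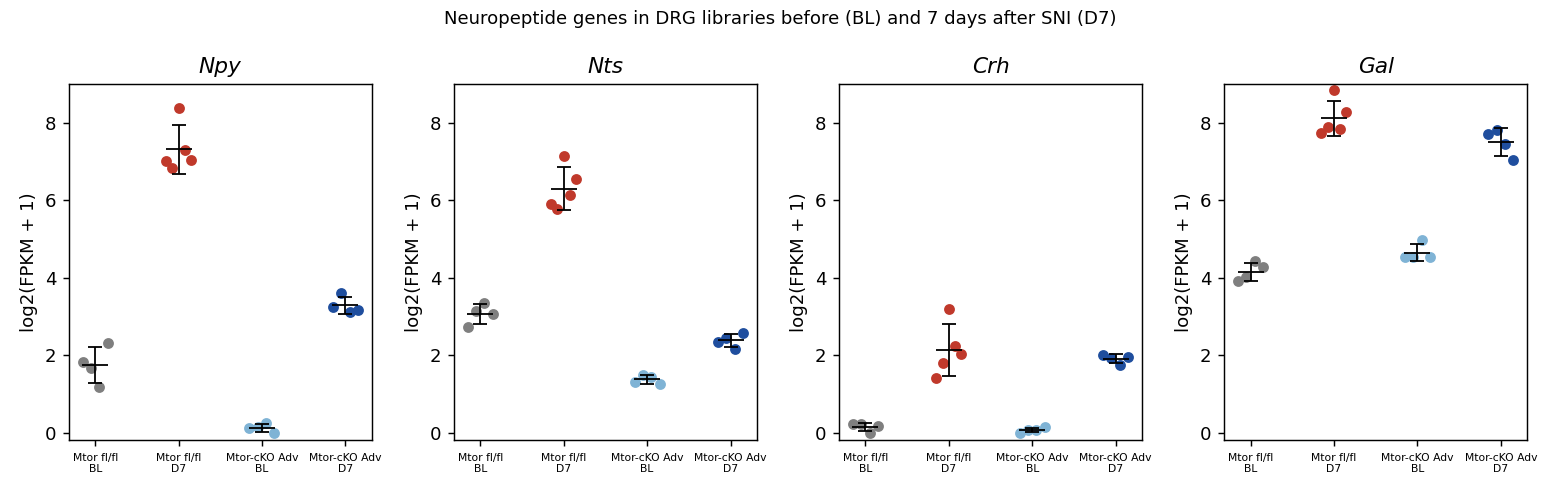
Levels of *Npy*, *Nts*, *Crh* and *Gal* as log2(FPKM + 1) on the y axis, with 1 point per library and the mean ± SD of each group, for *Mtor fl/fl* and *Mtor-cKO Adv* DRGs at baseline and day 7 (n = 4, 5, 4 and 4 libraries). At day 7, *Npy* lies between 7.69 and 11.05 FPKM in *Mtor-cKO Adv* libraries and between 112.46 and 332.01 FPKM in *Mtor fl/fl* libraries, whereas the groups overlap for *Crh* and *Gal*.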

The reduced expression of *Npy, Nts*, and other genes (as indicated) in *Mtor-cKO^Adv^* mice was further verified by quantitative PCR (qPCR) analysis (Supplemental Figure 5). Notably, while mTOR was transiently activated during the first week after nerve injury, it may have long-term impacts through its downstream molecules. Collectively, these data demonstrate that mTOR regulates the transcription of subsets of injury-induced genes.

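*Atf3*, *Sprr1a*, *Gal* and *Crh*, induced by SNI in *Mtor fl/fl* DRGs, were also induced in *Mtor-cKO Adv* DRGs. The log2 fold change after injury in *Mtor-cKO Adv* mice was 4.74 (approximate standard error 0.31, edgeR adjusted p = 3.67e-07) for *Atf3*, 7.76 (approximate standard error 0.53, edgeR adjusted p = 4.36e-07) for *Sprr1a*, 2.91 (approximate standard error 0.23, edgeR adjusted p = 1.99e-06) for *Gal* and 5.68 (approximate standard error 0.66, edgeR adjusted p = 6.83e-05) for *Crh*. It was 8.41 for *Sprr1a* without *Mtor-cKO Adv* baseline replicate 2 (8.46 with 2 libraries highest in muscle transcripts removed) and 6.42 for *Crh* without *Mtor-cKO Adv* baseline replicate 4. Of the genes induced in *Mtor fl/fl* mice, 100 (71.4%) were called induced in *Mtor-cKO Adv* mice, where 1.58 would be shared if the calls were independent. The shared genes were 31 of 51 with glmTreat and 47 of 137 (34.3%) with 3 libraries highest in skeletal muscle transcripts removed, a setting added after the data had been seen. All 3 are *Mtor-cKO Adv* libraries, so fewer libraries remained in these mice, in which 55 genes were then called induced. A call in 1 genotype alone is not a tested difference, and 2 of the 140 genes passed the interaction of injury and genotype. Across the induced genes, the log2 fold changes in the 2 genotypes had a Pearson r of 0.865 and a Spearman rho of 0.697; genes are not independent replicates. Of 18 genes of nerve injury and regeneration, 16 rose in *Mtor-cKO Adv* mice and 2 did not pass (16 when adjusted over the list alone), as a set with a camera adjusted p = 1.4e-56, and adjusted p = 0.00465 with an estimated correlation.

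Of the 23 induced genes lower in *Mtor-cKO Adv* mice at day 7, 17 were still called induced by injury in *Mtor-cKO Adv* mice (7 with glmTreat and 7 with the 3 libraries highest in muscle transcripts removed), *Gpr151* by 4.96 (edgeR adjusted p = 2.56e-07) among them. Their median log2 fold change after injury was 3.59 in *Mtor fl/fl* mice and 2.24 in *Mtor-cKO Adv* mice. The 23 were picked for high levels in the *Mtor fl/fl* day 7 libraries and lower ones in *Mtor-cKO Adv* mice, so a gap in this direction is partly built in. Before injury, 6 of the 23 were called lower in *Mtor-cKO Adv* mice, 8 were lower at an edgeR adjusted p under 0.05, and 20 had a log2 fold change below 0, with a median of -0.80. *Gpr119* was at 0.090 ± 0.0432 FPKM in *Mtor-cKO Adv* mice at baseline, a log2 fold change of -2.53 (approximate standard error 0.37, edgeR adjusted p = 0.000227). Whether injury acts differently in the 2 genotypes is the question of the interaction between injury and genotype. None of the 23 passed it with edgeR, 8 had an unadjusted p under 0.05, 7 of them with an interaction below 0, and 3 passed with DESeq2 (*Nts*, *Fst* and *Gm7972*). For *Nts* the interaction was -2.07 (approximate standard error 0.38, edgeR adjusted p = 0.0527) on the log2 scale (95% interval -2.88 to -1.27), and its adjusted p ran from 1.62e-05 with DESeq2 to 1 over the settings, 7 of 26 passing. It passed with edgeR with the replicate block (-1.99, adjusted p = 0.0271) and with no filter (adjusted p = 0.0441), without *Mtor fl/fl* baseline replicate 2 (adjusted p = 0.0401) and without *Mtor fl/fl* day 7 replicate 2 (0.0294), 3 (0.00686) or 5 (0.0318). For *Fst* it was -1.75 (approximate standard error 0.34, edgeR adjusted p = 0.0690) and for *Gal* -1.19 (approximate standard error 0.31, edgeR adjusted p = 0.140). For *Npy* it was 0.25 (approximate standard error 0.85, edgeR adjusted p = 0.937), with an approximate 95% interval of -1.55 to 2.04, since the few baseline counts in *Mtor-cKO Adv* mice leave it wide (1.17, edgeR adjusted p = 1, with the 3 libraries highest in muscle transcripts removed). The approximate standard error is unsteady for an estimate near 0, so this interval is only a rough guide. It was 0.0713 without *Mtor fl/fl* baseline replicate 4 and 4.55 without *Mtor-cKO Adv* baseline replicate 4. Over all genes tested, 11 had an edgeR adjusted p under 0.05 for the interaction, and 258 with DESeq2, with 1742 at an unadjusted p under 0.05, where 670 would be drawn by chance.

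The paper proposes from these data that mTOR specifically regulates subsets of injury-responsive genes. It reasons from the contrast between *Npy* and *Nts*, which were reduced in *Mtor-cKO Adv* mice, and *Crh* and *Gal*, which it describes as largely unaffected (Figure 5, E–G). With qPCR of *Npy*, *Nts* and other genes that were reduced in *Mtor-cKO Adv* mice, it concludes that subsets of the induced genes depend on mTOR for their transcription.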

### Injury-activated mTOR is required for NPY induction in DRG neurons.

NPY is widely distributed in the CNS and peripheral nervous systems (31). It is absent in DRG neurons under homeostatic conditions but dramatically upregulated after peripheral nerve injury (8, 9). However, little is known about the molecular mechanisms regulating NPY induction after nerve injury. We also observed prominent induction of *Npy* in DRG neurons after nerve injury, which lasted for at least 4 weeks with gradually reduced levels after day 14 (Figure 6, A and B). Spearman correlation analysis showed that *Npy* transcripts were negatively correlated with the 50% PWT (*r* = –0.861, *P* < 0.001) and PWL (*r* = –0.865, *P* < 0.001), suggesting that the levels of *Npy* transcripts were positively correlated with pain (Supplemental Figure 6, A and B). Immunofluorescence analysis revealed that 94.2% of NPY^+^ neurons were colabeled with ATF3, a marker for injured neurons (Figure 6, C and D). Moreover, 90.2% of NPY^+^ neurons expressed p-S6, whereas only 40.3% of p-S6^+^ neurons expressed NPY (Figure 6, E and F). In addition, NPY colocalized with NF160/200 but not CGRP in the injured DRGs (Supplemental Figure 7A), suggesting that NPY was selectively induced in mTOR-activated large-sized injured neurons (Supplemental Figure 7B). Ablation of mTOR nearly eliminated NPY induction (Figure 6, E and G), indicating that mTOR was required for nerve injury–induced NPY elevation. Notably, 35.5% of p-S6^+^ neurons were ATF3^+^ and 39.8% of ATF3^+^ neurons were p-S6^+^ after peripheral nerve injury (Supplemental Figure 7, C–E), but mTOR deletion had no effects on ATF3 expression in SNI models (Figure 6H and Supplemental Figure 7C).

### mTOR promotes STAT3 phosphorylation to induce NPY production.

To further determine the potential connections between mTOR and NPY, we searched JASPAR data sets (http://jaspar.genereg.net) to identify potential binding motifs for transcriptional factors upstream of the *Npy* gene. We found several putative binding sites for Jun, cAMP-response element binding protein (CREB), and signal transducer and activator of transcription 3 (STAT3). Of note, 4 predicted binding sites of STAT3 were present in the *Npy* gene (Supplemental Table 2).

Previous studies indicate that the promoter regions of *Npy* and *Nts* genes harbor STAT3-binding site–like elements and that the dominant-negative expression of STAT3 attenuated leptin-induced *Npy* and *Nts* expression in the hypothalamus (32, 33). Moreover, nerve injury induced STAT3 phosphorylation in DRG neurons (34). Intriguingly, activated mTOR has been shown to phosphorylate STAT3 to promote its nuclear entry and downstream gene transcription (17). We, therefore, hypothesized that injury-activated mTOR may phosphorylate STAT3 to promote its nuclear entry and induce NPY transcription. To test this, we performed triple staining of NPY, p-S6, and p-STAT3, and we found that the majority of NPY^+^ neurons were also positive for both p-S6 and p-STAT3 (Figure 6M and Supplemental Figure 7F). Importantly, mTOR ablation significantly blocked the nerve injury–increased STAT3 phosphorylation and its localization in the nucleus, along with reduced NPY induction (Figure 6, I and J). Furthermore, administration of C188-9, a STAT3 inhibitor, reduced NPY induction after SNI (Figure 6, K and L), suggesting a correlation between STAT3 and NPY induction. Together, these data demonstrate that mTOR promotes NPY elevation via STAT3 phosphorylation in injured DRG neurons.

### Nerve injury–induced NPY enhances nociceptor excitability.

NPY has been shown to increase the excitability of DRG neurons (35). To examine whether mTOR-promoted NPY induction enhances the excitability of nociceptors, we carried out electrophysiological recording of small-sized nociceptors at 7 days after SNI. As expected, nociceptors from *Mtor^fl/fl^* mice displayed an increased number of APs and lower rheobase 7 days after SNI (Figure 7). By contrast, the number of spikes was significantly reduced in mTOR-deficient neurons. However, incubation of NPY with mTOR-deficient neurons significantly restored the number of APs and reduced the rheobase, suggesting that loss of NPY contributed to the reduced nociceptor excitability in the absence of mTOR.

Studies have demonstrated that different NPY receptor agonists elicit different responses of DRG neurons (35–37). For example, Y2R agonists increased neuronal excitability of small DRG neurons, whereas Y1R agonists barely showed any effects (35). We verified the distinct expression patterns of NPY and Y2R in DRG neurons by immunofluorescence analysis (Supplemental Figure 8A). RNA-Seq data demonstrate that *Npy2r* in DRGs was modestly increased at day 7 after SNI but decreased after *Mtor* deletion (Supplemental Figure 8B). By contrast, *Npy1r* showed no significant changes after SNI or upon mTOR ablation. 

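*Npy2r*, which encodes the Y2 receptor of neuropeptide Y (gene ID 18167; chromosome 3 of GRCm38, 82538383 to 82548084), rose in *Mtor fl/fl* DRGs from 7.28 ± 1.54 FPKM at baseline (SD, n = 4) to 10.5 ± 0.798 FPKM at day 7 (SD, n = 5), a log2 fold change of 0.54 (approximate standard error 0.15, edgeR adjusted p = 0.0380). At day 7 it was at 7.16 ± 1.25 FPKM in *Mtor-cKO Adv* DRGs (SD, n = 4), lower than in *Mtor fl/fl* DRGs by a log2 fold change of -0.57 (approximate standard error 0.15, edgeR adjusted p = 0.0104). Every *Mtor-cKO Adv* library (5.64 to 8.49 FPKM) lay below every *Mtor fl/fl* library (9.13 to 11.2 FPKM) at day 7. The day 7 difference of *Npy2r* did not pass with 3 (-0.48, edgeR adjusted p = 0.0650) or 2 (-0.48, edgeR adjusted p = 0.0510) libraries highest in skeletal muscle transcripts removed, settings added after the data had been seen. Before injury, *Npy2r* was at 7.53 ± 0.655 FPKM in *Mtor-cKO Adv* DRGs, with a log2 fold change of 0.07 (approximate standard error 0.16, edgeR adjusted p = 0.826), and within *Mtor-cKO Adv* mice its log2 fold change after injury was -0.10 (approximate standard error 0.16, edgeR adjusted p = 0.717). The interaction between injury and genotype was -0.64 (approximate standard error 0.22, edgeR adjusted p = 0.227) on the log2 scale and did not pass. The rise of *Npy2r* in *Mtor fl/fl* DRGs passed in 17 of 28 settings, with an adjusted p (edgeR or DESeq2) from 0.00124 to 0.143. It did not pass without *Mtor fl/fl* baseline replicate 1 (0.119), 3 (0.101) or 4 (0.099), without *Mtor fl/fl* day 7 replicate 1 (0.0729), 2 (0.0651), 3 (0.0886) or 4 (0.0777), without *Mtor-cKO Adv* baseline replicate 3 (0.0519), with no filter (0.0507), with only the 2 groups compared (0.143) or with the 3 libraries highest in muscle transcripts removed (0.0600).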

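*Npy1r*, which encodes the Y1 receptor of neuropeptide Y (gene ID 18166; chromosome 8 of GRCm38, 66697192 to 66706792), was at 13.8 ± 1.52 FPKM at baseline (SD, n = 4) and 16.8 ± 1.2 FPKM at day 7 (SD, n = 5) in *Mtor fl/fl* DRGs, a log2 fold change of 0.27 (approximate standard error 0.10, edgeR adjusted p = 0.129). In *Mtor-cKO Adv* DRGs it was at 18.2 ± 1.61 FPKM at baseline and 18.6 ± 1.61 FPKM at day 7 (SD, n = 4 each), a log2 fold change of -0.00 (edgeR adjusted p = 0.989). Between the genotypes, the log2 fold change was 0.12 (approximate standard error 0.100, edgeR adjusted p = 0.418) at day 7 and 0.39 (approximate standard error 0.11, edgeR adjusted p = 0.0191) at baseline, where every *Mtor-cKO Adv* library (16.94 to 20.45 FPKM) lay above every *Mtor fl/fl* library (12.17 to 15.68 FPKM). The change of *Npy1r* after injury in *Mtor fl/fl* mice passed without *Mtor fl/fl* baseline replicate 1 (0.37 on the log2 scale, edgeR adjusted p = 0.0335, in a range of 0.0335 to 0.335). The baseline difference of *Npy1r* did not pass without *Mtor fl/fl* baseline replicate 3 (edgeR adjusted p = 0.061) or 4 (0.0569) without *Mtor-cKO Adv* baseline replicate 4 (0.057), with only the 2 groups compared (0.0865) or with 3 libraries highest in skeletal muscle transcripts removed (0.0768), in a range of 0.00463 to 0.0865.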

To determine which receptor mediates NPY-elicited excitatory effects, we separately blocked Y1R or Y2R; we found that blocking Y2R, but not Y1R, substantially inhibited firing of DRG neurons after SNI, without affecting the rheobase, membrane capacitance, or rest potential membrane (RMP) (Supplemental Figure 8, C–H), suggesting that Y2R contributed to the increased excitability of DRG neurons after nerve injury. Moreover, blocking Y2R also prevented NPY replenishment–induced AP increase in DRG neurons, suggesting that NPY elevates neuronal excitation primarily through Y2R in DRG (Figure 7, A–C).

### Peripheral NPY replenishment reverses analgesic effects of Mtor ablation through Y2R.

NPY has been shown to elicit biphasic effects in pain processing by binding to different receptors in DRG or spinal neurons (38). Given that mTOR ablation simultaneously alleviated acute pain and suppressed NPY induction, we tested whether mTOR inactivation alleviated pain via the loss of NPY. As documented before (13, 39), we first administered a small dose of NPY (0.2 nmol) into the hind paw of WT mice and observed prominent mechanical allodynia and heat hyperalgesia approximately 30 minutes after injection, supporting the pronociceptive effects of peripheral NPY administration (Figure 8, A–C). NPY injection into the *Mtor-cKO^Adv^* mice also induced robust mechanical allodynia and, to a lesser extent, heat hyperalgesia (Figure 8, D–F). Antagonizing Y2R, instead of Y1R, substantially reduced exogenous NPY-induced mechanical allodynia (Figure 8E), further supporting the role of Y2R in mediating NPY-elicited pronociceptive effects. Moreover, blocking Y2R directly inhibited pain after SNI in WT mice (Supplemental Figure 9, A and B). Collectively, our data demonstrate that mTOR-induced NPY production in DRG neurons is essential for the development of neuropathic pain via Y2R-mediated signaling.

## Discussion

Neuropathic pain is a maladaptive response of the nociceptive pathway to nerve injury. Both peripheral and central sensitization have been shown to contribute to the persistent pain (40). Peripheral nociceptor sensitization is a key trigger in neuropathic pain, since inhibiting nociceptor activity by anesthetics effectively blocks pain (40). In this study, we uncover a previously unrecognized mechanism, by which injury-induced mTOR activation drives NPY synthesis via STAT3 to enhance nociceptor excitability and promotes pain development through Y2R. Considering the distinct distribution patterns of NPY and Y2R in large mechanoreceptors and small nociceptors, mTOR-driven pain may involve intraganglionic communications between NPY-expressing mechanoreceptors and Y2R-expressing nociceptors (38).

Basal levels of mTOR activity are present in a small subset of large myelinated sensory neurons in naive mice (22, 41, 42). In the present study, we observed that increased mTOR activation predominantly occurred in large sensory neurons and spinal microglia after nerve injury. We further showed that selective ablation of mTOR in primary sensory neurons robustly prevented the early onset of nerve injury–triggered hypersensitivity for at least 2 weeks. This was in line with the temporal activation of mTOR and expression of downstream effectors in DRG neurons after nerve injury. Notably, activation of mTOR in spinal neurons remained unchanged in the current study after SNI. However, these neurons may still be able to transmit pain-related signals to the upper brain regions to mediate neuropathic pain, since blocking mTOR activities in the spinal cord, without affecting DRG, had been shown to reduce nerve–injury induced pain hypersensitivity (23). Specific ablation of mTOR in SDH neurons would be helpful to further address their function in neuropathic pain. In addition, since mTOR includes both mTOCR1 (regulatory-associated protein of mTOR, Raptor) and mTORC2 (rapamycin-insensitive companion of mTOR, Rictor), selective ablation of Raptor or Rictor in DRG neurons is needed to further distinguish their roles in neuropathic pain (43).

Nerve injury–induced de novo synthesis of a large number of molecules are implicated in the hypersensitive nociception (44–47). For example, injury-induced CSF1 in DRG neurons, a cytokine required for microglial and macrophage expansion, has recently been shown to contribute to pain hypersensitivity (29, 48). Removal of the eukaryotic initiation factor 4E-binding protein 1 (4E-BP1), a negative regulator of protein translation downstream of mTOR, induced pain hypersensitivity through enhanced translation of neuroligin 1 even in the absence of nerve injury, further stressing the importance of mTOR-mediated protein synthesis in pain hypersensitivity (49–51). Our findings that mTOR was required for nerve injury–induced NPY and NTS expression, but not ATF3, demonstrate particular links between mTOR activation and neuropeptide production. It should be noted that, although mTOR activation lasted for less than 2 weeks after nerve injury, it can trigger long-term effects by upregulating downstream molecules, such as NPY and NTS. Consistent with our data, single-cell RNA-Seq (scRNA-Seq) also detected *Npy* upregulation after peripheral nerve injury, particularly in NF1/2 subtype (A-LTMR) DRG neurons (46, 47). However, different from ours and others studies (8, 52, 53), scRNA-Seq revealed no elevation of *Npy1r* or *Npy2r* after injury (46), and this may be related to the relatively low sensitivity and unreliable detection for low-abundance transcripts by scRNA-Seq (54, 55). Moreover, scRNA-Seq shows that *Npy2r* was present in somatostatin (SST) neurons that also expressed the transient receptor potential vanilloid 1 (TRPV1), a heat sensitive channel (56, 57). It would be interesting to study whether Y2R couples with TRPV1 to promote thermal pain.

There have been efforts trying to identify molecular mechanisms underlying NPY induction. For example, nerve growth factor (NGF) appeared to increase NPY expression through an NGF-responsive element on *Npy* promoter in PC12 cells (58), whereas p-CREB–bound small heterodimer partner–interacting leucine zipper protein (SMILE) may act on *Npy* promoters to inhibit NPY expression in the hypothalamus (59). Interestingly, rapamycin treatments inhibited NPY expression in the arcuate nucleus of the hypothalamus, suggesting the involvement of mTOR in regulating NPY expression (60, 61). However, mechanisms underlying NPY induction in the injured DRG neurons remain largely unknown. Intriguingly, as a serine/threonine kinase that is primarily engaged in translational control, mTOR is unlikely to directly promote *Npy* or *Nts* transcription. In the search for potential mTOR-regulated transcriptional factors upstream of *Npy* or *Nts* genes, we observed suppressed phosphorylation of STAT3, but not c-Jun or CREB (data not shown), in DRG neurons after mTOR deletion (despite the presence of putative binding sites for all 3 transcriptional factors in the promoter region of *Npy* gene). By inhibiting STAT3 activity, we also observed reduced NPY production, suggesting that activated mTOR induced *Npy* transcription by phosphorylating STAT3, at least partially. While previous studies primarily suggest that mTOR contributes to pain sensitivity through translational control (3, 49), our study demonstrates a nontranslational mechanism of mTOR involving STAT3-NPY production in pain regulation.

NPY has been shown to elicit both antinociceptive and pronociceptive effects, depending on the subtypes of its receptors in the CNS and peripheral nervous system (38, 62). The selective induction of NPY in injured large sensory neurons suggests a peripheral effect of NPY-Y2R signaling in pain. In contrast to previous studies showing that NPY triggered analgesia by inhibiting superficial SDH interneurons through Y1R (11, 63, 64), we observed that peripheral administration of NPY promoted pain via Y2R. Previous studies show that over 40% of Y2R was expressed in CGRP neurons, and some CGRP neurons belonged to the lightly myelinated Aδ-high threshold mechanonociceptors (HTMRs) responsive to mechanical stimuli (65). Other than HTMRs, Y2R was also found in type A mechanonociceptors (AMs) responsive to nociception (14, 66). Replenishing NPY enhanced nociceptor excitability, while peripherally blocking Y2R prevented these effects, suggesting that mTOR drives NPY production to enhance nociceptor excitability through Y2R. Consistent with our observations, a previous study shows that the Y1R agonist had no effect on small DRG neurons, whereas Y2R agonist enhanced neuronal excitability (35). A possible explanation is that Y2R may attenuate calcium-sensitive potassium-conductance to induce nociceptor depolarization and excitability (35, 37). A limitation of the current study lies in the inability to directly measure NPY release from DRG, owing to the selective elevation of NPY in a particular subset of neurons. Further studies are needed to monitor NPY release and its interaction with Y2R using potentially novel fluorescent sensors (67) and to test the role of Y2R in neuropathic pain by selectively ablating Y2R in DRG neurons.

Microglia activation in SDH has been shown to contribute to neuropathic pain (68). Moreover, mTOR-mediated metabolic reprogramming was required for induction of inflammatory factors and cytokines in microglia (69), and this indicated that mTOR activation in microglia may be involved in neuropathic pain. We found that *Mtor* deletion in microglia reduced microgliosis; however, it did not have significant effects on neuropathic pain. This is likely due to the fact that mTOR was activated in less than 50% of microglia in the SDH and that mTOR ablation partially reduced microgliosis, which might not be sufficient enough to inhibit pain development. Consistent with this notion, removal of microglia only ameliorated mechanical allodynia during the first 3 days after nerve injury, whereas removal of both microglia and peripheral monocytes/macrophage prevented neuropathic pain development (30).

In summary, we demonstrate that nerve injury–induced aberrant mTOR activation in sensory neurons promotes pain development. While mTOR has been shown to affect the expression or function of hundreds of molecules, the present study links mTOR to NPY signaling in sensitizing nociceptive pathway to drive neuropathic pain. Since mTOR inhibitors are in clinical use and Y2R receptor antagonists are readily available, our findings also provide potentially new perspectives for clinically treating neuropathic pain by peripherally modulating mTOR and NPY-Y2R signaling.

## Methods

### Animals

Adult mice (8–12 weeks) of both sexes were used for biochemical and behavioral tests, and young mice (4–6 weeks) for whole-cell patch clamp recording. C57BL/6J mice were purchased from Shanghai Slac Laboratory Animal Corporation. *Cx3cr1^EGFP/+^*, *Cx3cr1^creER/+^*, *Mtor^fl/fl^*, and *Advillin^cre^* (*Adv^cre^*) mice with C57BL/6J background were purchased from The Jackson Laboratory. *Cx3cr1^EGFP/+^* mice harbor *Egfp* gene under the control of the endogenous *Cx3cr1* locus in mononuclear phagocyte system, including microglia and monocytes. *Cx3cr1^creER/+^* mice contain tamoxifen-inducible Cre recombinase elements under the direction of the *Cx3cr1* promoter. *Adv^cre^* mice displayed almost exclusive Cre-mediated recombination in all peripheral sensory neurons (70). All animals were housed under a 12-hour light/dark cycle with food and water available. To selectively KO the *Mtor* gene in microglia, mice bearing the floxed allele of the *Mtor* gene (*Mtor^fl/fl^*) were crossed with *Cx3cr1^creER/+^* mice. *Cx3cr1^creER/+^::Mtor^fl/fl^* mice received 2 doses of 10 mg tamoxifen citrate (TAM, Meilun Bio) or vehicle in 48-hour intervals. TAM induced the expression of Cre recombinase in both resident microglia and peripheral monocytes. Since monocytes have a rapid turnover rate, Cre expression is eliminated in peripheral monocytes but is maintained in resident microglia 4–6 weeks after TAM induction (71), thus allowing selective deletion of *Mtor* in microglia (*Mtor-cKO^MG^*) but not in monocytes. Control mice were *Cx3cr1^creER/+^::Mtor^fl/fl^* littermates without TAM induction and *Cx3cr1^creER/+^* mice with TAM induction. For selective ablation of *Mtor* in DRG sensory neurons, *Mtor^fl/fl^* mice were crossed with *Adv^cre^* mice to obtain the *Mtor-cKO^Adv^* mice. *Mtor-cKO^Adv^* mice enabled *Mtor* deletion in DRG neurons but leave spinal cord unaffected. Control mice were *Mtor^fl/fl^* littermates without Cre promotor.

### Antibodies and reagents

Rabbit anti–p-S6 ribosomal protein-Ser235/236 (anti–p-S6–Ser^235/236^, catalog 4858), rabbit anti–S6 ribosomal protein (catalog 2217), rabbit anti–p-STAT3–Ser^727^ (catalog 9134), and rabbit anti-NPY (catalog 11976) antibodies were all purchased from Cell Signaling Technology. Rabbit anti–NPY Y2 receptor (anti-Y2R, catalog RA14112) was purchased from Neuromics. Rat anti-BrdU (catalog ab6326), and goat anti-GFP (catalog ab5450) antibodies were obtained from Abcam. Mouse anti–β-actin (catalog A1978) and mouse anti-NF160/200 (catalog n2912) antibodies were obtained from Sigma-Aldrich. Mouse anti-GFAP (catalog 173011) antibody was purchased from Synaptic Systems (SYSY), and mouse anti-NeuN (catalog MAB377) antibody was from MilliporeSigma. Rabbit anti-Iba1 (catalog 019-19741) antibody was from Wako. Mouse anti–p-S6–Ser^235/236^ (catalog sc-293144), mouse anti-CGRP (catalog sc-57053), and mouse anti-ATF3 (catalog sc-81189) antibodies were from Santa Cruz Biotechnology Inc. The following secondary antibodies were used: Alexa Fluor 488 donkey anti-goat (Invitrogen, catalog A11055), Alexa Fluor 488 donkey anti-rabbit (Invitrogen, catalog A21206), Alexa Fluor 488 donkey anti-mouse (Invitrogen, catalog A21202), Alexa Fluor 555 donkey anti-mouse (Invitrogen, catalog A31570), Alexa Fluor 555 donkey anti-rabbit (Invitrogen, catalog A31572), and Cy3 donkey anti-rat (Jackson ImmunoResearch, catalog 712-165-153). IB4 (catalog I21412) was obtained from Invitrogen. BrdU (catalog 19-160) was obtained from Sigma-Aldrich. Rapamycin (catalog S1039) was purchased from SelleckChem. NPY (catalog 1153), scrambled NPY (catalog 3903), BIBO3304 trifluoroacetate (NPY Y1R antagonist, catalog 2412), BIIE0246 (NPY Y2R antagonist, catalog 1700), and BIIE0246 hydrochloride (catalog 7377) were purchased from Tocris.

### Cre-mediated recombination of the Mtorflox allele

Primers used for analyses of *Mtor* floxed alleles were as the following: *Mtor-P1* (5′-GCTCTTGAGGCAAATGCCACTATCACC-3′), *Mtor-P2* (5′-TCATTACCTTCTCATCAGCCAGCAGTT-3′), *Mtor-P3* (5′-TTCATTCCCTTGAAAGCCAGTCTCACC-3′). Primer pair P1/P2 was used for genotyping floxed mTOR alleles that generated a 480 bp DNA fragment in PCR (72). Upon Cre-mediated recombination, *P1/P3* pair produced a recombined *Mtor* gene fragment of 520 bp with excision of exons 1-5 (Supplemental Figure 4) (72).

### Neuropathic pain model

SNI models were used to induce neuropathic pain as previously described (73). Mice were anesthetized with sodium pentobarbital (100 mg/kg) i.p. The left hind limb was shaved, and the skin was disinfected with iodophor. After blunt separation of biceps femoris muscle, 3 distal branches of sciatic nerve were exposed, and tibia and common peroneal nerves were ligated with 5-0 silk sutures with care to avoid injury to the sural nerve. The ligated branches were then transected distal to the ligature, and a 2–3 mm distal nerve stump was removed. To minimize the number of animals used in the experiments, the right hindlimb was performed with a sham surgery after sciatic nerve exposure without nerve ligation and transection. After the surgery, the incision was closed using 5-0 silk sutures. Mice were allowed to wake up on a heating pad before being returned to their home cages. The injured side was then regarded as the ipsilateral side, and the uninjured was regarded as the contralateral one.

### Western blotting

Bilateral lumbar 4 and 5 (L4 and L5, respectively) DRGs and dorsal horns of L4 and L5 spinal cord were isolated at certain time points after SNI surgery, snap-frozen in liquid nitrogen, and stored at –80°C. Tissues were homogenized in RIPA lysis buffer (Beyotime) with protease inhibitor (catalog S8830, Sigma-Aldrich) and phosphatase inhibitor (catalog A32961, Thermo Fisher Scientific) using ultrasonic cell disruptor. The homogenates were centrifuged at 4°C for 30 minutes at 10,000*g*, and the supernatants were collected. Proteins were separated by 10% SDS-polyacrylamide gels and transferred to polyvinylidene difluoride membranes (MilliporeSigma), followed by blocking, primary antibodies, and horseradish peroxidase–conjugated (HRP-conjugated) secondary antibodies (1:10,000, Jackson ImmunoResearch) incubation. The proteins were detected using enhanced chemiluminescence (ECL) regents (Amersham Pharmacia Biotech).

### Immunofluorescence analysis

After deeply anesthetized with sodium pentobarbital, mice were perfused with saline and subsequently 4% paraformaldehyde (PFA, Sigma-Aldrich). The spinal cord and L4 and L5 DRGs were dissected, postfixed in 4% PFA, and transferred to 30% sucrose in 0.1 M phosphate buffer (pH 7.2) for 2 days. Samples were embedded in OCT (SAKURA Tissue-Tek), and transverse sections were cut using freezing microtome (Leica Biosystems) at a thickness of 15 μm. To label IB4^+^ neurons in DRGs, slices were blocked with 10% (wt/vol) normal BSA for 1 hour at room temperature, and they were incubated with 1 μg/mL IB4 diluted in PBS at room temperature for 2 hours. Sections were washed with Tris buffered saline (TBS) and then incubated with anti–p-S6 (1:1,000) antibody. For staining with other antibodies (see “Antibodies and Reagents”), sections were antigen-retrieved in citrate buffer (10 mM sodium citrate, 0.05% Tween-20, pH 6.0) or Tris-EDTA (10 mM Tris, 1 mM EDTA, 0.05% Tween-20, pH 9.0) as appropriate at 95°C for 20 minutes and permeabilized with 0.5% Triton X-100 for 10 minutes at room temperature. After blocked with 10% (wt/vol) BSA, sections were incubated overnight at 4°C with following primary antibodies: rabbit anti–p-S6 (1:1,000), mouse anti–p-S6 (1:2,000–1:4,000), mouse anti-NeuN (1:1,000), mouse anti-NF160/200 (1:2,000), mouse anti-CGRP (1:1,000), rat anti-BrdU (1:800), goat anti-GFP (1:1,000), rabbit anti-Iba1 (1:800), rabbit anti-NPY (1:1,000), mouse anti-GFAP (1:800), mouse anti-ATF3 (1:200), and rabbit anti–p-STAT3 (Ser727) (1:500). Sections were then washed in TBS with 0.5% tween (TBS-T) and incubated with appropriate secondary antibodies (1:1,000) for 1.5 hours at room temperature. For NPY and Y2R staining, since both anti-NPY and Y2R antibodies were raised in rabbits, the multiple fluorescent immunohistochemical staining kit (catalog abs50012, Absin) was used following the manufacturer instructions. The specificity of the staining using this kit was first validated by double staining of rabbit anti-NPY and Iba1 antibodies that showed no overlaps. Following the anti-NPY incubation, rabbit horseradish peroxidase–conjugated (HRP-conjugated) secondary antibody (1:1,000) was applied and incubated for 1.5 hours. Sections were than washed in TBS-T and incubated with Tyramide Signal Amplification (TSA) reagent for 10 minutes. Antibody eluent (catalog abs994, Absin) was used to wash out anti-NPY and HRP-conjugated antibodies. After washing, sections were incubated with anti-Y2R antibody (1:500) and followed by incubation with appropriate secondary antibodies (1:1,000) according to species of the first antibody. DAPI (Beyotime) was used to label cell nuclei in tissue sections. The immunofluorescence images were captured by FV-1200 confocal microscope (Olympus). The density and percentage of positive cells in SDH and DRGs were counted and calculated using 3 sections from each animal. Mean intensity of interested regions were evaluated using ImageJ software (NIH). Relative mean intensity of p-STAT3 staining in the cell nuclei was calculated as mean intensity in the nucleus subtracted that in the cytoplasm.

### Drug administration

BrdU was used to label proliferating cells in the spinal cord after the SNI surgery. The BrdU labeling procedure was carried out as described before (74), with 2 i.p. injections (100 mg/kg) daily 1 day before the surgery until 7 days after surgery. For i.p. treatment of rapamycin, mice were administrated with rapamycin (5 mg/kg) or vehicle daily 1 day before SNI until 7 days after surgery. For local intraplantar (i.pl.) injection, drugs (0.2 nmol NPY, 0.2 nmol scrambled NPY, 5 nmol BIBO3304 trifluoroacetate, or 50 nmol BIIE0246) in 20 μL saline were injected using a syringe with a 30 gauge needle. Dosages of NPY and its antagonists were referred to the previous studies (12, 13). NPY receptor antagonists were injected 1 hour before NPY injection. To assess the effects after i.pl. injection, behavioral tests were finished in 30–40 minutes after NPY or scrambled peptide injection. The von Frey and Hargreaves tests were used for an interval of at least 4 hours. For i.p. treatment of STAT3 inhibitor, mice were administrated with 5 mg/kg C188-9 (S8605, SelleckChem) or vehicle daily from 1 day before SNI to 3 days after SNI.

### RNA sequencing

Bilateral SNI were performed in *Mtor^fl/fl^* and *Mtor-cKO^Adv^* mice to minimize the animals used in the experiment. In total, 4 lumber DRGs (bilateral L4 and L5 DRGs) were collected from each mouse before or 7 days after SNI. RNAs were isolated using RNeasy micro kit (catalog 74004, QIAGEN) according to the manufacturer’s instructions. RNA-Seq libraries were constructed and sequenced by BGISEQ-500 (BGI). After quality control, the raw RNA-Seq data were filtered to obtain the clean data used for alignment to the mouse genome (Mus musculus GRCm38.p5, NCBI). Based on these read counts, normalization and assessment of differential gene expression were performed using DESeq2 on *R* (version 3.5.3). Genes with fragments per kilobase million lower than 1 (FPKM < 1) in all groups were excluded from the subsequent analyses. Statistical significance of differentially expressed genes (DEGs) was calculated based on the raw counts of individual genes, with an absolute fold change greater than 2 and adjusted *P* value (equivalent to *q* value) less than 0.05.

Volcano plots and heatmaps were visualized by R (the ggplot2 and gplots packages, respectively). GO enrichment in the molecular function category was visualized by R (bioconductor package “org.Hs.eg.db” and “cluster profiler” package).

### qPCR

Total RNA from DRGs was extracted using RNeasy micro kit and reverse transcribed using PrimeScript RT Reagent Kit (catalog RR037A, TaKaRa). Real-time PCR was performed using the SYBR Premix Ex Taq (catalog DRR041A, Takara) on a LightCycler 480 Instrument II Real-Time PCR Detection System (Roche). Primer sequences are provided in Supplemental Table 1. The relative expression was measured using the 2^−ΔΔCt^ method. Briefly, the Ct values of target genes were determined automatically by LightCycler 480 II software. ΔCt = Ct_(Target_ _genes)_ – Ct_β-actin_. ΔΔCt = ΔCt_(Target_ _genes)_ − ΔCt_(average_ _ΔCt_ _of control)_. Relative fold changes were determined by 2^−ΔΔCt^ and normalized to the expression levels of *Actin* (75).

### Whole-cell patch clamp recording

Mice were anesthetized with sodium pentobarbital before being sterilized with 75% alcohol. L4 and L5 DRGs were carefully collected on ice and digested with collagenase IV (0.2 mg/mL, catalog LS004188, Worthington Biochemical) and dispase-II (3 mg/mL, catalog D4693, Sigma-Aldrich) for 60 minutes at 37°C. The cell suspension was centrifuged at 500*g* for 10 minutes through a cushion of 15% BSA (catalog A9205, Sigma-Aldrich) in order to eliminate most of the cellular debris. The cell pellet was resuspended in Neurobasal medium (catalog 21103049, Thermo Fisher Scientific) with B27 (catalog 17504-044, Invitrogen, Thermo Fisher Scientific) and NGF supplement (50 ng/mL, catalog 13257-019, Gibco, Thermo Fisher Scientific), seeded onto glass coverslips coated with poly-D-lysine (catalog P7280, Sigma-Aldrich), and cultured in 5% CO_2_ incubator at 37°C for at least 2 hours before recording. For drug treatment, cultured DRG neurons were incubated with 300 nM NPY for 30 minutes before recording. To antagonize Y1R or Y2R, BIBO3304 trifluoroacetate (BIBO3304, 1 μM) or BIIE0246 hydrochloride (1 μM) was replenished, respectively, into medium 30 minutes before NPY addition.

Whole-cell patch clamp recordings were carried out at room temperature using a Multiclamp 700B amplifier (Molecular Devices). Small DRG neurons (< 20 μm and membrane capacitance < 70 pF) with healthy appearance (rounded smooth edges and no apparent nucleus) were selected for further recording. After gigaohm (GΩ) seal and membrane ruptured, the RMP was monitored until it is stabilized. The neurons with resting potential more positive than –40 mV were discarded. APs were evoked by current injection steps. The resistances of borosilicate glass electrodes were measured ranging from 3 to 5 MΩ. The intracellular pipette solution contained (in mM) 135 K-gluconate, 6 NaCl, 10 HEPES, 0.5 EGTA, 10 Na_2_-phosphocreatine, 4 Mg-ATP, and 0.3 Na_2_-GTP and was adjusted to pH 7.2 using KOH. The extracellular solution was composed of (in mM) 150 NaCl, 5 KCl, 2.5 CaCl_2_, 1 MgCl_2_, 10 HEPES, and 10 glucose and was adjusted to pH 7.4 by NaOH. AP firing and RMP were recorded from small-diameter neurons. Data were collected from neurons with stable RMP more negative than –40 mV. APs were evoked by current injection steps. Data were digitized with Digidata 1440A (Molecular Devices) and analyzed by *pClamp* software (Version 10.6, Molecular Devices).

### Behavioral tests

The following behavioral tests were conducted in a blinded manner and during daytime (light cycle). For all experiments, experimenters were blinded to genotypes or experimental manipulation. All the apparatuses and cages were sequentially wiped with 70% ethanol and ddH_2_O; they were then air-dried between stages.

#### von Frey tests.

von Frey tests were used to evaluate 50% paw withdrawal threshold (50% PWT) during the light cycle. In brief, individual mice were habituated in an opaque plexiglas chamber on a wire mesh platform for 30 minutes prior to testing. Testing was performed using a set of von Frey filaments (0.008–2 g, North Coast Medical). Each filament was applied to the lateral part of plantar surface of the mouse hind paw vertically for up to 3 seconds from the bottom. Positive response was determined as a sharp withdrawal, shaking, or licking of the limb. The 50% PWT was determined by the up-down method (76).

#### Hargreaves tests.

Thermal sensitivity was examined using Hargreaves radiant heat apparatus (IITC Life Science). The basal paw withdrawal latency was adjusted to 9–12 seconds, with a cutoff of 20 seconds to avoid tissue damage.

#### Hot plate tests.

Mice were placed on the hot plate (IITC Life Science) at 50°C, 52°C, or 56°C, and the reaction time was scored when the animal began to exhibit signs of pain avoidance such as jumping or paw licking. Animals that did not respond to the noxious heat stimulus after 40 seconds were removed from the plate.

#### Acetone tests.

For cold allodynia assay, a 20 μL drop of acetone was gently applied to the hind paw surface using a syringe fitted with a blunted needle. Researches avoided mechanical stimulation of the paw with the syringe during application. The total duration of paw withdrawal, defined as the total time of flinching, licking, or biting of the limb, was recorded with a maximum cutoff time of 60 seconds.

#### Rotarod tests.

A rotarod system (Panlab, Spain) was used to assess motor function. Mice were tested in 3 separated trials with a 10-minute interval. During the tests, the speed of rotation was accelerated from 4 to 40 rpm over a 5-minute period. The falling latency was recorded.

#### Open field tests.

Mice were placed in the middle of a novel open field arena (45 cm length × 45 cm width × 30 cm height) under normal light conditions. Using ANY-maze software (Stoelting), the distance the animal walked in 10 minutes was recorded.

#### CPA tests.

CPA experiments were conducted in a 2-chamber device (50 × 25 cm) at day 15 after SNI. The CPA protocol included preconditioning (baseline), conditioning, and postconditioning phases (10 min during each phase). Animals spending > 500 seconds or < 100 seconds of the total time in either chamber in the preconditioning phase were eliminated from further analysis. Immediately following the preconditioning phase, the mice underwent conditioning for 10 minutes. During conditioning, 1 of the 2 chambers was paired with the mechanical stimuli. The mechanical stimulus was repeated every 10 seconds with a 0.16 g von Frey filament on the left hind paw when the mouse entered into the condition chamber. During the postconditioning phase, the animals did not receive any stimuli and had free access to both compartments for a total of 10 minutes. Animal movements in each of the chambers were recorded, and the time spent in both chambers was analyzed using ANY-maze software. Difference scores were defined as postconditioning time subtracted from preconditioning time spent in the stimuli-paired chamber.

### Prediction of transcriptional factors of *Npy*

The JASPAR database was employed to predict the potential binding targets of *Npy* gene. First, the sequence extending from 2,000 bp upstream to 100 bp downstream of the transcription start site of the *Npy* gene was downloaded from the NCBI database (https://www.ncbi.nlm.nih.gov/). Thereafter, this sequence was compared with the transcriptional factors in the JASPAR database with a relative profile score threshold of 80%.

### Data availability

Sequencing data have been deposited in GEO under accession code GSE184014, which includes all data generated or analyzed during this study.

### Statistics

Statistical analyses were performed using GraphPad Prism (Version 8.0.1). Quantitative measurements are presented as mean ± SEM. Measurements that lie outside 2 SD were excluded. Statistical differences in comparison with the control group were analyzed using 2-tailed paired or unpaired *t* tests as appropriate. One-way (for multiple comparisons) or 2-way ANOVA (for multiple time points) with Bonferroni’s post hoc tests were used for experiments with more than 2 groups. Spearman correlation analysis was performed to show correlations between *Npy* transcripts and behavior measurements. Significance was considered with *P* < 0.05. Regarding replication, every mouse represents a replicate, and the number of replicates and additional information on statistics (sample sizes, tests, and *P* values) are mentioned for each experiment in the figure legend.

### Study approval

All experiments were conducted in the Zhejiang University School of Medicine. The study protocol and the use and care of animals were reviewed and approved by The Tab of Animal Experimental Ethical Inspection of the First Affiliated Hospital, College of Medicine, Zhejiang University (no. 2017054).

## Author contributions

ZG, LC, YH, YW, and SW designed experiments and wrote the manuscript. LC, YH, SW, KC, WM, and WS performed experiments and analyzed the data. ZG, LC, YH, YW, SD, YJG, LHZ, ZZX, and HM modified the paper. ZG and YW supervised the project.

## Supplementary Material

Supplemental data

Supplemental table 3

## Figures and Tables

**Figure 1:**
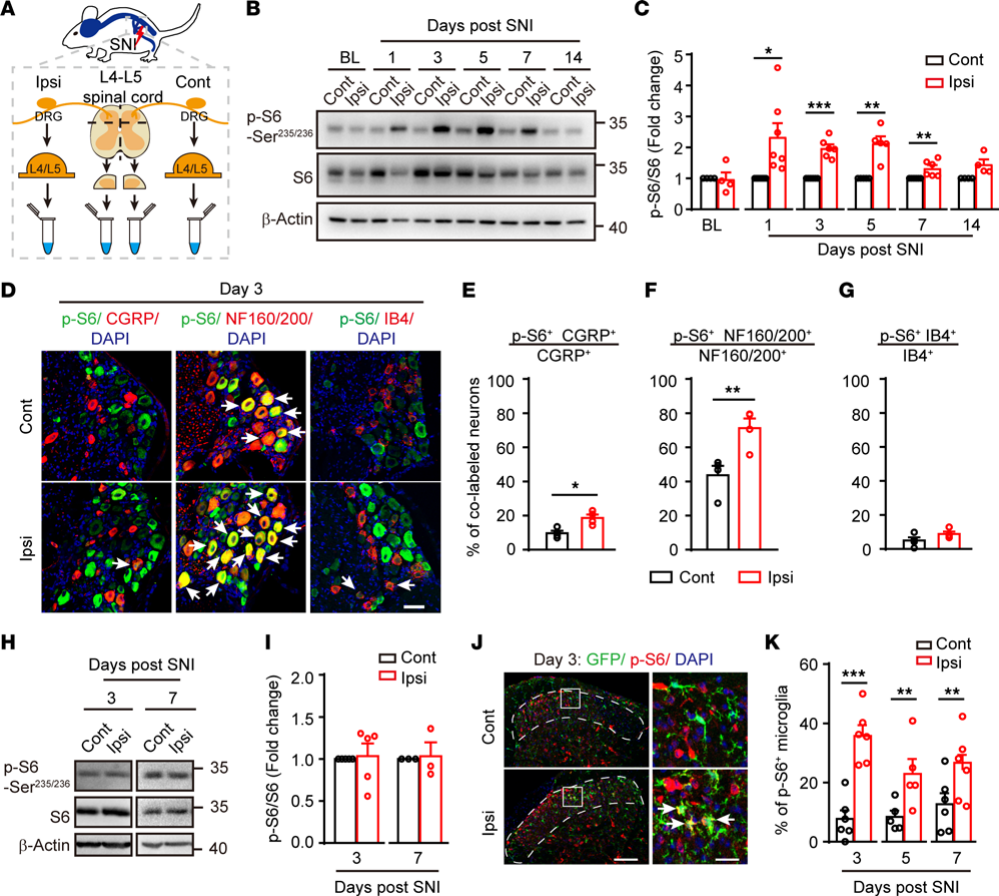
Activation of the mTOR in subsets of DRG neurons and SDH microglia after spared nerve injury (SNI). (**A**) A schematic diagram depicting the isolation of DRGs and SDH. (**B**) Representative blots indicating the upregulated p-S6 levels in the ipsilateral DRG after SNI at indicated time points. (**C**) Quantification of p-S6/S6 in the ipsilateral DRG at indicated time points after SNI (*n* = 4–7 mice per time point). (**D**) Coimmunostaining p-S6 with CGRP, NF160/200, or IB4 in DRGs after SNI (arrows indicating colabeled neurons). Scale bar: 50 μm. (**E**–**G**) Quantification of p-S6^+^ neurons in different subpopulations of DRG neurons: CGRP (**E**), NF160/200 (**F**), and IB4 (**G**) (*n* = 4 mice). (**H**) Representative blots of p-S6 and S6 levels in SDH (L4 and L5) at days 3 and day 7 after SNI. (**I**) Quantification of p-S6/S6 in the ipsilateral and contralateral SDH (*n* = 5 and 3 for day 3 and day 7 after SNI, respectively). (**J**) Representative images of p-S6^+^ microglia (arrows) in the superficial contralateral and ipsilateral SDH (dotted lines) at indicated time points after SNI. Boxes show regions of higher magnification in the SDH. Scale bars: 100 and 20 μm for low- and high-magnification images, respectively. (**K**) Quantification of p-S6^+^ microglia in superficial SDH (*n* = 5–6 mice per time point). Data are shown as mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, 2-tailed paired Student’s *t* tests. BL, baseline; Ipsi, ipsilateral; Cont, contralateral; DRG: dorsal root ganglion; SDH, spinal dorsal horn.

**Figure 2:**
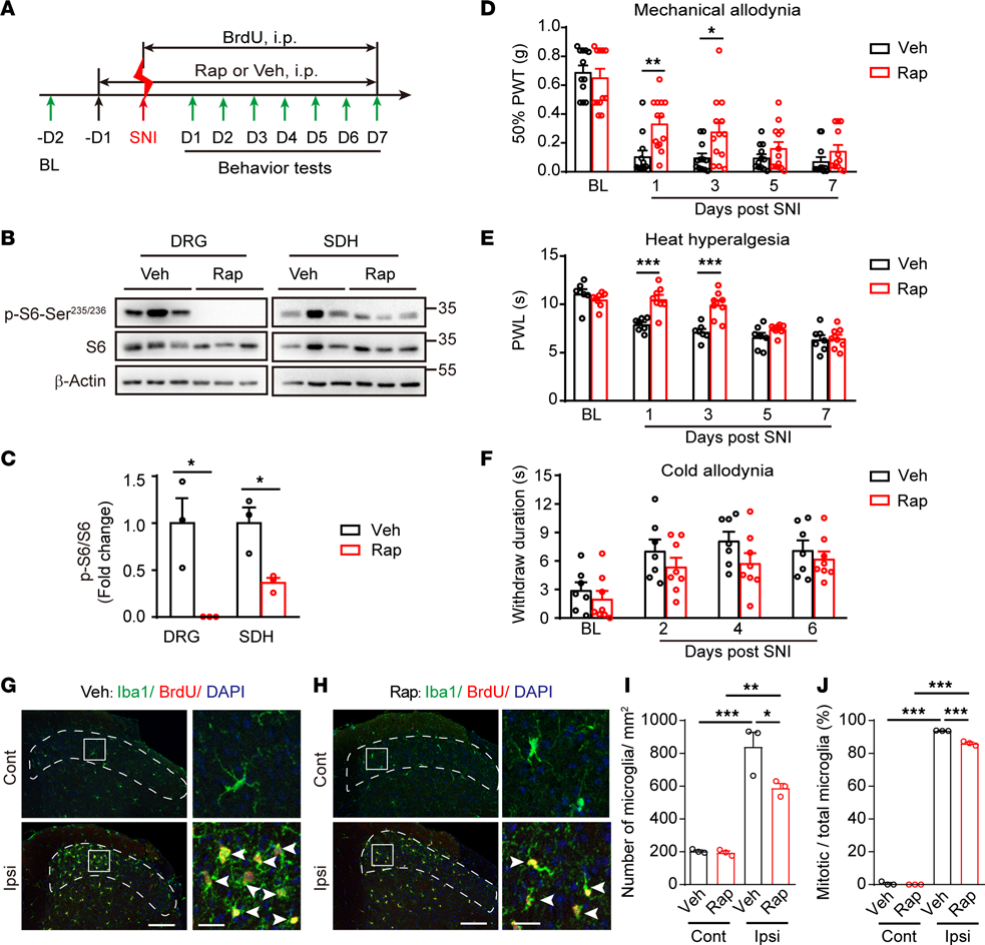
Rapamycin treatments inhibit mTOR activation and attenuate mechanical allodynia and heat hyperalgesia after SNI. (**A**) Experimental schedule for rapamycin or vehicle along with BrdU administration through intraperitoneal (i.p.) injection. (**B**) Representative blots indicating the decreased p-S6 levels in the ipsilateral DRG and SDH following 7-day continuous i.p. injection of rapamycin or vehicle in *Mtor^fl/fl^* mice after SNI. (**C**) Quantitation of p-S6/S6 in DRGs and SDH following rapamycin treatments (*n* = 3 mice per group). (**D**–**F**) Measurements of mechanical allodynia (*n* = 12–13 per group) (**D**), heat hyperalgesia (*n* =7–8 per group) (**E**), and cold allodynia (*n* = 7–8 per group) (**F**) with daily i.p. injection of rapamycin or vehicle after SNI. (**G** and **H**) Representative images of Iba1 and BrdU immunolabeling in superficial SDH (dotted regions) after treated with Veh (**G**) or rapamycin (**H**) at day 3 after SNI. Boxes show regions of higher magnification in SDH, while arrowheads indicate Iba1^+^ BrdU^+^ mitotic microglia. Scale bars: 100 and 20 μm for low- and high-magnification images, respectively. (**I** and **J**) Quantitative analysis of microglia per square millimeter (**I**) and the percentage of mitotic microglia in total microglia (**J**) in both contralateral and ipsilateral SDH at day 3 after SNI (*n* = 5–7 mice per group). Data are shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, using 2-way ANOVA followed by Bonferroni’s post hoc tests among group (**D**–**F**), 2-tailed unpaired Student’s *t* tests (**C**), or 1-way ANOVA followed by Bonferroni’s post hoc tests (**I** and **J**). Rap, rapamycin; Veh, vehicle; BL, baseline; D, day; SDH, spinal dorsal horn; PWT, paw withdraw threshold.

**Figure 3:**
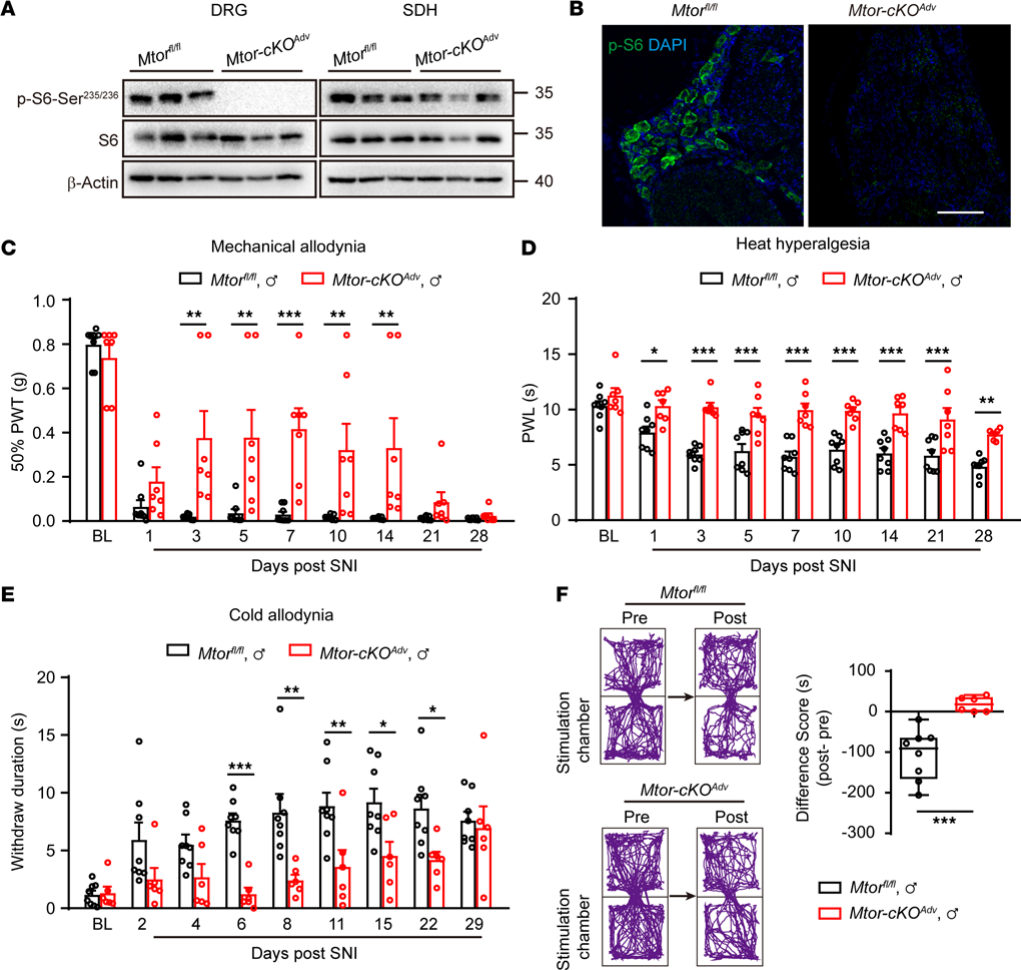
Ablation of *Mtor* in DRG neurons alleviates neuropathic pain. (**A**) Representative blots of p-S6 and S6 in the ipsilateral DRG and SDH from *Mtor^fl/fl^* and *Mtor-cKO^Adv^* mice at day 7 after SNI. (**B**) Representative images of p-S6 in the ipsilateral DRG at day 7 after SNI, indicating the ablation of mTOR in *Mtor-cKO^Adv^* mice rather than *Mtor^fl/fl^* mice after SNI. Scale bar: 100 μm. (**C**–**E**) Measurements of mechanical allodynia (**C**), heat hyperalgesia (**D**), and cold allodynia (**E**) in male *Mtor^fl/fl^* and *Mtor-cKO^Adv^* mice before and after SNI (*n* = 6–8 mice per group). (**F**) Track plots of animal movements at pre- and postconditioning phases with a 2-chamber conditioned place aversion (CPA) test (*n* = 6–8 mice per group) in male *Mtor^fl/fl^* and *Mtor-cKO^Adv^* mice at day 15 after SNI. Difference scores = postconditioning time – preconditioning time spent in the stimulation chamber. Data are shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, by 2-way ANOVA followed by Bonferroni’s post hoc tests among groups (**C**–**E**) or 2-tailed unpaired Student’s *t* tests (**F**). BL, baseline; PWT, paw withdraw threshold; PWL, paw withdraw latency.

**Figure 4:**
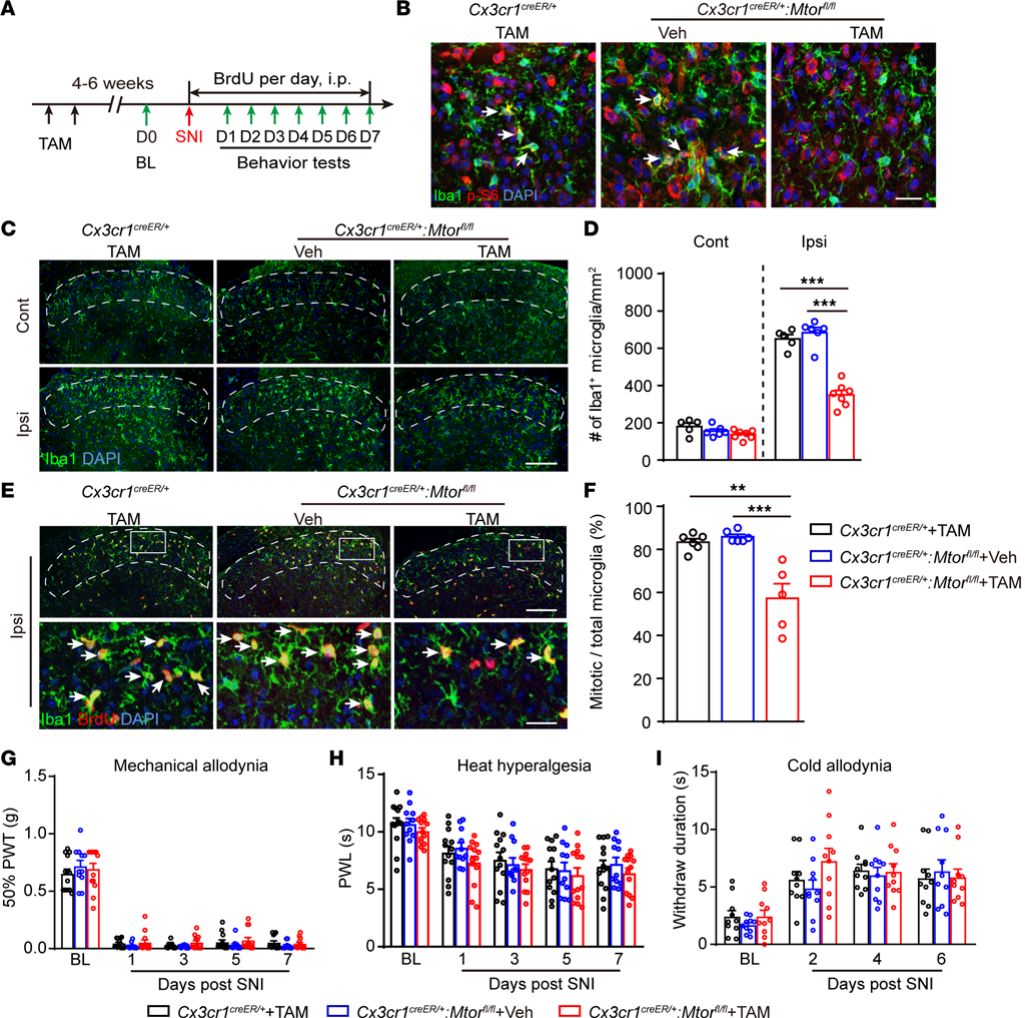
Ablation of *Mtor* in microglia reduces microgliosis but does not affect neuropathic pain in male or female mice. (**A**) Experimental schedule showing the selected *Mtor* deletion in microglia and pain tests. (**B**) Representative images showing immunofluorescence labeling of Iba1 and p-S6 in ipsilateral SDH at day 7 after SNI in *Cx3cr1^CreER/+^:Mtor^fl/fl^* or control mice (*Cx3cr1^CreER/+^* mice with TAM and *Cx3cr1^CreER/+^:Mtor^fl/fl^* mice with Veh). Arrows indicating Iba1^+^ p-S6^+^ microglia. Scale bar: 20 μm. (**C**) Representative images of bilateral SDH microglia (Iba1^+^) in *Cx3cr1^CreER/+^:Mtor^fl/fl^* mice with TAM or in control mice at day 7 after SNI. Scale bar: 100 μm. (**D**) Quantification of microglia in the ipsilateral and contralateral SDH in *Cx3cr1^CreER/+^:Mtor^fl/fl^* and control mice at day 7 after SNI (*n* = 5–7 per group). (**E**) Representative images of the ipsilateral SDH showing colocalization of Iba1 and BrdU (arrows) at day 7 after SNI. Boxes show regions of higher magnification in the SDH. Scale bars: 100 and 20 μm for low- and high-magnification images, respectively. (**F**) Quantitation of mitotic microglia (Iba1^+^BrdU^+^) in SDH in *Cx3cr1^CreER/+^:Mtor^fl/fl^* and control mice at day 7 after SNI (*n* = 5–7 mice per group). (**G**–**I**) Measurements of mechanical allodynia (**G**), heat hyperalgesia (**H**), and cold allodynia (**I**) in *Cx3cr1^CreER/+^:Mtor^fl/fl^* and control mice before and after SNI (*n* = 10–13 mice per group; male and female mice were merged). Data are shown as mean ± SEM. **P < 0.01 and ***P < 0.001, by 1-way AVOVA (**F**) or 2-way ANOVA followed by Bonferroni’s post hoc tests among groups (**D** and **G**–**I**). TAM, tamoxifen; Veh, vehicle; Cont, contralateral; Ipsi, ipsilateral; PWT, paw withdraw threshold; PWL, paw withdraw latency; D, day.

**Figure 5:**
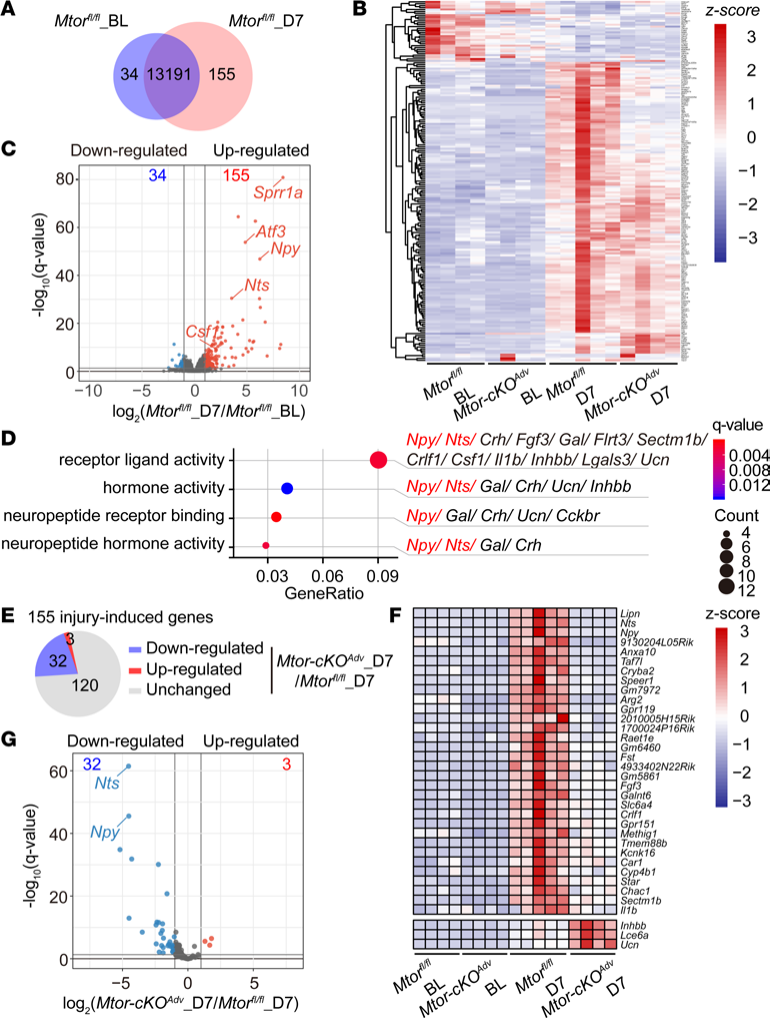
Ablation of *Mtor* in DRG neurons suppresses elevation of nerve injury–induced genes. (**A**) Venn diagram of DEGs identified in DRGs before and after SNI (day 7) in *Mtor^fl/fl^* mice (155 upregulated and 34 downregulated, *n* = 4–5 mice per group). (**B**) Heatmap of 189 DEGs by hierarchical clustering using *z* score values (*n* = 4–5 mice per group). (**C**) Volcano plots of DRG transcripts before and after SNI (day 7) in *Mtor^fl/fl^* mice. Red dots indicate 155 upregulated genes, and blue dots indicate 34 downregulated genes after SNI. (**D**) GO analysis of 155 upregulated genes after SNI and regroup into molecular function terms. All genes in each term are listed. (**E**) Pie chart of 155 injury-induced genes with 32 downregulated and 3 upregulated in *Mtor-cKO^Adv^* mice after SNI (*n* = 4–5 mice per group). (**F**) Heatmap of 35 DEGs in all samples using *z* score values. Only 3 (*Inhbb*, *Lce6a*, and *Ucn*) of the 155 injury-induced genes are upregulated upon deletion of *Mtor* in DRG neurons. (**G**) Volcano plots of 35 DEGs in control and *Mtor-cKO^Adv^* mice after SNI. Red dots indicate 3 upregulated genes, and blue dots indicate 32 downregulated genes after mTOR ablation. BL, baseline; D, day; DEGs, differentially expressed genes.

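*Inhbb*, *Lce6a* and *Ucn* were the 3 genes induced in *Mtor fl/fl* DRGs whose level was more than 2-fold higher in *Mtor-cKO Adv* DRGs at day 7. *Inhbb*, the activin and inhibin subunit beta B (gene ID 16324; chromosome 1 of GRCm38, 119415465 to 119422248), was at 4.88 ± 1.9 FPKM in *Mtor fl/fl* DRGs (SD, n = 5) and 14.2 ± 3.56 FPKM in *Mtor-cKO Adv* DRGs (SD, n = 4), a log2 fold change of 1.51 (approximate standard error 0.24, edgeR adjusted p = 0.000370). *Lce6a*, a protein of the late cornified envelope family (gene ID 78382; chromosome 3, 92620081 to 92621660), was at 1.94 ± 0.781 and 5.29 ± 1.49 FPKM, with a log2 fold change of 1.94 (approximate standard error 0.28, edgeR adjusted p = 0.000154). The fold changes of *Lce6a* are from counts and differ from the ratios of its mean FPKM values, and the cause was not tested. *Ucn*, urocortin, a peptide related to *Crh* (gene ID 22226; chromosome 5, 31138063 to 31138829), was at 4.33 ± 1.55 and 18.3 ± 6.49 FPKM, a log2 fold change of 2.05 (approximate standard error 0.37, edgeR adjusted p = 0.000983). For all 3 genes, each *Mtor-cKO Adv* library lay above each *Mtor fl/fl* library at day 7. Before injury they were at 1.76 ± 0.402, 0.345 ± 0.085 and 0.158 ± 0.189 FPKM, respectively, in *Mtor fl/fl* DRGs, and the log2 fold change after injury was 1.47 (edgeR adjusted p = 0.00218), 2.00 (edgeR adjusted p = 0.00189) and 4.74 (edgeR adjusted p = 0.000134). In *Mtor-cKO Adv* mice it was 2.71 (edgeR adjusted p = 1.85e-05), 5.32 (edgeR adjusted p = 1.40e-06) and 6.69 (edgeR adjusted p = 5.06e-06). For *Ucn* it was 5.48 in *Mtor fl/fl* mice without *Mtor fl/fl* baseline replicate 4 and 7.55 in *Mtor-cKO Adv* mice without *Mtor-cKO Adv* baseline replicate 4. The interaction between injury and genotype was 3.32 (edgeR adjusted p = 0.0303) for *Lce6a*, passing in 9 of 26 settings (adjusted p up to 0.392), 1.23 (edgeR adjusted p = 0.185) for *Inhbb* and 1.95 (edgeR adjusted p = 0.478) for *Ucn*. *Inhbb* was highest in *Mtor fl/fl* day 7 replicate 3, at 8.19 FPKM against 3.32 to 4.46 FPKM in the others.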

**Figure 6:**
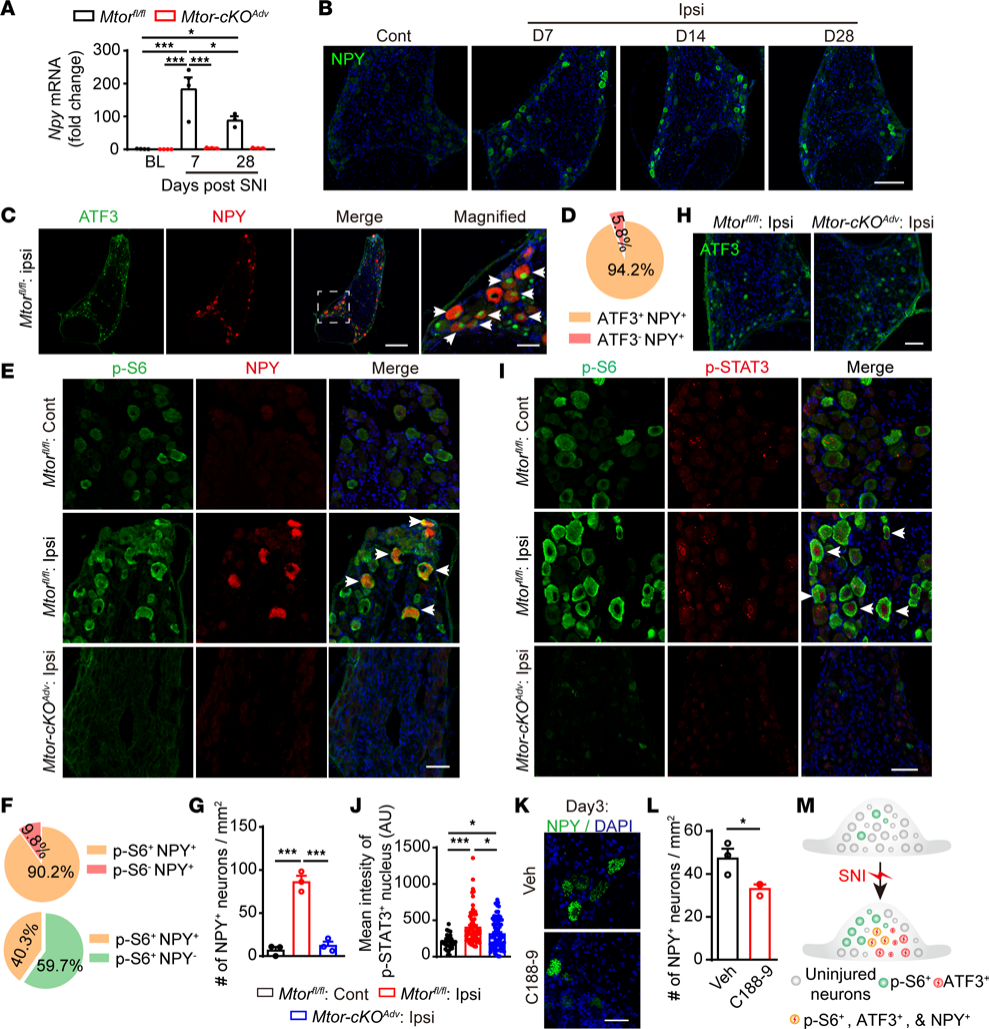
Activation of mTOR is required for NPY induction in DRG neurons after SNI. (**A**) qPCR of *Npy* in DRGs after SNI (*n* = 3–4 mice per time point). (**B**) NPY staining in DRGs from *Mtor^fl/fl^* mice. Scale bar: 100 μm. (**C**) ATF3 and NPY staining in the ipsilateral DRG from *Mtor^fl/fl^* mice at day 7 after SNI. Arrows represent colabeled neurons. Dotted box represents the region of higher magnification. Scale bars: 200 and 50 μm for low- and high-magnifications, respectively. (**D**) The ratio of NPY^+^ in ATF3^+^ neurons in the ipsilateral DRG from *Mtor^fl/fl^* mice at day 7 after SNI. (**E**) NPY and p-S6 staining in DRGs at day 7 after SNI. Arrows represent colabeled neurons. Scale bar: 50 μm. (**F**) Ratios of p-S6^+^ in NPY^+^ neurons or NPY^+^ in p-S6^+^ neurons in the ipsilateral DRG from *Mtor^fl/fl^* mice at day 7 after SNI. (**G**) Quantification of NPY^+^ neurons in *Mtor^fl/fl^* and *Mtor-cKO^Adv^* mice at day 7 after SNI (*n* = 3 mice per group). (**H**) ATF3 staining in the ipsilateral DRG at day 7 after SNI. Scale bar: 50 μm. (**I**) p-S6 and p-STAT3 staining in DRGs at day 3 after SNI. Scale bar: 50 μm. (**J**) Mean intensity of p-STAT3^+^ nucleus in DRGs at day 3 after SNI (*n* = 34, 71, and 78 cells from at least 3 mice per group). (**K** and **L**) NPY staining and quantification in the ipsilateral DRG after administration of Veh or C188-9 (*n* = 3 mice per group). Scale bar: 25 μm. (**M**) Schematic diagram showing the distribution of NPY neurons in DRGs. Data are shown as mean ± SEM. *P < 0.05 and ***P < 0.001, by 1-way ANOVA followed by Bonferroni’s post hoc tests (**A**, **G**, and **J**) or 2-tailed unpaired Student’s *t* test (**L**). Cont, contralateral; Ipsi, ipsilateral.

**Figure 7:**
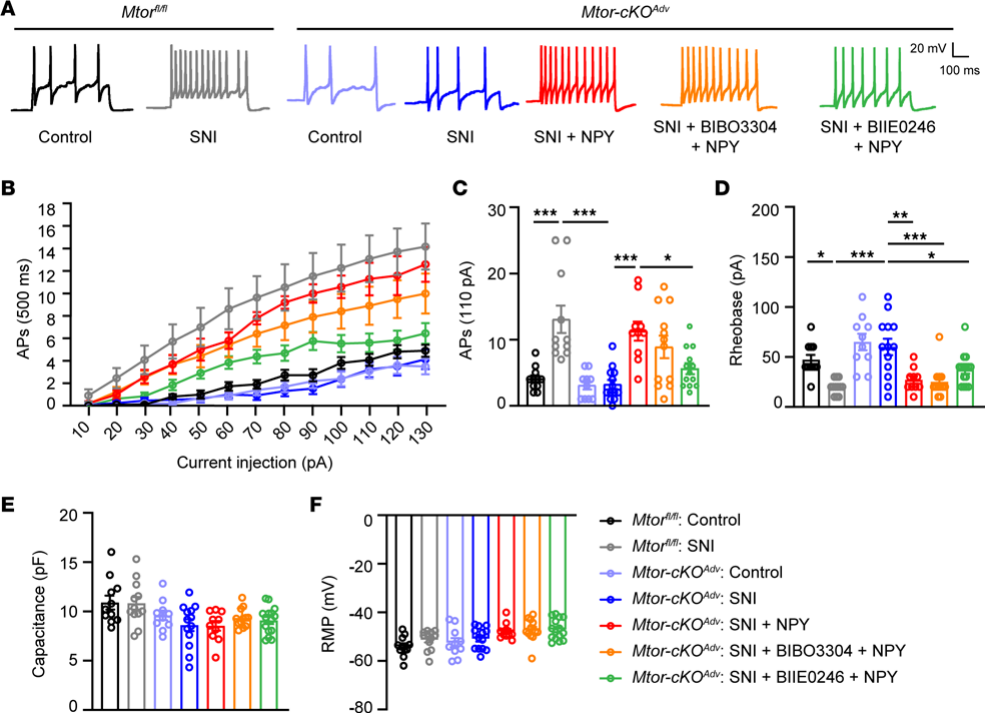
NPY enhances nociceptor excitability through Y2R. (**A**) Representative AP traces elicited by intracellular injection of 110 pA depolarizing currents on dissociated DRG neurons from resting membrane potentials (RMP) in *Mtor^fl/fl^* mice and *Mtor-cKO^Adv^* mice with or without SNI at day 7 after surgery. NPY (300 nM), BIBO3304 (1 μM), and BIIE0246 (1 μM) are replenished in medium as indicated. (**B**) The responses of *Mtor^fl/fl^* and *Mtor-cKO^Adv^* DRG neurons across a series of 500 ms depolarizing current pulses in 10 pA increment from 0 pA to 130 pA, in the presence or absence of NPY, BIBO3304, or BIIE0246 (*n* = 10–13 neurons from 3 mice per group). (**C**) Quantification of APs evoked by input current at 110 pA (*n* = 10–13 neurons from 3 mice per group). (**D**) Averaged values of rheobase currents in DRG neurons among groups measured in current-clamp (I-clamp) (*n* = 10–13 from 3 mice neurons per group). (**E** and **F**) Quantification of membrane capacitance (**E**) and RMP (**F**) among groups (*n* = 10–13 neurons from 3 mice per group). BIBO3304, Y1R antagonist; BIIE0246, Y2R antagonist. Data are shown as mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by 1-way ANOVA followed by Bonferroni’s post hoc tests among groups. AP, action potential; RMP, resting membrane potentials.

**Figure 8:**
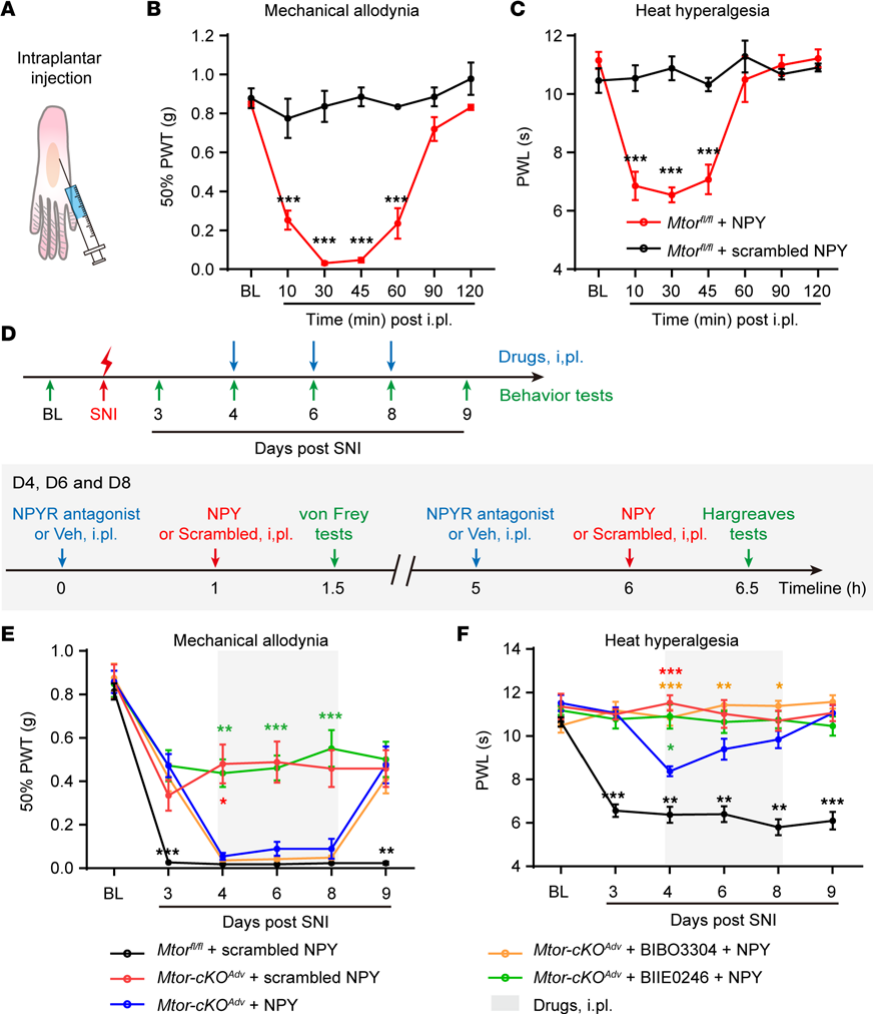
Intraplantar injection of NPY reverses analgesic effects of *Mtor* ablation through Y2R. (**A**) Schematic diagram indicating intraplantar (i.pl.) injection. (**B** and **C**) NPY (0.2 nmol) i.pl. injection into normal *Mtor^fl/fl^* mice hind paw leads to transient mechanical allodynia (**B**) and heat hyperalgesia (**C**) within an hour (*n* = 4 mice per group). (**D**) Experimental schedule showing the timeline of i.pl. injection of drugs (including NPY, NPYR antagonist, and vehicle) and behavior tests. Behavior tests were measured before and after SNI as indicated. Drugs were injected at days 4, 6, and 8. (**E** and **F**) Measurement of mechanical allodynia (**E**) and heat hyperalgesia (**F**) in *Mtor^fl/fl^* and *Mtor-cKO^Adv^* mice with i.pl. injection with NPY (0.2 nmol), scrambled NPY (0.2 nmol), BIBO3304 (5 nmol), or BIIE0246 (50 nmol) at days 4, 6, and 8 after SNI (*n* = 6–11 mice per group). BIBO3304, Y1R antagonist; BIIE0246, Y2R antagonist. Data are shown as mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001 versus *Mtor-cKO^Adv^* with NPY, by 2-way ANOVA followed by Bonferroni’s post hoc tests among groups. The color of asterisks indicates the statistical significance between different experimental groups (represented by different colors of labels) and *Mtor-cKO^Adv^* + NPY (shown in blue labels). BL, baseline; i.pl., intraplantar; Veh, vehicle; PWT, paw withdraw threshold; PWL, paw withdraw latency.

## Version 1 10/04/2022

In-Press Preview

## Version 2 11/22/2022

Electronic publication

## References

[1] Van Hecke O (2014). Neuropathic pain in the general population: a systematic review of epidemiological studies. Pain.

[2] Costigan M (2009). Neuropathic pain: a maladaptive response of the nervous system to damage. Annu Rev Neurosci.

[3] Melemedjian OK, Khoutorsky A (2015). Translational control of chronic pain. Prog Mol Biol Transl Sci.

[4] Geppetti P (2015). G protein-coupled receptors: dynamic machines for signaling pain and itch. Neuron.

[5] Xia L-P (2021). GPR151 in nociceptors modulates neuropathic pain via regulating P2X3 function and microglial activation. Brain.

[6] Reinhold AK (2015). Differential transcriptional profiling of damaged and intact adjacent dorsal root ganglia neurons in neuropathic pain. PLoS One.

[7] Wu S (2016). Dorsal root ganglion transcriptome analysis following peripheral nerve injury in mice. Mol Pain.

[8] Xiao HS (2002). Identification of gene expression profile of dorsal root ganglion in the rat peripheral axotomy model of neuropathic pain. Proc Natl Acad Sci U S A.

[9] Wakisaka S (1991). Increased neuropeptide Y (NPY)-like immunoreactivity in rat sensory neurons following peripheral axotomy. Neurosci Lett.

[10] Solway B (2011). Tonic inhibition of chronic pain by neuropeptide Y. Proc Natl Acad Sci U S A.

[11] Nelson TS, Taylor BK (2021). Targeting spinal neuropeptide Y1 receptor-expressing interneurons to alleviate chronic pain and itch. Prog Neurobiol.

[12] Sapunar D (2011). Attenuation of pain-related behavior evoked by injury through blockade of neuropeptide Y Y2 receptor. Pain.

[13] Tracey DJ (1995). Peripheral hyperalgesia in experimental neuropathy: exacerbation by neuropeptide Y. Brain Res.

[14] Arcourt A (2017). Touch receptor-derived sensory information alleviates acute pain signaling and fine-tunes nociceptive reflex coordination. Neuron.

[15] Saxton RA, Sabatini DM (2017). mTOR signaling in growth, metabolism, and disease. Cell.

[16] Carlin D (2018). Deletion of Tsc2 in nociceptors reduces target innervation, ion channel expression, and sensitivity to heat. eNeuro.

[17] Laplante M, Sabatini DM (2013). Regulation of mTORC1 and its impact on gene expression at a glance. J Cell Sci.

[18] Abe N (2010). Mammalian target of rapamycin (mTOR) activation increases axonal growth capacity of injured peripheral nerves. J Biol Chem.

[19] Zhang W (2013). Activation of mTOR in the spinal cord is required for pain hypersensitivity induced by chronic constriction injury in mice. Pharmacol Biochem Behav.

[20] Xu JT (2014). Opioid receptor-triggered spinal mTORC1 activation contributes to morphine tolerance and hyperalgesia. J Clin Invest.

[21] Melemedjian OK (2011). Targeting adenosine monophosphate-activated protein kinase (AMPK) in preclinical models reveals a potential mechanism for the treatment of neuropathic pain. Mol Pain.

[22] Geranton SM (2009). A rapamycin-sensitive signaling pathway is essential for the full expression of persistent pain states. J Neurosci.

[23] Asante CO (2010). Mammalian target of rapamycin signaling in the spinal cord is required for neuronal plasticity and behavioral hypersensitivity associated with neuropathy in the rat. J Pain.

[24] Obara I (2011). Systemic inhibition of the mammalian target of rapamycin (mTOR) pathway reduces neuropathic pain in mice. Pain.

[25] Tateda S (2017). Rapamycin suppresses microglial activation and reduces the development of neuropathic pain after spinal cord injury. J Orthop Res.

[26] Norsted Gregory E (2010). Mammalian target of rapamycin in spinal cord neurons mediates hypersensitivity induced by peripheral inflammation. Neuroscience.

[27] Xu Q (2011). Spinal phosphinositide 3-kinase-Akt-mammalian target of rapamycin signaling cascades in inflammation-induced hyperalgesia. J Neurosci.

[28] Melemedjian OK (2013). mTORC1 inhibition induces pain via IRS-1-dependent feedback activation of ERK. Pain.

[29] Guan Z (2016). Injured sensory neuron-derived CSF1 induces microglial proliferation and DAP12-dependent pain. Nat Neurosci.

[30] Peng J (2016). Microglia and monocytes synergistically promote the transition from acute to chronic pain after nerve injury. Nat Commun.

[31] Allen Y (1983). Neuropeptide Y distribution in the rat brain. Science.

[32] Muraoka O (2003). Leptin-induced transactivation of NPY gene promoter mediated by JAK1, JAK2 and STAT3 in the neural cell lines. Neurochem Int.

[33] Cui H (2005). Anorexigenic hormones leptin, insulin, and alpha-melanocyte-stimulating hormone directly induce neurotensin (NT) gene expression in novel NT-expressing cell models. J Neurosci.

[34] Chen WT (2016). Rapamycin-resistant mTOR activity is required for sensory axon regeneration induced by a conditioning lesion. eNeuro.

[35] Abdulla FA, Smith PA (1999). Nerve injury increases an excitatory action of neuropeptide Y and Y2-agonists on dorsal root ganglion neurons. Neuroscience.

[36] Wiley JW (1993). Agonists for neuropeptide Y receptor subtypes NPY-1 and NPY-2 have opposite actions on rat nodose neuron calcium currents. J Neurophysiol.

[37] Abdulla FA, Smith PA (1999). Neuropeptide Y actions and the distribution of Ca2+-dependent Cl- conductance in rat dorsal root ganglion neurons. J Auton Nerv Syst.

[38] Brumovsky P (2007). Neuropeptide tyrosine and pain. Trends Pharmacol Sci.

[39] Brumovsky P (2005). Neuropeptide Y2 receptor protein is present in peptidergic and nonpeptidergic primary sensory neurons of the mouse. J Comp Neurol.

[40] Colloca L (2017). Neuropathic pain. Nat Rev Dis Primers.

[41] Lisi L (2015). mTOR kinase: a possible pharmacological target in the management of chronic pain. Biomed Res Int.

[42] Harris J (2008). Local translation in primary afferent fibers regulates nociception. PLoS One.

[43] Laplante M, Sabatini DM (2012). mTOR signaling in growth control and disease. Cell.

[44] Zhao JY (2017). DNA methyltransferase DNMT3a contributes to neuropathic pain by repressing Kcna2 in primary afferent neurons. Nat Commun.

[45] Wang K (2021). Single-cell transcriptomic analysis of somatosensory neurons uncovers temporal development of neuropathic pain. Cell Res.

[46] Renthal W (2020). Transcriptional reprogramming of distinct peripheral sensory neuron subtypes after axonal injury. Neuron.

[47] Kupari J (2021). Single cell transcriptomics of primate sensory neurons identifies cell types associated with chronic pain. Nat Commun.

[48] Lu X Microglia and macrophages contribute to the development and maintenance of sciatica in lumbar disc herniation. Pain.

[49] Khoutorsky A, Price TJ (2018). Translational control mechanisms in persistent pain. Trends Neurosci.

[50] Khoutorsky A (2015). Translational control of nociception via 4E-binding protein 1. Elife.

[51] Yousuf MS (2020). Pharmacological manipulation of translation as a therapeutic target for chronic pain. Pharmacol Rev.

[52] Zhang X (1997). Expression and regulation of the neuropeptide Y Y2 receptor in sensory and autonomic ganglia. Proc Natl Acad Sci U S A.

[53] Landry M (2000). Effect of axotomy on expression of NPY, galanin, and NPY Y1 and Y2 receptors in dorsal root ganglia and the superior cervical ganglion studied with double-labeling in situ hybridization and immunohistochemistry. Exp Neurol.

[54] Sarkar A, Stephens M (2021). Separating measurement and expression models clarifies confusion in single-cell RNA sequencing analysis. Nat Genet.

[55] Potter SS (2018). Single-cell RNA sequencing for the study of development, physiology and disease. Nat Rev Nephrol.

[56] Usoskin D (2015). Unbiased classification of sensory neuron types by large-scale single-cell RNA sequencing. Nat Neurosci.

[57] Caterina MJ (1999). A capsaicin-receptor homologue with a high threshold for noxious heat. Nature.

[58] Minthworby CA (1994). Transcriptional regulation of the human neuropeptide-Y gene by nerve growth-factor. J Biol Chem.

[59] Lv X (2021). Skeleton interoception regulates bone and fat metabolism through hypothalamic neuroendocrine NPY. Elife.

[60] Oh TS (2016). Hypothalamic AMPK-induced autophagy increases food intake by regulating NPY and POMC expression. Autophagy.

[61] Varela L (2012). Hypothalamic mTOR pathway mediates thyroid hormone-induced hyperphagia in hyperthyroidism. J Pathol.

[62] Diaz-delCastillo M (2018). Neuropeptide Y and its involvement in chronic pain. Neuroscience.

[63] Taiwo OB, Taylor BK (2002). Antihyperalgesic effects of intrathecal neuropeptide Y during inflammation are mediated by Y1 receptors. Pain.

[64] Miyakawa A (2005). Action of neuropeptide Y on nociceptive transmission in substantia gelatinosa of the adult rat spinal dorsal horn. Neuroscience.

[65] Ghitani N (2017). Specialized mechanosensory nociceptors mediating rapid responses to hair pull. Neuron.

[66] Hill RZ, Bautista DM (2020). Getting in touch with mechanical pain mechanisms. Trends Neurosci.

[67] Wu Z (2022). Pushing the frontiers: tools for monitoring neurotransmitters and neuromodulators. Nat Rev Neurosci.

[68] Inoue K, Tsuda M (2018). Microglia in neuropathic pain: cellular and molecular mechanisms and therapeutic potential. Nat Rev Neurosci.

[69] Hu Y (2019). mTOR-mediated metabolic reprogramming shapes distinct microglia functions in response to lipopolysaccharide and ATP. Glia.

[70] Zurborg S (2011). Generation and characterization of an Advillin-Cre driver mouse line. Mol Pain.

[71] Parkhurst CN (2013). Microglia promote learning-dependent synapse formation through brain-derived neurotrophic factor. Cell.

[72] Risson V (2009). Muscle inactivation of mTOR causes metabolic and dystrophin defects leading to severe myopathy. J Cell Biol.

[73] Decosterd I, Woolf CJ (2000). Spared nerve injury: an animal model of persistent peripheral neuropathic pain. Pain.

[74] Gu N (2016). Spinal microgliosis due to resident microglial proliferation is required for pain hypersensitivity after peripheral nerve injury. Cell Rep.

[75] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(−Delta Delta C(T))method. Methods.

[76] Dixon WJ (1965). The up-and-down method for small samples. J Am Stat Assoc.

# Supplementary material for: mTOR–neuropeptide Y signaling sensitizes nociceptors to drive neuropathic pain
**Source:** JCI Insight. 2022 Nov 22;7(22):e159247. doi: 10.1172/jci.insight.159247
**Supplement:** Supplemental data

Supplemental material

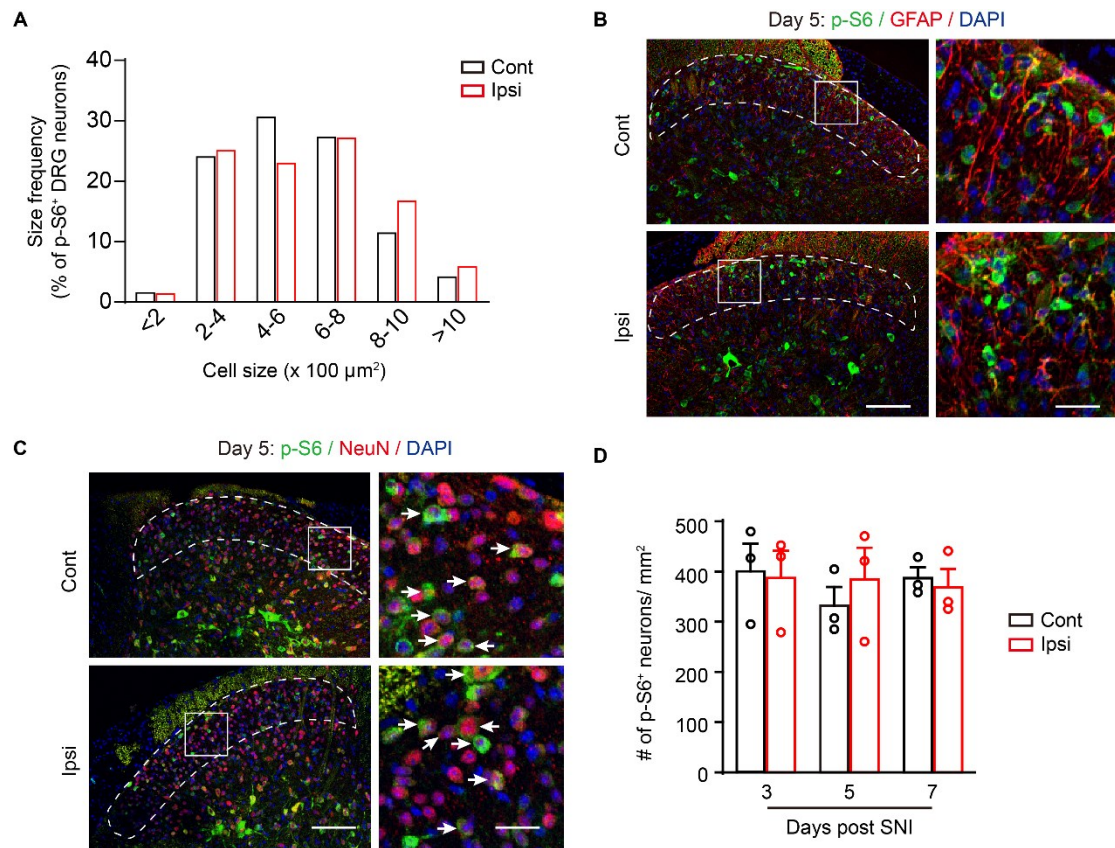

Supplementary Figure 1. Characterizing of p-S6 staining with different markers in DRGs or SDH after SNI. (A) Size frequency of p-S6⁺ neurons from contralateral and ipsilateral DRGs at day 3 post SNI (n=579 and 718 neurons from 3-4 mice respectively). (B) Representative images of p-S6 and NeuN immunolabeling (arrows) in superficial SDH (dotted regions) at day 5 after SNI. Boxes show the region with magnification. Scale bars, 100 μm and 20 μm for lower- and higher-magnification images, respectively. (C) Quantitation of p-S6⁺ neurons in superficial SDH at day 3 to 7 after SNI (n=3 mice per time point). Values are means $\pm$ SEM. Two-way ANOVA followed by Bonferroni's *post hoc* tests among groups. Scale bars, 100 μm and 20 μm for lower- and higher-magnification images, respectively. Ipsi, ipsilateral; Cont, contralateral. (D) Representative images of p-S6 and GFAP in superficial SDH (dotted regions) at day 5 after SNI. Boxes show the region with magnification.

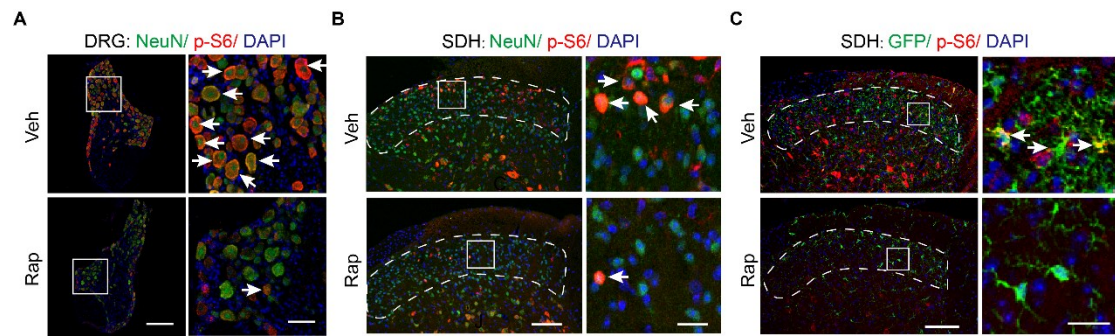

Supplementary Figure 2. Administration of rapamycin suppresses mTOR activation in DRGs and spinal cord. (A-C) Co-immunostaining of p-S6 with NeuN or GFP in the ipsilateral DRG (A) and SDH (B, C) after i.p. administration of vehicle or rapamycin (arrows indicating p-S6⁺ cells) at day 7 after SNI. Boxes show regions with magnification. Scale bars, 100 μm and 20 μm in (A), and 200 μm and 50 μm in (B, C) for lower- and higher-magnification images, respectively. Rap, rapamycin; Veh, vehicle; BL, baseline; SDH, spinal dorsal horn.

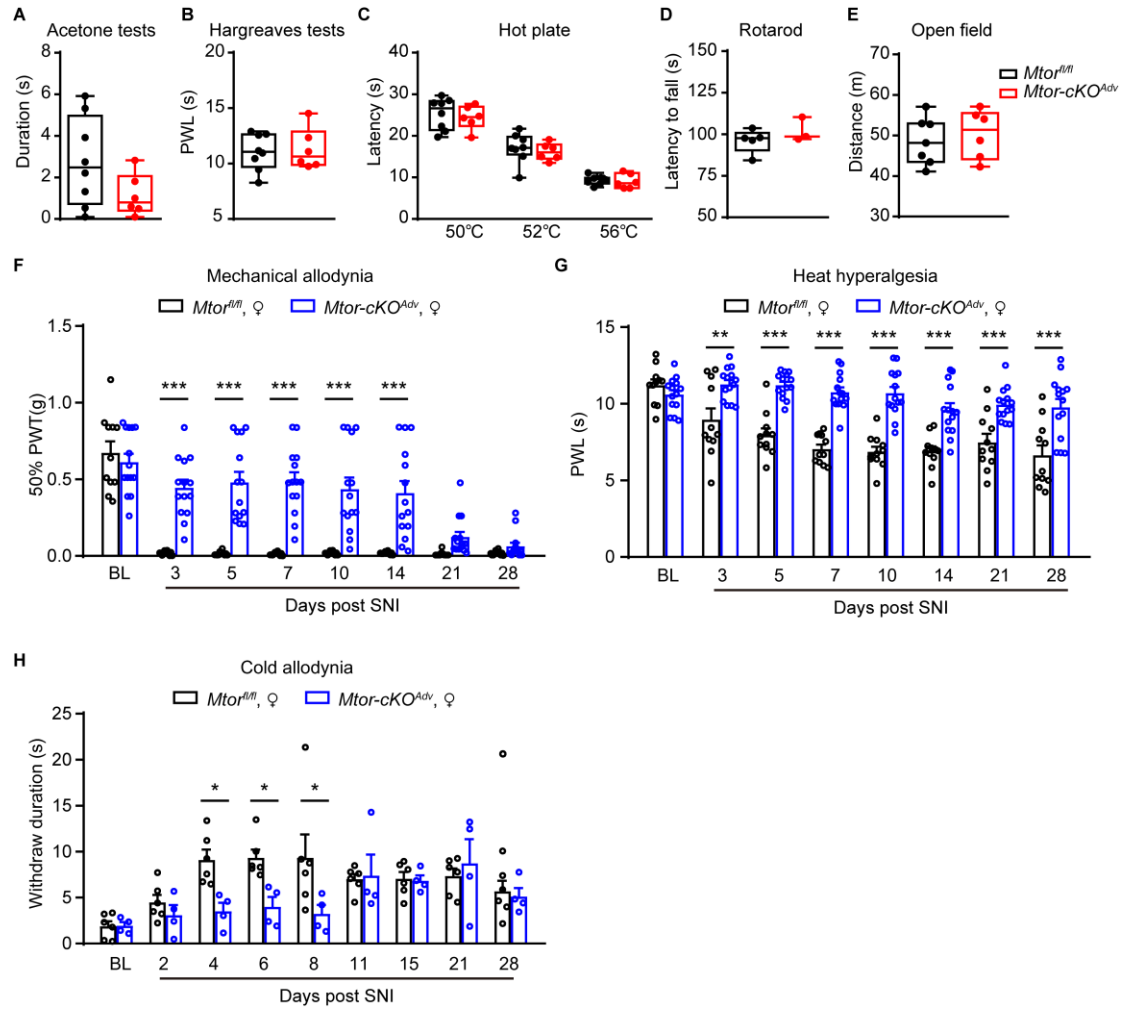

Supplementary Figure 3. Measurements of basal sensory functions, motor activities, and pain-like behaviors after SNI in female *Mtor^{fl/fl}* and *Mtor-cKO^{Adv}* mice. (A) Acetone tests (n=6-8 mice per group). (B) Hargreaves tests (n=6-8 mice per group). (C) Hot plate tests (n=6-8 mice per group). (D) Rotarod tests (n=3-5 mice per group). (E) Open field tests in *Mtor^{fl/fl}* and *Mtor-cKO^{Adv}* mice (n=6-7 mice per group). (F-H) Measurements of mechanical allodynia (F) and heat hyperalgesia (G) in female *Mtor^{fl/fl}* (n=11) and *Mtor-cKO^{Adv}* mice (n=14) before and after SNI. (H) Measurements of cold allodynia in female *Mtor^{fl/fl}* (n=6) and *Mtor-cKO^{Adv}* mice (n=4). Values are means $\pm$ SEM. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, 2-tailed unpaired student t-tests (A, B, D, E) and two-way ANOVA followed by Bonferroni's *post hoc* tests among groups (C, F, G, H).

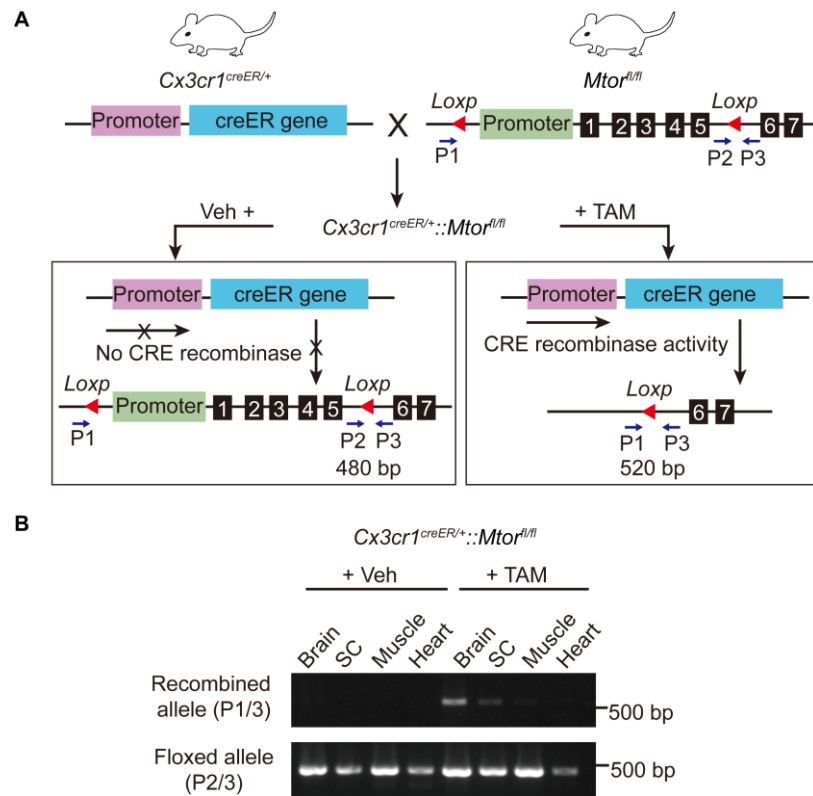

Supplementary Figure 4. Stratagem for generating *Mtor-cKO^{MG}* mice. (A) Schematic showing the generation of *Mtor-cKO^{MG}* mice. Exons 1-5 of the *Mtor* gene is flanked by *loxP* sites and excised in microglia expressing Cx3cr1-Cre recombinase after TAM administration. The position of P1, P2 and P3 primers and the size of the DNA segments amplified by primer pairs are illustrated. **(B)** Agarose gel electrophoresis of P1, P2 and P3 PCR products showing that Cre-mediated recombination is specifically occurred in the central nervous system (brain and spinal cord), but not in other peripheral tissues (muscle or heart). TAM, tamoxifen; Veh, vehicle.

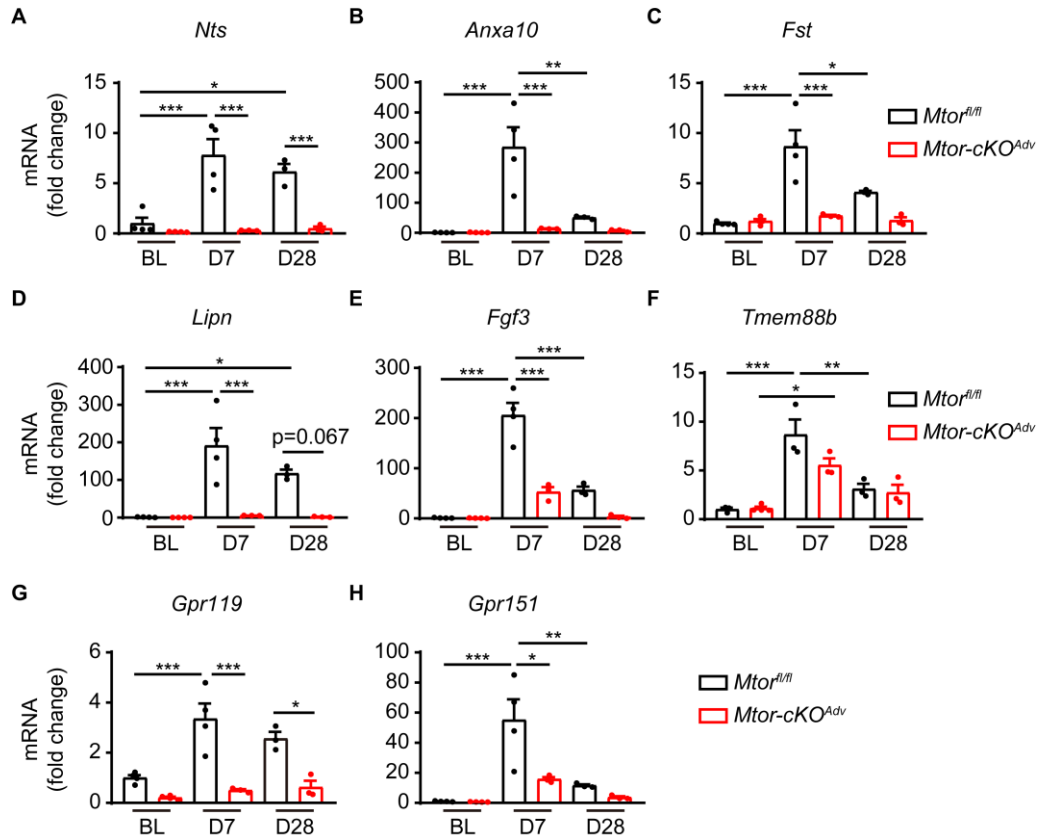

Supplementary Figure 5. Quantitative RT-PCR of downregulated DEGs identified in RNA sequencing. (A) *Nts*, neurotensin; (B) *Anxa10*, annexin A10; (C) *Fst*, follistatin; (D) *Lipn*, lipase family member N; (E) *Fgf3*, fibroblast growth factor 3; (F) *Tmem88b*, transmembrane protein 88b; (G) *Gpr119*, G protein-coupled receptor 119; (H) *Gpr151*. n=3-4 mice per time point per group. * $p<0.05$, ** $p<0.01$, *** $p<0.001$, one-way ANOVA followed by Bonferroni's *post hoc* tests among groups. BL, baseline; D, day; DEGs, differentially expressed genes.

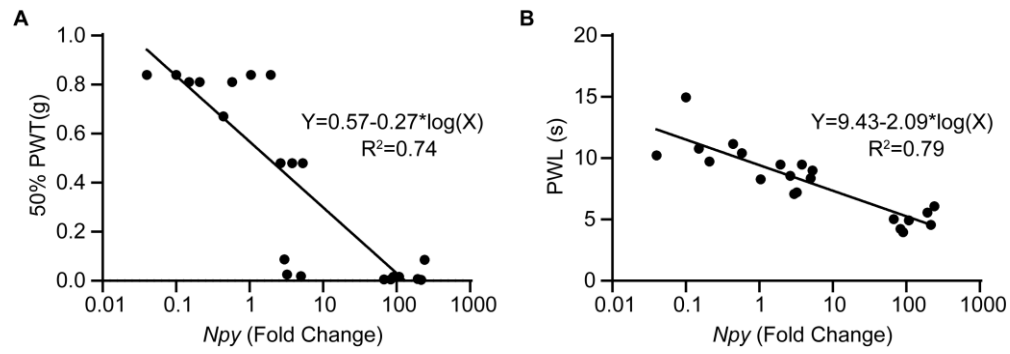

Supplementary Figure 6. Spearman correlation analysis between *Npy* transcripts and pain behavioral tests. (A) von Frey tests. (B) Hargreaves tests. Semilog lines with equation are illustrated.

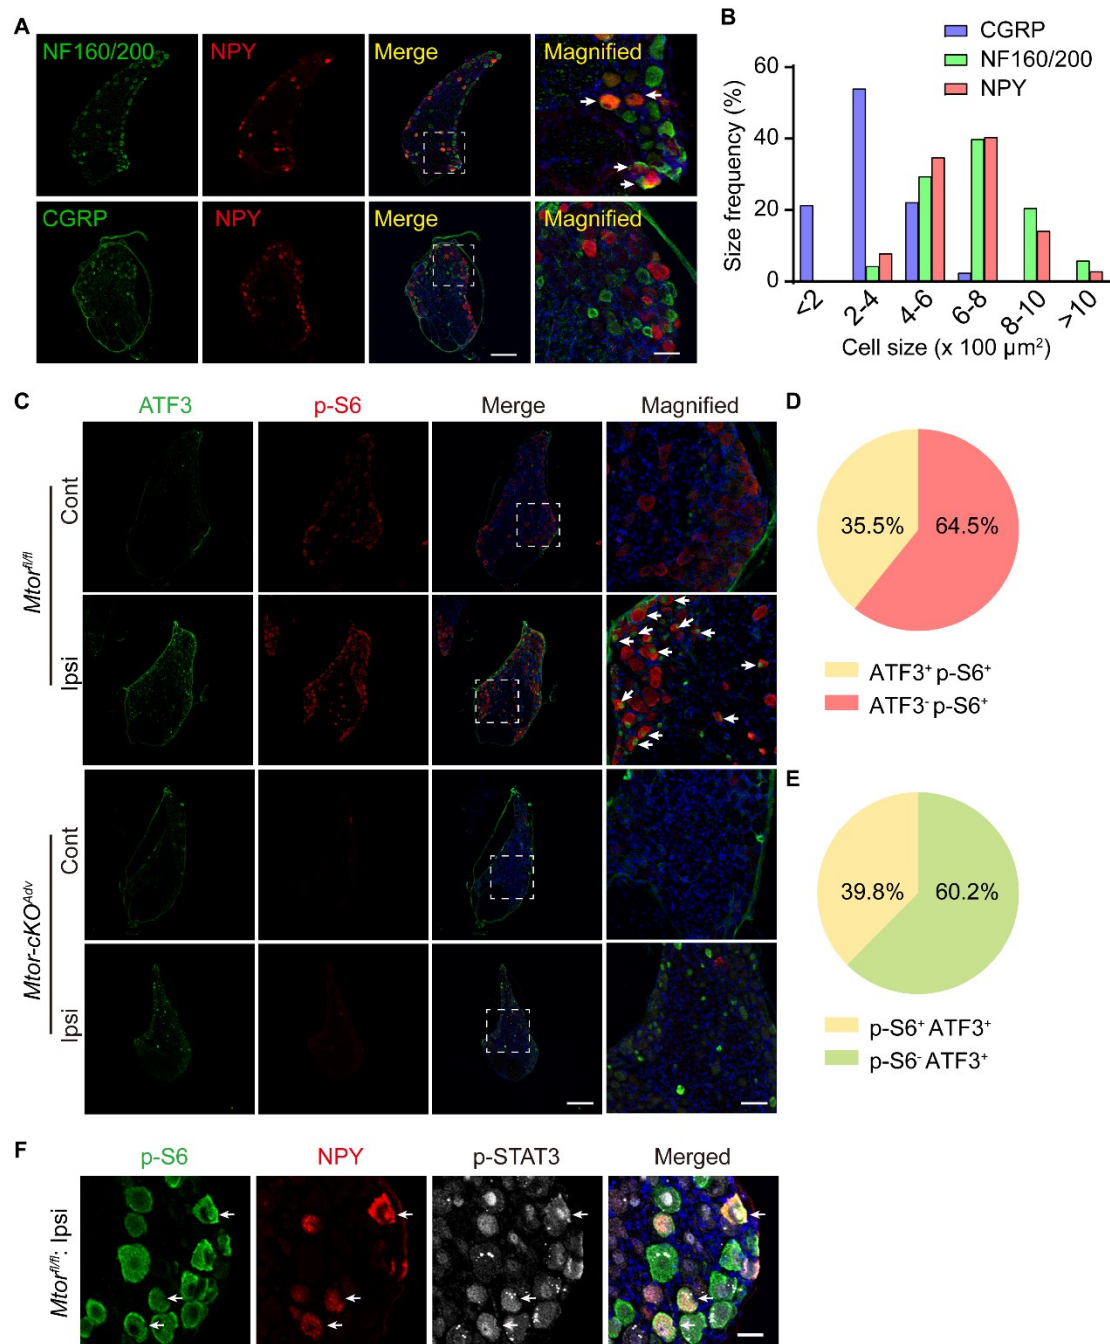

Supplementary Figure 7. Ablation of mTOR does not reduce neuronal injury after SNI. (A) Representative images of NPY and NF160/200 or CGRP staining in the injured DRGs. Arrows indicating both NPY⁺ and NF160/200⁺ neurons. Boxes show regions with magnification. Scale bars, 200 μm and 50 μm for lower- and higher-magnification images, respectively. (B) Size frequency of CGRP⁺, NF160/200⁺, and NPY⁺ neurons in DRGs post SNI. (C) Representative images showing immunofluorescence labeling of ATF3 and p-S6 in contralateral and ipsilateral DRGs

67 from *Mtor^{fl/fl}* and *Mtor-cKO^{Adv}* mice. Arrows indicating ATF3⁺ p-S6⁺ neurons. Boxes
68 show regions with magnification. Scale bars, 200 μ m and 50 μ m for lower- and higher-
69 magnification images, respectively. **(D-E)** Pie charts indicating the ratio of ATF3⁺
70 neurons in total p-S6⁺ neurons **(D)** or p-S6⁺ neurons in total ATF3⁺ neurons **(E)** in the
71 ipsilateral DRG at day 7 after SNI. Cont, contralateral; Ipsi, Ipsilateral. **(F)**
72 Representative images showing immunofluorescence labeling of p-S6, NPY and p-
73 STAT3 in the ipsilateral DRG.

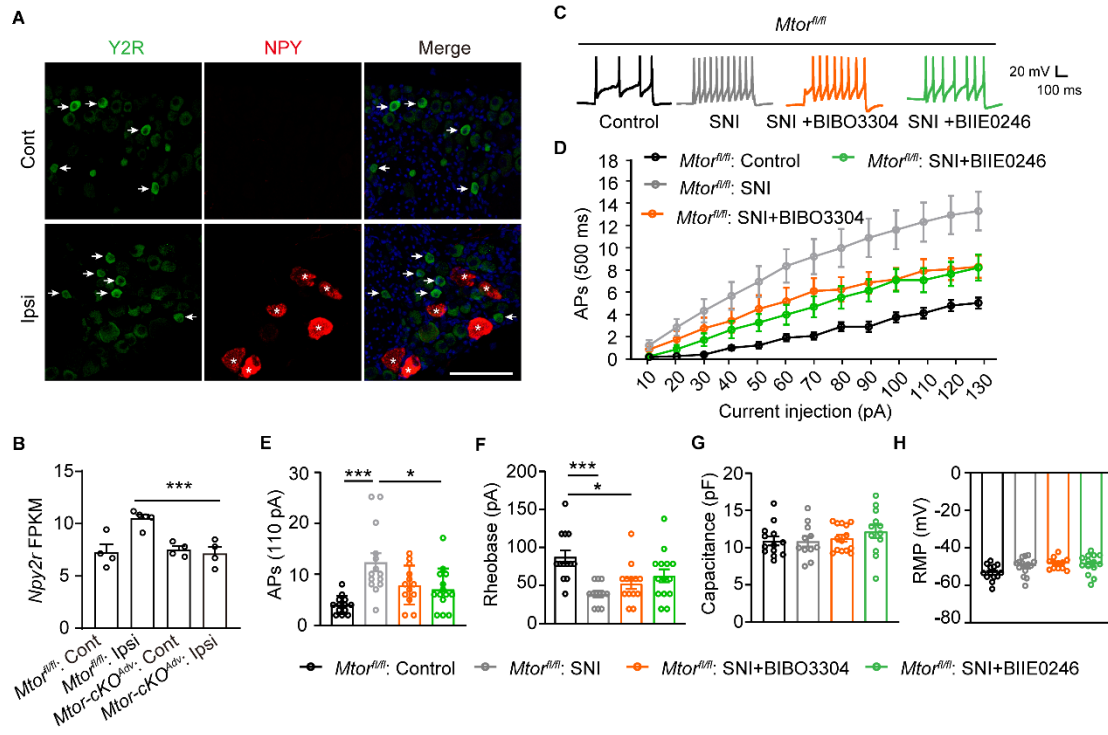

Supplementary Figure 8. NPY receptor antagonists modestly inhibit the DRG neuronal excitability after SNI. (A) Distinct expression pattern of NPY (*) and Y2R (arrows) by immunofluorescence analysis at day 7 after SNI. Scale bar, 100 μ m. (B) Fragments per kilobase million (FPKM) of *Npy2r* in contralateral and ipsilateral DRGs from *Mtor^{fl/fl}* and *Mtor-cKO^{Adv}* mice at day 7 after SNI. *** q -value<0.001, statistical significance of differentially expressed genes (DEGs) was calculated based on the raw counts of individual genes using DESeq2 on R. (C) Representative AP traces were elicited by intracellular injection of 110 pA depolarizing currents on dissociated DRG neurons from resting membrane potentials (RMP) in *Mtor^{fl/fl}* mice with or without SNI. BIBO3304 and BIIE0246 are replenished in the medium as indicated. (D) The response of *Mtor^{fl/fl}* DRG neurons across a series of 500 ms depolarizing current pulses in 10 pA increment from 0 pA to 130 pA, in the presence or absence of BIBO3304 or BIIE0246 (n=10-13 neurons from 4 mice). (E) Quantification of APs evoked by input current at 110 pA (n=10-13 neurons from 4 mice). (F) Averaged values of rheobase currents in DRG neurons among groups measured in I-clamp (n=10-13 neurons from 4 mice). (G-H) Quantification of membrane capacitance (G) and RMP (H) among groups (n=10-13 neurons from 4 mice). BIBO3304, Y1R antagonist; BIIE0246, Y2R antagonist.

92 Values are means $\pm$ SEM. * $p < 0.05$, ** $p < 0.01$, and *** $p < 0.001$, one-way ANOVA
93 followed by Bonferroni's *post hoc* tests among groups. AP, action potential; RMP,
94 resting membrane potentials.

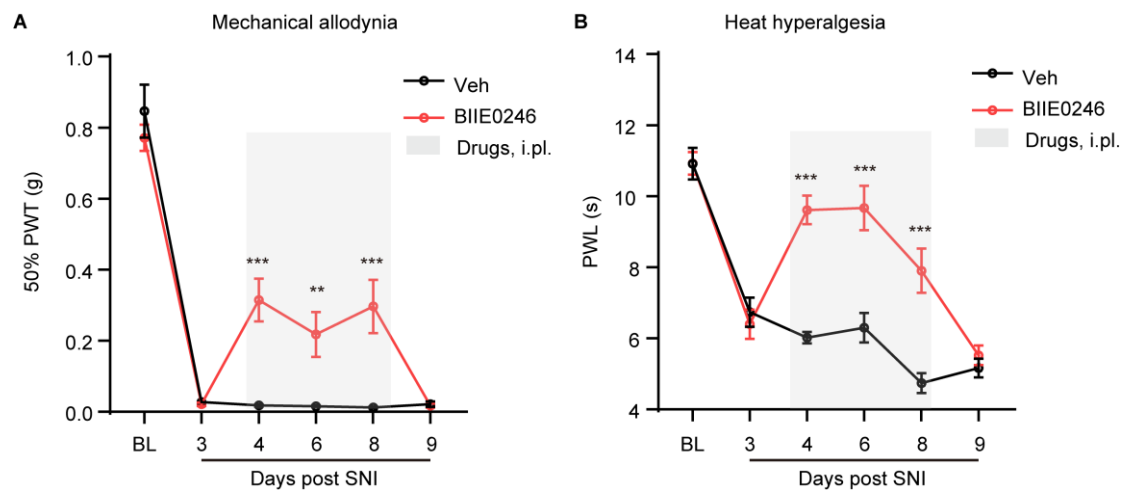

Supplementary Figure 9. Intraplantar injection of Y2R antagonists alleviated neuropathic pain after SNI. **(A-B)** Measurement of mechanical allodynia **(A)** and heat hyperalgesia **(B)** in C57BL/6J mice with i.pl. injection with Veh or BIIE0246 (50 nmol) at day 4, 6, and 8 after SNI (n = 8 mice per group). Values are means $\pm$ SEM. ** $p < 0.01$, and *** $p < 0.001$ vs. Veh injection, two-way ANOVA followed by Bonferroni's *post hoc* tests among groups. BL, baseline; i.pl., intraplantar; Veh, vehicle; BIIE0246, Y2R antagonist; PWT, paw withdraw threshold; PWL, paw withdraw latency.

104

Supplementary Table 1. Primer sequences in RT-PCR.

Gene name	Forward	Reverse
<i>Nts</i>	CCTGACTCTCCTGGCTTTCA	CCGGGCTGTTACGTTATTT
<i>Npy</i>	GGACTGACCCTCGCTCTATC	CTTCAAGCCTTGTTCTGGGG
<i>Annexin a10</i>	CATCCTAACACAACGCAGCA	AGTTCCTGGTCCCTTCATGG
<i>Lipn</i>	AAGTTCGGAAGTCCTCTGGG	GAATCCACCAGCGCTTAAGG
<i>Gpr119</i>	GTCACTATCAGCCATCCGGA	GCTGGCCGACTTCTAGAGAT
<i>Fst</i>	CGAATGTGCACTCCTCAAGG	ACTGTTCAGAAGAGGAGGGC
<i>Gpr151</i>	GTATGGCATGTGAAGGCTGG	GCCTCCTGAACCTCTGAAGT
<i>Fgf3</i>	ACCTGGCCATGAACAAGAGA	ACACGTACCAAGGTCTCTGG
<i>Csfl</i>	TGCTAAGTGCTCTAGCCGAG	CCCCCAACAGTCAGCAAGAC
<i>Actin</i>	GTGACGTTGACATCCGTAAAGA	GCCGGACTCATCGTACTCC

105

106

Supplementary Table 2. Prediction of STAT3 binding sites at -2000 bp – 100 bp

108

of the *Npy* gene

Matrix ID	Name	Score	Relative score	Start	End	Strand	Predicted sequence
MA0144.1	MA0144.1.Stat3	12.19	0.91	379	388	+	TTTCAGGAAG
MA0144.1	MA0144.1.Stat3	7.05	0.82	118	127	+	GTCCAGGAGG
MA0144.1	MA0144.1.Stat3	6.48	0.81	527	536	+	GTCCAGGAGG
MA0144.1	MA0144.1.Stat3	6.32	0.80	1161	1170	-	CCCCTGGAAG

109

How the deposited data were processed for this re-analysis (not part of the article)

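DRGs of *Mtor fl/fl* and *Mtor-cKO Adv* mice were profiled by RNA-Seq before injury and 7 days after bilateral SNI, and the samples fall in 4 groups by genotype and time point, with 17 libraries in all. *Mtor fl/fl* mice gave 4 libraries at baseline and 5 at day 7, and *Mtor-cKO Adv* mice gave 4 at each time point. Each library holds the 4 lumbar DRGs of a mouse, so a mouse is the replicate. The condition of each library was taken from the deposited labels, whose WT was read as *Mtor fl/fl*. A pair of libraries had values in 8 columns of a sheet that carries another numbering and no deposited sample, and these were not used here. Upstream of the files, as the methods and the submitters' notes describe it, reads from the BGISEQ-500 were filtered to clean reads and aligned to the mouse genome. The methods name GRCm38.p5, and the submitters' notes name mm9 with HISAT2 (version 2.0.4), Bowtie2 (version 2.2.5) and RSEM (version 1.2.12). The expected count values are RSEM estimates that the authors summed per gene before deposit, with no scaling for library size, and 36% of them are not whole numbers. The FPKM values were made by the authors before deposit, scaled to transcript length and library size and summed over the transcripts of a gene. Filters on the reads are already part of these files and were not repeated.

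The table holds 19152 genes. Of these, 11 symbols that a spreadsheet had turned into dates or that were given more than once were mended by their gene ID, and 1 entry without a name, with 0 counts (0% of all counts), was left out. Expected counts were rounded for the tests. Library totals ran from 17060848 to 19375917 (median 18979317) for *Mtor fl/fl* baseline, from 18839159 to 21002226 (median 19422872) for *Mtor fl/fl* day 7, from 18902853 to 21076473 (median 19205093) for *Mtor-cKO Adv* baseline and from 20309826 to 20751667 (median 20567624) for *Mtor-cKO Adv* day 7. Intervals from counts were given at a confidence level of 95% and cover counting error only, and a group listed at 0 counts was set to a floor of 3 counts over the group. Transcript length, GC content and positions came from GENCODE M21 on GRCm38, which matched 13271 of the genes tested (98.98%).

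Tests were run in R 4.3.3. The 13408 genes with a mean of at least 1 FPKM in at least 1 of the 4 groups were fitted in edgeR 4.0.16 with TMM normalization, 1 coefficient per group and quasi-likelihood F tests, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. The 5 comparisons were injury within *Mtor fl/fl* mice, injury within *Mtor-cKO Adv* mice, genotype at baseline, genotype at day 7, and the interaction of injury and genotype; *Mtor-cKO Adv* day 7 was also set against *Mtor fl/fl* baseline for the folds the paper gives that way. A gene was called at an adjusted p under 0.05 and a fold change above 2, the thresholds of the paper, and for the interaction at the adjusted p alone. The paper used DESeq2, which was run here as an alternative (version 1.42.0). Standard errors are the log2 fold change over the square root of F and are approximate. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, and over-representation among called genes with a one-sided Fisher's exact test against the genes tested. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9.

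The grouping, the tests, the thresholds, the alternatives below unless marked as added, and the 30 gene lists were chosen before the data were examined, although the values of the paper's tables were known by then. The lists cover nerve injury and regeneration, neuropeptide precursors, GPCRs, ion channels, cytokines and chemokines, the STAT3 pathway, mTOR complexes and effectors, sterol and lipid synthesis, ATF4 targets, glycolysis, lysosome and autophagy, and cytosolic ribosomal proteins. For cells they cover pan-neuronal genes, large myelinated, peptidergic and nonpeptidergic neurons, C low-threshold mechanoreceptors, macrophages, lymphocytes and neutrophils, satellite glia, myelinating Schwann cells, fibroblasts, endothelial and mural cells, erythroid cells, skeletal muscle, adipocytes, spinal cord and proliferation. Immediate early genes and sex-linked genes served as checks of handling and of sex. Genes named in the text were chosen by a rule: every gene the paper names as measured by RNA-Seq; for each comparison, the 10 largest fold changes in each direction among called genes with no overlap between the groups and a mean of at least 1 FPKM, and for the interaction the 10 smallest p-values; from each list up to 4 members with the smallest p-values; and the genes of Supplemental Table 3 as counts, whose values had been seen. Any other gene is marked as chosen after its values were seen. Some genes that the rule names are not reported here.

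Alternatives were DESeq2, RLE normalization, the filterByExpr filter, no filter, a filter that needs 1 FPKM in every library of a group, a fit of only the 2 groups compared, a replicate block, glmTreat, no minimum fold change, ratios of mean FPKM for *Npy* and *Nts*, and leaving out each of the 17 libraries in turn. Ranges of an adjusted p for single genes include DESeq2 beside the edgeR settings. They leave out glmTreat, which tests against 2-fold, and any setting whose filter removed the gene. Added after the data had been seen were a block for *Mtor fl/fl* replicates 1 and 2 against the others, a correction for transcript length, and the removal of the libraries with the most skeletal muscle transcripts, first 3 and then 2 of them. The 3 were *Mtor-cKO Adv* baseline replicates 2 and 3 and day 7 replicate 1, and the 2 were baseline replicate 2 and day 7 replicate 1. The replicate numbers were tested for pairing, and the correlation between libraries of the same number was above 0.1 in 9 of 24 pairs (median -0.0638), so the numbers were not taken to pair the mice. Between baseline and day 7 it was 0.602, 0.588, 0.0779 and 0.267 in *Mtor fl/fl* mice and -0.469 to -0.0779 in *Mtor-cKO Adv* mice, so a structure shared by number is not excluded in the former. With the replicate block, 154 genes were higher and 18 lower after injury in *Mtor fl/fl* mice. Other counts moved more, to 243 higher at day 7, 275 higher after injury in *Mtor-cKO Adv* mice and 161 for the interaction. For each comparison the test was repeated on other splits of the same libraries. The procedure was also tested on simulated data, in which 200 genes were changed by a known fold among counts drawn at the observed dispersion. For genotype at baseline 84% of 2-fold changes passed the adjusted p, for genotype at day 7 80%, and for the interaction 64%, whereas 0.0303% of unchanged genes were called for injury in *Mtor fl/fl* mice. Each gene was drawn independently, so these rates leave out shifts that many genes of a library have in common. In the real *Mtor fl/fl* libraries, the highest other split called 311 genes.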

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

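The tests of pan-neuronal genes, of neuropeptide precursors and of the library as rich in macrophage transcripts for *Mtor fl/fl* day 7 replicate 3, the tests of whether the day 7 deficits of *Npy* and *Nts* were carried over from baseline, and the check of the spread in other splits for the interaction were chosen after the result was seen. Groups of libraries were searched for a highest or lowest library far from the others in each gene the paper names and in library totals. Of 112 groups tested, 20 held such a library, where chance gives about 1 in 20 groups, or 5.6. *Mtor fl/fl* day 7 replicate 3 was the library in 11 of them, out of 28 groups tested at *Mtor fl/fl* day 7.

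*Mtor fl/fl* day 7 replicate 3 stood far above the other *Mtor fl/fl* day 7 libraries in FPKM for *Atf3* (227.1 against 91.57 to 105.24), *Sprr1a* (1640.86 against 619.63 to 832.51), *Gpr151* (52.43 against 24.14 to 27.06), *Npy* (332.01 against 112.46 to 155.79), *Inhbb* (8.19 against 3.32 to 4.46), *Cckbr* (28.56 against 8.16 to 12.99), *Flrt3* (43.62 against 19.43 to 24.43), *Anxa10* (6.74 against 3.23 to 3.94), *Fst* (16.78 against 8.31 to 8.92), *Lipn* (8.73 against 3.28 to 4.61) and *Tmem88b* (9.65 against 4.02 to 5.58). Pan-neuronal genes lay at a median of -0.107 on the log2 scale relative to the other 4 libraries, against 0.832 for the genes called induced without it, which argues against a larger share of neurons. Macrophage markers, of which no other list holds any and the study picked none, lay at 0.694, which met the prediction set beforehand for immune cells in this library. Replicate 5 had as many of their transcripts (*Lyz2*, among the most abundant, at 242.32 FPKM against 156.41 FPKM in replicate 3) with its induced genes at a median of -0.335. That goes against immune cells as the source, but by a test chosen afterward on 1 library. Replicate 5 also differed from the other *Mtor fl/fl* day 7 libraries by transcript length (Spearman rho -0.329), so immune cells are not excluded. The 5 induced neuropeptide precursors, at a median of 1.04, are part of the pattern and decide nothing. Fibroblast markers also lay higher, at 0.522 (all 6 above 0), and endothelial markers at 0.218, whereas satellite glia and Schwann cell markers lay at 0.0183 and 0.0407. A larger share of injured neurons in the pooled ganglia, or a stronger response in this mouse, may fit, and genes called lower after injury without this library lay at -0.0756, too near 0 to decide. These cannot be told apart, since 13 lower genes are too few and the extent of injury per mouse is not given in the sources used here.

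Before injury, a comparison the paper does not discuss, 221 genes were called between the genotypes, 63 higher and 158 lower in *Mtor-cKO Adv* DRGs. No other split of the 8 libraries called as many (1 of 35 splits, the real one, and the highest other called 1). Chance is therefore unlikely, although 35 splits allow no smaller share. The 221 genes include *Npy* and *Nts*, and *Il31ra*, the itch receptor subunit, at 8.16 ± 1.2 FPKM in *Mtor fl/fl* and 0.703 ± 0.15 FPKM in *Mtor-cKO Adv* DRGs (SD, n = 4 each). Pan-neuronal genes had a median log2 fold change of -0.113, against -1.33 for the genes called lower, which argues against a lower share of sensory neurons. Only 6 of 219 called genes with a position (2.74%, against 2.07% of all genes, with p = 0.302 in a one-sided Fisher's exact test) lie within 10000000 bases of *Avil* or *Mtor*, *Mtor* itself among them. That argues against variants near *Avil* as the source of most of the called genes. Both genotypes carry floxed *Mtor* alleles, so variants linked to these are shared by design, and the region of *Avil* was not tested alone. A baseline deficit carried over unchanged is argued against for *Nts*, whose interaction was -2.07 on the log2 scale (edgeR unadjusted p = 4.72e-05, adjusted p = 0.0527), and so for both genes together. It cannot be told apart for *Npy*, which had 4 counts over the *Mtor-cKO Adv* baseline libraries. Its interaction was 0.249, with a 95% interval of -1.55 to 2.04 that is a rough guide only. Lower expression per cell without mTOR and a loss of the neurons that express *Il31ra*, *Nppb* and *Sst* may each apply and cannot be told apart in whole ganglia, since *Nppb* and *Sst* were lower by a mean of -1.86 on the log2 scale, short of the -3.51 of *Il31ra*.

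The response to injury differed between the genotypes in 11 genes at an edgeR adjusted p under 0.05 for the interaction, 9 with a larger and 2 with a smaller log2 fold change in *Mtor-cKO Adv* mice, and all 11 were among 258 with DESeq2. Other splits of the libraries gave as many in 4 of 100 drawn, the real one included, and the highest other called 1958. Moving libraries between time points puts the injury effect into the spread of the 161 genes called after injury. Their median approximate standard error was 0.739, against 0.352 in the real split. Over all 13408 genes it was 0.190 against 0.171, and 2 of the 11 were among the induced genes, so this limit need not hold for the others. At an edgeR unadjusted p under 0.05 the real split had 1742 genes, against a median of 259 in the other splits. Since other splits also called as many genes, these splits do not settle whether chance can be excluded, and the 11 genes stay uncertain. Leaving out 1 library moved the count to 50 without *Mtor fl/fl* baseline replicate 2, 7 without *Mtor fl/fl* baseline replicate 4, 1 without *Mtor fl/fl* day 7 replicate 1, 7 without *Mtor fl/fl* day 7 replicate 2, 22 without *Mtor fl/fl* day 7 replicate 3 and 119 without *Mtor fl/fl* day 7 replicate 5. For *Mtor-cKO Adv* mice it moved to 4, 5 and 6 without baseline replicates 1, 2 and 3, and to 1, 5, 1 and 4 without day 7 replicates 1 to 4.

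Injury within *Mtor-cKO Adv* mice, which the paper does not report over all genes, called 156 genes, 151 higher and 5 lower. No other split called as many (1 of 35, the real one, and the highest other called 18), so chance is unlikely within the limit of 35 splits. The 151 moved to 245 without *Mtor-cKO Adv* baseline replicate 4, and the 5 moved to 1, 3 and 9 without *Mtor-cKO Adv* baseline replicates 2, 3 and 4 and to 3 without *Mtor-cKO Adv* day 7 replicate 3. At day 7, 295 genes outside those induced by injury were called between the genotypes, 150 higher and 145 lower in *Mtor-cKO Adv* mice. Among all 321 genes called there, no other split drawn reached the real count (1 of 100, the real one, and the highest other called 200). Chance is therefore unlikely for the 321 genes, within the limit of 100 splits. Among the induced genes no other split reached the real 26 (1 of 100, and the highest other 18). The induced genes were picked as high in the same *Mtor fl/fl* day 7 libraries, which favors the real split. This count therefore does not settle whether chance can be excluded for them. The 153 higher genes at day 7 moved to 93 without *Mtor-cKO Adv* day 7 replicate 1, a library rich in skeletal muscle transcripts.

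Other libraries far from their group were as follows. *Mtor* was at 15.97 FPKM in *Mtor fl/fl* baseline replicate 1, against 8.58 to 9.82 in the others. *Gal* was at 30.23 FPKM in *Mtor-cKO Adv* baseline replicate 3 (22.03 to 22.15 in the others). *Csf1* was at 4.96 FPKM in *Mtor fl/fl* baseline replicate 3 (6.72 to 7.04) and at 8.67 FPKM in *Mtor-cKO Adv* baseline replicate 4 (7.85 to 7.98). In *Mtor fl/fl* day 7 replicate 5, *Npy2r* was at 9.13 FPKM (10.61 to 11.2) and *Stat3* at 77.19 FPKM (105.71 to 111.43). *Flrt3* was at 36.87 FPKM in *Mtor-cKO Adv* day 7 replicate 2 (24.95 to 26.49). *Lipn* was at 0.02 FPKM in *Mtor-cKO Adv* baseline replicate 4 and at 0 in the others, which is within counting error. The library total of *Mtor fl/fl* day 7 replicate 4 was 21002226 counts (18839159 to 19455527).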

How the results depend on the processing

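The removals of libraries highest in skeletal muscle transcripts, the correction for transcript length and the block for *Mtor fl/fl* replicates 1 and 2 were chosen after the data had been seen, and the removal of 2 libraries after the counts of the removal of 3. Of 136 results for named genes, 119 passed their test. Of these, 86 passed under every alternative that tested the gene, with glmTreat left out, and 33 lost the threshold in at least 1. Direction reversed in at least 1 for 5 of the 136. *Npy* and *Nts* kept their rise in *Mtor fl/fl* mice and their deficit at day 7 in each of these alternatives. Of 140 set tests, 96 stayed on their side of the threshold and 44 lost their call with an estimated correlation. Genes higher after injury in *Mtor fl/fl* mice numbered 148 with DESeq2, with all 140 among them, 139 with RLE, 201 with the filterByExpr filter, 117 with only the 2 groups compared, 126 with 1 FPKM needed in every library, 154 with the replicate block, 145 with the length correction, 112 to 161 when 1 library was left out, and 137 without 3 libraries highest in muscle transcripts. Counts moved by over 1.5 times in these alternatives. DESeq2 gave 233 genes higher after injury in *Mtor-cKO Adv* mice and 258 for the interaction. The filterByExpr filter gave 32 genes lower after injury in *Mtor fl/fl* mice, 289 lower at day 7, 47 lower and 5 higher among the induced genes, 10 lower after injury in *Mtor-cKO Adv* mice and 5 for the interaction. No filter gave 246 genes higher after injury in *Mtor fl/fl* mice, 230 higher and 381 lower at day 7, 75 lower and 5 higher among the induced genes, 263 lower at baseline and 13 lower after injury in *Mtor-cKO Adv* mice; this setting admits genes of low level by construction. Fitting only the 2 groups compared gave 13 genes lower after injury in *Mtor fl/fl* mice and 403 higher in *Mtor-cKO Adv* mice. The replicate block gave 243 genes higher at day 7, 275 higher after injury in *Mtor-cKO Adv* mice and 161 for the interaction. By its construction as a test against 2-fold, glmTreat gave fewer: 51 higher and 1 lower after injury in *Mtor fl/fl* mice, 8 higher and 29 lower at day 7, 6 lower and 0 higher among the induced genes, 9 higher and 24 lower at baseline, and 44 higher and 0 lower after injury in *Mtor-cKO Adv* mice. Beside these counts of 0, 1 and 2 genes had an unadjusted p under 0.05 with glmTreat, and DESeq2 called 3 and 7. No minimum fold change gave more by construction: 625 higher and 346 lower after injury in *Mtor fl/fl* mice, 1732 higher and 1751 lower at day 7, 220 lower and 46 higher among the induced genes, 1069 higher and 1061 lower at baseline, and 613 higher and 320 lower after injury in *Mtor-cKO Adv* mice. Removing 3 libraries highest in skeletal muscle genes gave 88 genes higher at day 7, 55 higher and 1 lower after injury in *Mtor-cKO Adv* mice and 0 for the interaction, and removing 2 gave 93, 1 lower and 0 (568 and 955 genes at an unadjusted p under 0.05 for the interaction with edgeR); the length correction gave 4 for the interaction. For DESeq2, the filterByExpr filter, the fit of 2 groups, the replicate block, the muscle removals and the length correction the cause was not tested. *Mtor* no longer passed at day 7 without the 3 (-0.76, edgeR adjusted p = 0.106) or the 2 (-0.76, 0.0899), in a range of 0.00351 to 0.106, nor at baseline without the 3 (-1.13, 0.0994), in a range of 0.0012 to 0.0994. *Nts* in *Mtor-cKO Adv* mice at day 7 against *Mtor fl/fl* baseline no longer passed (-0.82, edgeR adjusted p = 0.0855, and -0.82, 0.0707), in a range of 0.00133 to 0.0855. With 1 library left out, ranges were 8 to 35 genes lower after injury in *Mtor fl/fl* mice (8 without *Mtor fl/fl* baseline replicate 1, 35 without baseline replicate 4, 32 without day 7 replicate 1, 13 without day 7 replicate 3); 93 (without *Mtor-cKO Adv* day 7 replicate 1) to 203 higher and 160 to 174 lower at day 7; 18 to 27 lower and 3 to 4 higher among the induced genes; 54 to 84 higher and 136 to 163 lower at baseline; 117 to 245 (without *Mtor-cKO Adv* baseline replicate 4) higher and 1 to 9 lower after injury in *Mtor-cKO Adv* mice (1, 3 and 9 without *Mtor-cKO Adv* baseline replicates 2, 3 and 4, and 3 without *Mtor-cKO Adv* day 7 replicate 3); and 1 to 119 for the interaction. On the log2 scale they were -1.04 to -0.72 for *Mtor* at day 7, which did not pass without *Mtor fl/fl* day 7 replicate 1 (edgeR adjusted p = 0.0636) or 2 (0.0512) or *Mtor-cKO Adv* day 7 replicate 1 (0.0797), -1.25 to -0.84 at baseline, which did not pass without *Mtor fl/fl* (0.0564) or *Mtor-cKO Adv* (0.0520) baseline replicate 1, and -0.94 to -0.76 for *Nts* against *Mtor fl/fl* baseline, which did not pass without *Mtor fl/fl* baseline replicate 2 (edgeR adjusted p = 0.0528) or 3 (0.0633) or *Mtor-cKO Adv* day 7 replicate 1 (0.0581) or 3 (0.0668). Reversed results were near 0 and none passed: *Atf3* at day 7 (0.023 without 3 and 0.023 without 2 libraries highest in muscle transcripts, 0.0198 with the length correction, -0.17 to 0.32 with 1 library left out), *Flrt3* at day 7 (-0.0245 with the replicate block, -0.0711 to 0.345), *Mtor* after injury in *Mtor fl/fl* mice (-0.356 to 0.0947), *Npy2r* at baseline (-0.0136 to 0.277) and the interaction of *Npy* (-0.17 to 0.77). With library totals of 17060848 to 21076473 counts, *Npy* in *Mtor-cKO Adv* mice at baseline rests on 4 counts, so depth limits its folds there and its interaction.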

Differences from the paper's values

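No test in this part was chosen after the result was seen except where it says so. The paper's text gives 34 genes lower after injury in *Mtor fl/fl* mice, and 21 were lower here at the same thresholds. Of the alternatives set before the data were examined, DESeq2 (27), the filterByExpr filter (32), no filter (29), and leaving out *Mtor fl/fl* baseline replicate 2 (27), 3 (29) or 4 (35) or *Mtor fl/fl* day 7 replicate 1 (32) or 2 (28) gave a count within 1.5 times of the paper's. RLE normalization (22), 1 FPKM in every library of a group (18), only the 2 groups compared (13), the replicate block (18), glmTreat (1), no minimum fold change (346), and leaving out *Mtor fl/fl* baseline replicate 1 (8), *Mtor fl/fl* day 7 replicate 3 (13), 4 (19) or 5 (18), *Mtor-cKO Adv* baseline replicate 1 (19), 2 (21), 3 (19) or 4 (21), or *Mtor-cKO Adv* day 7 replicate 1 (20), 2 (19), 3 (19) or 4 (20) did not. The alternatives added after the values were seen gave 18 to 22. For the other counts and folds of the paper's text, the values were within 1.5 times: 140 higher against the paper's 155, 23 lower among the induced genes against the paper's 32, 3 higher against the paper's 3, and for *Npy* and *Nts* folds of 70.1 and 11.0 after injury against the paper's 73.5 and 11.7, and of 3.54 and 0.558 in *Mtor-cKO Adv* mice at day 7 against the paper's 3.75 and 0.57.

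The paper names *Il1b* among the genes induced by injury, whereas its log2 fold change of 1.40 (edgeR adjusted p = 0.0751, in a range of 0.0162 to 0.189) did not pass here. It was called induced with DESeq2 (1.41, adjusted p = 0.0353), without *Mtor fl/fl* day 7 replicate 1 (1.64, edgeR adjusted p = 0.0162) and with the block for *Mtor fl/fl* replicates 1 and 2 (1.29, edgeR adjusted p = 0.0481), which was chosen after the values were seen. The other genes the paper names as induced in the same sentence, *Atf3*, *Sprr1a*, *Gpr151*, *Gpr119*, *Npy*, *Gal*, *Nts* and *Csf1*, were called. Supplemental Table 3 lists 35 genes, 32 lower and 3 higher, and its 595 FPKM values match the files. Of the 32, 22 were called both induced and lower here, and all 3 higher genes were called; 29 of the 32 were lower at day 7 at an edgeR adjusted p under 0.05. DESeq2 called 24 of the 32, glmTreat 6 and the other alternatives 18 to 25. The 1 gene called here and not listed there, *Hsd17b7*, was chosen after its values were seen.

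The 10 listed genes not called in both comparisons were chosen from that table, whose values had been seen. *Tmem88b* was called with DESeq2, RLE normalization, the filterByExpr filter and only the 2 groups compared, without *Mtor fl/fl* day 7 replicate 1, 2 or 5 or *Mtor-cKO Adv* day 7 replicate 2, and with the length correction, chosen after the values were seen. *Kcnk16* was called with DESeq2, 1 FPKM in every library of a group and only the 2 groups compared, and without *Mtor fl/fl* baseline replicate 1, 2, 3 or 4, *Mtor fl/fl* day 7 replicate 2 or *Mtor-cKO Adv* baseline replicate 4. *Arg2* was called with the replicate block and without *Mtor fl/fl* baseline replicate 3 or *Mtor fl/fl* day 7 replicate 1, 4 or 5. *Methig1* was called with DESeq2 and only the 2 groups compared, without *Mtor-cKO Adv* baseline replicate 2, and with either removal of libraries highest in muscle transcripts, chosen after the values were seen. *Star* was called without *Mtor-cKO Adv* day 7 replicate 2, *Chac1* without *Mtor fl/fl* day 7 replicate 1 or 2 or *Mtor-cKO Adv* day 7 replicate 4, *Sectm1b* without *Mtor fl/fl* day 7 replicate 2 or *Mtor-cKO Adv* day 7 replicate 2, and *Il1b* without *Mtor fl/fl* day 7 replicate 1. No setting called *9130204L05Rik* or *Car1* in both comparisons.

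The paper describes *Gal* as largely unaffected by *Mtor* ablation after injury, whereas it was lower in *Mtor-cKO Adv* mice at day 7 here, by a log2 fold change of -0.67 (edgeR adjusted p = 0.0229, in a range of 0.00566 to 0.0764) and within 2-fold; *Crh*, which it names in the same way, did not pass at -0.49 (edgeR adjusted p = 0.381). *Gal* did not pass with only the 2 groups compared (0.0510), without *Mtor-cKO Adv* day 7 replicate 3 (0.0616) or 4 (0.0764), or with the length correction (0.0579), chosen after the values were seen. The paper reports no significant change of *Npy1r* after SNI or with mTOR ablation. Here it did not pass after injury in *Mtor fl/fl* mice (0.27, edgeR adjusted p = 0.129) or between the genotypes at day 7 (0.12, edgeR adjusted p = 0.418), whereas at baseline it was higher in *Mtor-cKO Adv* mice by 0.39 (edgeR adjusted p = 0.0191, in a range of 0.00463 to 0.0865), in each of 4 libraries against each of 4. That difference did not pass with only the 2 groups compared (0.0865), without *Mtor fl/fl* baseline replicate 3 (0.061) or 4 (0.0569) or *Mtor-cKO Adv* baseline replicate 4 (0.057), or with 3 libraries highest in muscle transcripts removed (0.0768), chosen after the values were seen.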

Other observations

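The test of a lower share of neurons in *Mtor fl/fl* baseline replicates 3 and 4 was chosen after the result was seen, and the tests of length and GC content were set after 2 genes had been seen to differ but before the correlations were computed. *Mtor fl/fl* baseline replicates 1 and 2 stood apart from replicates 3 and 4, and among 100 splits of the *Mtor fl/fl* libraries drawn, 4 called as many genes as the real 161, the real one included. The highest other called 311 and set baseline replicates 3 and 4 with day 7 replicates 4 and 5 against the rest, which points to a structure of the samples. A share of 4 in 100 is under 0.05 but near it, so chance is unlikely and not excluded for the number of genes called. The log2 ratio of replicates 1 and 2 to replicates 3 and 4 did not follow GC content (Spearman rho -0.0469 across genes), and a lower share of neurons alone is argued against, since nonneuronal lists moved apart by 1.07 (0.596 for satellite glia, 0.752 for Schwann cells, 0.815 for endothelial cells, 0.916 for fibroblasts and 1.67 for macrophages) with -0.508 for pan-neuronal genes and 2.6 for erythroid genes. The ratio followed transcript length with a rho of 0.451 across genes, which are not independent replicates (medians of -0.228, 0.042 and 0.244 from the shortest to the longest genes in 3 parts), so a difference in RNA quality or library preparation may have a part, as may blood and immune cells left in the tissue; with the correction for length, 145 genes were higher and 22 lower after injury, 139 of the 140 among the former, and the design names no condition that divides these mice, so none was tested.

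After injury in *Mtor fl/fl* mice, few genes of the remaining lists passed. Of 19 genes of mTOR complexes and effectors, 1 rose (*Eif4e*, 0.23, edgeR adjusted p = 0.0323; 4 when adjusted over the list alone), of 14 of glycolysis, 1 (*Pgk1*, 0.43, edgeR adjusted p = 0.0121; 2 rose and 1 fell when adjusted over the list alone), and of 19 of lysosome and autophagy, 1 (*Tfe3*, 0.40, edgeR adjusted p = 0.0191; 1 when adjusted over the list alone). Of 11 pan-neuronal genes, *Stmn2* rose by 0.60 (edgeR adjusted p = 0.00112) and *Snap25* had a log2 fold change of -0.46 (edgeR adjusted p = 0.0475), with 3 higher and 1 lower when adjusted over the list alone. Of 6 peptidergic markers, 1 rose, *Adcyap1*, and 1 fell (1 and 1 when adjusted over the list alone), and of 11 nonpeptidergic markers only *P2rx3* rose (1 when adjusted over the list alone). For these lists the limma camera adjusted p ran from 0.374 to 0.787.

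No gene passed edgeR after injury in *Mtor fl/fl* mice, nor when adjusted over the list alone, in 12 further lists. With 0 passing, counts at an unadjusted p under 0.05 and by DESeq2 were 0 for 61 cytosolic ribosomal proteins, 6 markers of C low-threshold mechanoreceptors, 6 of satellite glia, 6 of fibroblasts, 6 of erythroid cells, 7 of skeletal muscle, 4 of adipocytes, 3 of proliferation and 1 of spinal cord (*Aqp4*, -0.26, edgeR adjusted p = 0.338). They were 3 lower and 0 for 10 Schwann cell markers, 4 lower and 0 for 10 endothelial markers, and 1 higher and 0 for 5 immediate early genes. As sets, muscle genes moved down with a median of -1.78 (camera adjusted p = 0.0356, and adjusted p = 0.798 with an estimated correlation) and Schwann cell markers with a median of -0.29 (camera adjusted p = 0.0356, and adjusted p = 0.834 with an estimated correlation). Reads of 4 Y-linked genes, at 100 counts or more, were present in every library of the 4 groups, and *Xist* is not among the genes of the table.

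Before injury, 5 of 11 markers of nonpeptidergic neurons and 4 of 9 of large myelinated neurons were lower in *Mtor-cKO Adv* DRGs, and the others did not pass. *Il31ra* had a log2 fold change of -3.51 (approximate standard error 0.19, edgeR adjusted p = 2.40e-08) and *Sst*, somatostatin, of -2.34 (approximate standard error 0.34, edgeR adjusted p = 0.000234), both lower in each of 4 *Mtor-cKO Adv* libraries than in each of 4 *Mtor fl/fl* libraries, in all settings. *Nppb*, also of the nonpeptidergic list, had -1.37 (approximate standard error 0.31, edgeR adjusted p = 0.00733). In the large myelinated list, the neurofilament genes *Nefl*, *Nefm* and *Nefh* had log2 fold changes of -1.33 (edgeR adjusted p = 2.61e-05), -1.14 and -1.08, without overlap. When adjusted over the list alone, 6 nonpeptidergic markers (camera adjusted p = 1.1e-05, and adjusted p = 0.389 with an estimated correlation) and 4 of large myelinated neurons were lower (camera adjusted p = 0.0147, and adjusted p = 0.975 with an estimated correlation). Among 23 genes of sterol and lipid synthesis, 8 were lower (10 when adjusted over the list alone; camera adjusted p = 0.000364, and adjusted p = 0.975 with an estimated correlation), *Acat2* at -0.60 (edgeR adjusted p = 0.000124) on the log2 scale. Markers of myelinating Schwann cells were lower as well in 3 of 10 (7 when adjusted over the list alone), with a median log2 fold change of -0.51 (camera adjusted p = 0.00489, and adjusted p = 0.975 with an estimated correlation). Of 6 markers of C low-threshold mechanoreceptors, 2 were higher and 4 did not pass (3 higher when adjusted over the list alone), with a median of 0.43 (camera adjusted p = 0.0196, and adjusted p = 0.975 with an estimated correlation), and of 61 cytosolic ribosomal proteins 4 were higher (4 when adjusted over the list alone; camera adjusted p = 0.0147, and adjusted p = 0.975 with an estimated correlation). *Gng13*, a G protein subunit, was higher by 2.30 (edgeR adjusted p = 0.00261) (2.96 without *Mtor fl/fl* baseline replicate 4) and *Islr2* by 1.90 (edgeR adjusted p = 2.61e-06), in each of 4 libraries against each of 4. Of the 63 higher and 158 lower genes, 58 and 136 had no overlap, which chance gives for 1.43% of unselected genes in each direction. These genes were called on the same libraries, so this is no separate support.

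At day 7, of 23 genes of sterol and lipid synthesis, 16 were lower in *Mtor-cKO Adv* DRGs (16 when adjusted over the list alone) with a median log2 fold change of -0.42 (camera adjusted p = 1.86e-11, and adjusted p = 0.193 with an estimated correlation), *Acat2* at -0.82 (edgeR adjusted p = 4.00e-06) and *Idi1* at -0.79 (edgeR adjusted p = 4.00e-05), below each of 5 *Mtor fl/fl* libraries in each of 4. Of 11 nonpeptidergic markers, 8 were lower (8 when adjusted over the list alone; camera adjusted p = 1.86e-11, and adjusted p = 0.0591 with an estimated correlation), *Il31ra* at -3.99 (edgeR adjusted p = 4.45e-09). Of 9 markers of large myelinated neurons, 2 were higher, 3 were lower and 4 did not pass the edgeR test (2 and 3 when adjusted over the list alone; limma camera adjusted p = 0.301), *Nefl* at -1.24 (edgeR adjusted p = 2.00e-05) and *Pvalb*, which fast skeletal muscle also expresses, at 0.94 (edgeR adjusted p = 0.0227). *Pvalb* did not pass without *Mtor-cKO Adv* day 7 replicate 1 (0.58, edgeR adjusted p = 0.128) or with 3 (0.0655) or 2 (0.0505) libraries highest in muscle transcripts removed. *Calcb*, of peptidergic neurons, had a log2 fold change of -1.14 (edgeR adjusted p = 2.64e-05), and 4 of 6 peptidergic markers were lower (4 when adjusted over the list alone; camera adjusted p = 0.012, and adjusted p = 0.121 with an estimated correlation). Of 22 ATF4 targets, 7 were lower and 1 higher (7 and 1 when adjusted over the list alone; camera adjusted p = 0.0365, and adjusted p = 0.853 with an estimated correlation), with *Atf4* at -0.60 (edgeR adjusted p = 5.58e-05). *Avil*, the gene whose locus carries Cre in *Adv cre* mice, was at -0.95 (edgeR adjusted p = 0.000807), without overlap. Of 11 pan-neuronal genes, 4 were lower, *Avil* among them, and 7 did not pass (4 when adjusted over the list alone), with a median log2 fold change of -0.20 (camera adjusted p = 0.0217, and adjusted p = 0.853 with an estimated correlation). In the 10 endothelial markers, 6 were higher (6 when adjusted over the list alone; camera adjusted p = 0.0216, and adjusted p = 0.853 with an estimated correlation), among them *Pecam1* by 0.82 (edgeR adjusted p = 0.0137). Of the 153 higher and 168 lower genes, 123 and 154 had no overlap, which chance gives for 0.794% of unselected genes in each direction. Here too the genes were called on the same libraries, so this is no separate support.

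Skeletal muscle transcripts were most abundant in *Mtor-cKO Adv* baseline replicate 2 and *Mtor-cKO Adv* day 7 replicate 1, where *Acta1* was at 153.51 and 123.53 FPKM and *Ckm* at 69.87 and 64.49 FPKM, against up to 20.24 and 11.76 FPKM in any other library. All 7 muscle genes were called higher at day 7 in *Mtor-cKO Adv* mice (7 when adjusted over the list alone; median log2 fold change 3.36; camera adjusted p = 0.0522). *Ckm* had a log2 fold change of 3.66 (approximate standard error 1.14, edgeR adjusted p = 0.0263), with each of 4 libraries above each of 5, in a range of 0.00712 to 0.2 over the settings. It did not pass with the replicate block (0.111), without *Mtor-cKO Adv* day 7 replicate 1 (2.04, adjusted p = 0.2), without *Mtor fl/fl* day 7 replicate 1 (0.0567), 2 (0.0507) or 3 (0.0546), or with 3 or 2 libraries highest in muscle transcripts removed (2.04, adjusted p = 0.159 and 0.135), and was 4.34 without *Mtor fl/fl* day 7 replicate 4. Without *Mtor-cKO Adv* day 7 replicate 1, the genes higher at day 7 numbered 93.

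After injury in *Mtor-cKO Adv* mice, 13 of 15 macrophage markers rose when adjusted over the list alone and 1 over all genes (14 at an unadjusted p under 0.05, 7 with DESeq2; median 1.22; camera adjusted p = 2.65e-06, and adjusted p = 0.56 with an estimated correlation), *Mrc1* by 1.31 (edgeR adjusted p = 0.0493). *Gfap*, of satellite glia, rose by 1.70 (edgeR adjusted p = 0.0320) and *Timp1*, an inhibitor of metalloproteinases, by 1.58 (edgeR adjusted p = 0.00281), each without overlap in 4 against 4 libraries. Other nonneuronal markers moved up with them, 1 of 10 of myelinating Schwann cells (2 when adjusted over the list alone; median 0.45; camera adjusted p = 0.00345, and adjusted p = 0.56 with an estimated correlation) and 1 of 10 endothelial markers (2 when adjusted over the list alone; camera adjusted p = 0.0158, and adjusted p = 0.56 with an estimated correlation). Fibroblast markers moved up as a set (camera adjusted p = 0.0401, and adjusted p = 0.56 with an estimated correlation) with 0 of 6 passing edgeR (3 at an unadjusted p under 0.05, 0 with DESeq2). Among neuronal markers, 1 of 6 peptidergic (4 when adjusted over the list alone; camera adjusted p = 0.0244, and adjusted p = 0.229 with an estimated correlation) and 1 of 11 nonpeptidergic (3 when adjusted over the list alone; camera adjusted p = 0.0112, and adjusted p = 0.56 with an estimated correlation) fell. Whether these responses differ from those of *Mtor fl/fl* mice was tested by the interaction, which no macrophage marker passed with edgeR (1 at an unadjusted p under 0.05, 0 with DESeq2). No marker of Schwann cells (7 at an unadjusted p under 0.05, 2 with DESeq2) or endothelial cells (6 and 2) passed it with edgeR over all genes, but 5 and 4 of 10 did when adjusted over the list alone, all with a larger log2 fold change in *Mtor-cKO Adv* mice. As sets these 2 had medians of 0.73 (camera adjusted p = 1.92e-07, and adjusted p = 0.452 with an estimated correlation) and 0.64 (camera adjusted p = 5.99e-06, and adjusted p = 0.452 with an estimated correlation). In the other direction, the interaction had a median of -0.39 for peptidergic markers (camera adjusted p = 0.00775, and adjusted p = 0.192 with an estimated correlation) and -0.35 for nonpeptidergic markers (camera adjusted p = 0.00198, and adjusted p = 0.551 with an estimated correlation). The interaction passed for *Megf9*, at 0.75 (approximate standard error 0.097, edgeR adjusted p = 0.0107), in 23 of 26 settings with an adjusted p of up to 0.392, and for *Ptpn5*, a neuronal phosphatase, at -1.08 (approximate standard error 0.17, edgeR adjusted p = 0.0167), in 18 of 26 with an adjusted p of up to 0.571.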
